# Mitochondrial aconitase suppresses immunity by modulating oxaloacetate and the mitochondrial unfolded protein response

**DOI:** 10.1038/s41467-023-39393-6

**Published:** 2023-06-22

**Authors:** Eunah Kim, Andrea Annibal, Yujin Lee, Hae-Eun H. Park, Seokjin Ham, Dae-Eun Jeong, Younghun Kim, Sangsoon Park, Sujeong Kwon, Yoonji Jung, JiSoo Park, Sieun S. Kim, Adam Antebi, Seung-Jae V. Lee

**Keywords:** Genetics, RNAi, Stress signalling, Mitochondria, Infection

## Abstract

Accumulating evidence indicates that mitochondria play crucial roles in immunity. However, the role of the mitochondrial Krebs cycle in immunity remains largely unknown, in particular at the organism level. Here we show that mitochondrial aconitase, ACO-2, a Krebs cycle enzyme that catalyzes the conversion of citrate to isocitrate, inhibits immunity against pathogenic bacteria in *C. elegans*. We find that the genetic inhibition of *aco-2* decreases the level of oxaloacetate. This increases the mitochondrial unfolded protein response, subsequently upregulating the transcription factor ATFS-1, which contributes to enhanced immunity against pathogenic bacteria. We show that the genetic inhibition of mammalian *ACO2* increases immunity against pathogenic bacteria by modulating the mitochondrial unfolded protein response and oxaloacetate levels in cultured cells. Because mitochondrial aconitase is highly conserved across phyla, a therapeutic strategy targeting ACO2 may eventually help properly control immunity in humans.

## Abstract (web summary)

Mitochondrial function has been linked to immunity but the role of the Krebs’s cycle in regards the immune response is not well characterised. Here the authors show that Krebs’s cycle enzyme ACO2 suppresses immunity via modulation of oxaloacetate and the mitochondrial unfolded protein response.

## Introduction

Mitochondria are the primary organelles for energy production, and play central roles in biological processes, including metabolism, apoptosis, stress response, aging, and immunity^1^. Signals such as reactive oxygen species and mitochondrial DNA, which are generated as by-products of mitochondrial dysfunction, are transmitted to other organelles, including the cytosol and the nucleus, leading to the protection of cells from infection^2,3^. Studies have identified mitochondrial factors that regulate cellular immunity, but mitochondrial components that affect immunity at the organism level remain largely unknown.

The Krebs cycle, also called the tricarboxylic acid cycle or the citric acid cycle, is the major catabolic process that oxidizes fatty acids, amino acids, and pyruvate^4^. The Krebs cycle provides electrons in the form of NADH and FADH_2_ and succinate to the electron transport chain (ETC) for generating ATP through oxidative phosphorylation. Krebs cycle intermediates are also crucial for the biosynthesis of various metabolites. Recent studies have shown that Krebs cycle intermediates play roles in key biological processes, including DNA methylation, post-translational modification, hypoxic responses, lipid metabolism, aging, and immunity^5–11^. However, the mechanisms by which the Krebs cycle metabolites regulate immunity remain poorly understood.

In the current study, we identified a Krebs cycle enzyme, mitochondrial aconitase (ACO-2), that converts citrate to isocitrate, with immunosuppressive properties. We found that the genetic or pharmacological inhibition of ACO-2 increased the survival of *Caenorhabditis elegans* infected with pathogenic bacteria by upregulating the mitochondrial unfolded protein response (UPR^mt^). We then showed that *aco-2* RNAi altered the levels of several Krebs cycle metabolites, including citrate, isocitrate, succinate, fumarate, and oxaloacetate. Among them, we demonstrated that decreased levels of oxaloacetate were responsible for the enhanced immunity caused by upregulation of the UPR^mt^. Furthermore, we showed that mammalian ACO2 inhibited immune responses via modulating the UPR^mt^ and oxaloacetate levels following infection with pathogenic bacteria. Our data suggest that the evolutionarily conserved mitochondrial aconitase can act as a target for anti-bacterial therapy for improving human immunity.

## Results

### Inhibition of ACO-2/mitochondrial aconitase boosts *C. elegans* immunity against pathogenic bacteria

To identify the Krebs cycle enzymes that regulate bacterial immunity in *C. elegans*, we performed an RNAi screen targeting each of 10 genes encoding the Krebs cycle enzymes (Fig. 1a, b; Supplementary Fig. 1a–i). Among them, RNAi targeting aconitase 2 (*aco-2*), which encodes mitochondrial aconitase that catalyzes the conversion of citrate to isocitrate, greatly increased the survival of animals upon infection with *Pseudomonas aeruginosa* PA14, Gram-negative pathogenic bacteria (up to 102%, Fig. 1b, c, and 4i). In contrast, *citrate synthase 1* (*cts-1*) RNAi substantially reduced the survival of worms on PA14 (Fig. 1b; Supplementary Fig. 1a). RNAi knockdown of other tested Krebs cycle enzyme-encoding genes had small or no effects on susceptibility to PA14 (Fig. 1b; Supplementary Fig. 1b–i). These data suggest that different Krebs cycle enzymes distinctly affect immunity against PA14.

**Fig. 1:**
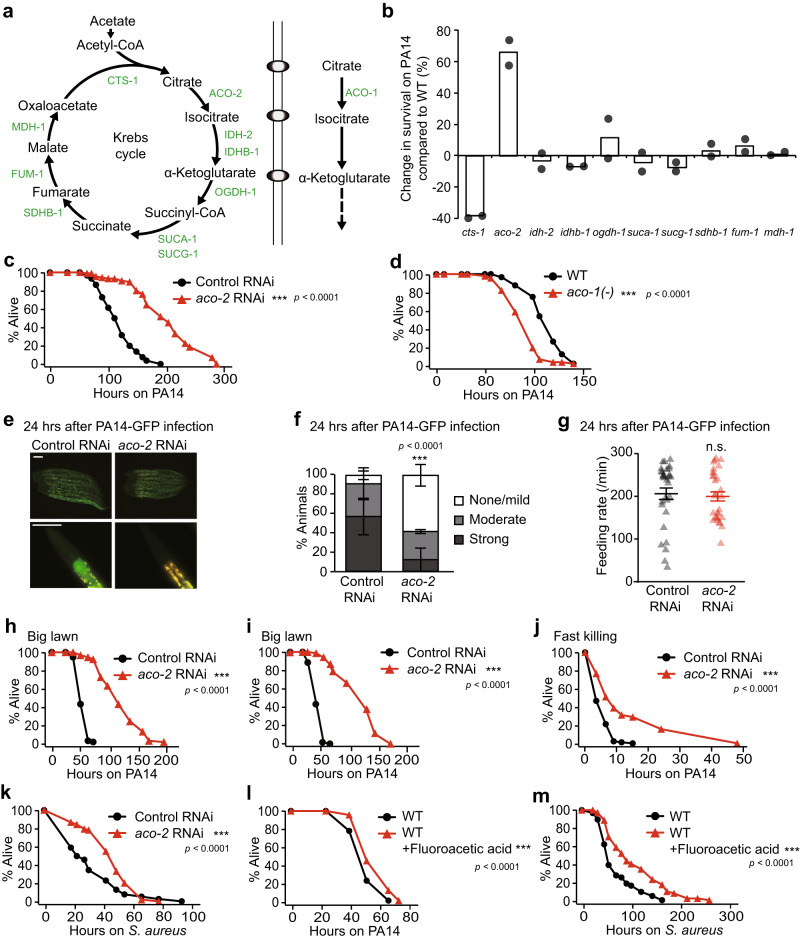
Inhibition of mitochondrial *aco-2* increases anti-bacterial immunity in *C. elegans*. **a** Enzymes (green) and metabolites (black) in the Krebs cycle of *C. elegans*. **b** % mean survival changes by each RNAi upon PA14 infection (*N* = 180 per condition, two independent trials). **c**, **d** The survival of animals on PA14 was increased by *aco-2* RNAi (**c**) but decreased by *aco-1(jh131)* [*aco-1(-)*] mutations (**d**) (small-lawn slow-killing assays). WT: wild-type. *aco-1* RNAi and *aco-2* RNAi knocked down respective genes, without off-target and compensatory effects (Supplementary Fig. 2e). **e** Representative images of control RNAi- and *aco-2* RNAi-treated animals 24 h after PA14-GFP exposure. Yellow: autofluorescence. Scale bar: 100 μm. **f** Quantification of PA14-GFP levels in the intestinal lumen in panel (**e**) (*N* ≥ 30 per condition, three independent trials). Control RNAi-treated animals shown in panels (**e**) and (**f**) are the same experimental sets shown in Supplementary Fig. 3c, d. Error bars represent the SEM (***p < 0.001, two-sided Chi-squared test relative to control RNAi). **g** Feeding (pharyngeal pumping) rate of control RNAi- and *aco-2* RNAi-treated animals 24 h after PA14-GFP infection (*N* = 30 per condition, three independent trials, two-tailed Student’s *t*-test relative to control RNAi). **h**–**k** *aco-2* RNAi increased animal survival under big-lawn PA14-mediated slow-killing with (**h**) or without (**i**) 5-fluoro-2′-deoxyuridine (FUDR) treatment, and fast-killing (**j**) and *S. aureus* infection (**k**) conditions. **l**, **m** Supplementation with 0.1 mM fluoroacetic acid increased survival on the big-lawn of PA14 (**l**) and on *S. aureus* (**m**). *aco-2* RNAi-mediated immune responses were distinct from those of mitochondrial electron transport chain (ETC) components (see Supplementary Fig. 3h, i, Supplementary Data 1 for details). *aco-2* RNAi also increased resistance against oxidative and heat stresses (Supplementary Fig. 3j, k), with smaller effects than those on PA14 resistance. All the survival assays were performed at least twice independently. Asterisks in the survival curve panels indicate the significance of differences (***p < 0.001), calculated using a log-rank (Mantel-Cox method) test. See Supplementary Data 1 and 2 for additional repeats and statistical analysis for the survival and feeding assay data. Source data are provided as a Source Data file.

We focused our functional analysis on *aco-2*, the RNAi knockdown of which exerted the greatest effect on PA14 susceptibility (Fig. 1b, c; Supplementary Fig. 2a). As *aco-2* is an essential gene (National BioResource Project *C. elegans*, Japan), we wondered about the threshold to which *aco-2* was sensitive to manifesting a phenotype, by performing PA14 resistance assays using serially diluted *aco-2* RNAi (Supplementary Fig. 2b). We found that differently diluted *aco-2* RNAi (1, 1/4, and 1/32) affected the survival of animals on PA14 in a dose-dependent manner (Supplementary Fig. 2c). In contrast to *aco-2*, RNAi or a mutation targeting *aco-1*, which encodes a cytosolic aconitase^12^, shortened or had small effects on the survival of worms upon PA14 infection (Fig. 1d; Supplementary Fig. 2d). Thus, the two aconitases appear to affect immunity differently. *aco-2* RNAi enhanced survival on PA14 independently of *cdc-25.1* RNAi (Supplementary Fig. 3a), which increases resistance against PA14 by reducing germline proliferation^13^. Thus, reduced fertility caused by *aco-2* RNAi (Supplementary Fig. 3b) does not seem to be responsible for the enhanced resistance to PA14. We also found that *aco-2* RNAi diminished the accumulation of GFP-labeled PA14 in the intestinal lumen without affecting PA14 intake (Fig. 1e–g; Supplementary Fig. 3c, d). In addition, *aco-2* RNAi increased the survival of animals on the big-lawn of PA14 (Fig. 1h, i), where the animals cannot avoid the pathogen^14^, and under a fast-killing condition (Fig. 1j), elicited by toxins secreted from PA14^15^. *aco-2* RNAi-treated worms were also resistant to *Staphylococcus aureus*, Gram-positive pathogenic bacteria (Fig. 1k). Inhibition of ACO-2 by treatment with fluoroacetic acid, a pharmacological inhibitor of aconitase in the Krebs cycle^16^, also increased the survival of animals on PA14 and *S. aureus* (Fig. 1l, m). Together, these data suggest that the inhibition of mitochondrial ACO-2 enhances immune responses to pathogenic bacteria in *C. elegans*.

### ACO-2 knockdown differentially regulates various pathogen response genes

We determined whether genetic inhibition of ACO-2 altered immune responses at the transcriptome level, by performing RNA sequencing (RNA seq) analysis. 

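Whole wild-type animals were fed control RNAi or *aco-2* RNAi bacteria until the L4 stage and were then kept at 25 °C for 12 h on big-lawn plates seeded with control RNAi bacteria, called *E. coli* in the figures, or with PA14. Paired-end libraries were made from 3 replicates of each of the 4 combinations of RNAi and bacteria, 12 libraries in total. The labels of the deposited samples call the animals day 1 adults, Supplementary Data 4 lists the data set as L4 stage, and only the RNAi, the bacteria and the replicate number were used to group the libraries. The authors aligned the read pairs to the genome WBcel235 with STAR and counted them on the genes of Ensembl release 103 with RSEM, which shares a read pair that matches several genes among them. The deposited values are RSEM's expected counts for each gene, without normalization, and 838 to 997 genes per library had a count that was not a whole number. Counts summed to between 15325683 and 21917862 per library, with a median of 20509389 for control RNAi on *E. coli*, 15733103 for control RNAi on PA14, 17084417 for *aco-2* RNAi on *E. coli* and 16892764 for *aco-2* RNAi on PA14. For the comparisons, the counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood F test in one model of all 12 libraries. Genes with low counts were removed by edgeR's filter, which left 14941 genes with at least 99.9% of the counts of every library. A gene was called upregulated or downregulated where its fold change was above 2 and its Benjamini-Hochberg adjusted p was under 0.05, the thresholds that the authors applied with DESeq2. The 6 vitellogenin genes took 9.22% to 21.8% of the counts of a library, and the TMM factors ranged from 0.836 to 1.23. The target of the RNAi, *aco-2* (WBGene00000041), lies on chromosome III from 7973717 to 7977355. Its level on *E. coli* was 769 ± 82.5 CPM (SD, n = 3) with control RNAi and 228 ± 35.5 CPM with *aco-2* RNAi, a log2 fold change of -1.75 (standard error 0.14, adjusted p = 3.51e-07 from edgeR). On PA14 it was 529 ± 86.7 CPM with control RNAi and 218 ± 6.84 CPM with *aco-2* RNAi, a log2 fold change of -1.28 (standard error 0.14, adjusted p = 6.80e-06 from edgeR). The change on *E. coli* stayed between -1.98 and -1.64 with each library left out in turn. It moved most, to -2.53, when the libraries were scaled to X-linked genes, an alternative chosen after seeing the data, and -1.48 with upper quartile scaling was the smallest fall. Under control RNAi, *aco-2* was lower on PA14 than on *E. coli* by a log2 fold change of -0.54 (adjusted p = 0.0110 from edgeR), which is not past the fold change threshold. This fall also depended on single libraries. It was -0.45 (adjusted p = 0.0544 from edgeR) without replicate 2 of control RNAi on *E. coli*. Without replicate 1 of control RNAi on PA14 it was -0.46 (adjusted p = 0.0609 from edgeR).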

We compared the transcriptomes of control RNAi- and *aco-2* RNAi-treated animals fed with *E. coli* diets or PA14 (Fig. 2a). 

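The counts were transformed with the variance stabilizing transformation of DESeq2, and the 500 most variable genes were kept. The text of the paper names the raw counts but no transformation. The first principal component then held 78.3% of the variance among the 12 libraries and the second held 16%. On the first component, scores ranged from 29.1 to 54.7 for control RNAi on *E. coli* and from 16.9 to 45.2 for control RNAi on PA14, whereas those of *aco-2* RNAi ranged from -41.6 to -35.4 on *E. coli* and from -45.0 to -42.3 on PA14. This component parted the libraries by RNAi, and the ranges of the bacteria overlapped under control RNAi. Within each replicate number, however, the control RNAi library on PA14 scored below that on *E. coli*. The scores were 44.9 against 53.5 for replicate 1, 16.9 against 29.1 for replicate 2 and 45.2 against 54.7 for replicate 3. On the second component the libraries on *E. coli* scored from -23.6 to -20.2 with control RNAi and from -16 to -14.8 with *aco-2* RNAi, while the libraries on PA14 scored from 22.1 to 27.9 with control RNAi and from 10.5 to 13.0 with *aco-2* RNAi. All 3 replicates of each group lay apart from the other groups on the pair of components. With log2 CPM of the 500 most variable genes the first component held 82.8% and the second 12.6%, and with all 14941 genes they held 77.1% and 12.8%.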

Principal component analysis of the transcriptome indicated the separation of samples based on the biological conditions (Fig. 2b). We then categorized the genes that were differentially expressed by PA14 infection and/or *aco-2* RNAi into four groups (Fig. 2c, d: Groups i to iv). 

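Under control RNAi, PA14 infection upregulated 1195 and downregulated 495 of the genes tested. On *E. coli*, *aco-2* RNAi upregulated 6074 genes and downregulated 2817, and on PA14 it upregulated 4249 and downregulated 2403. In *aco-2* RNAi-treated animals, PA14 infection upregulated 329 genes and downregulated 280. The division of the changed genes into upregulated and downregulated depended on how the libraries were scaled, since *aco-2* RNAi changed most of the genes tested. The median log2 fold change of all genes tested for *aco-2* RNAi on *E. coli* was 0.45 with TMM, 0.14 with scaling to total counts and 0.73 with upper quartile scaling. Scaling to total counts gave 5053 upregulated and 4087 downregulated genes for this comparison, and upper quartile scaling gave 6729 and 1818. The largest shift, to 3135 upregulated and 5742 downregulated genes, came from scaling to X-linked genes, which was chosen after seeing the data. DESeq2's Wald test, the test named in the methods, called 5768 genes up and 3872 down for *aco-2* RNAi on *E. coli* and 1066 up and 622 down for PA14 under control RNAi. Without replicate 1 of *aco-2* RNAi on PA14, 3907 genes were called downregulated by *aco-2* RNAi on PA14, and 177 were called downregulated by PA14 in *aco-2* RNAi-treated animals. The difference between the effects of PA14 with *aco-2* RNAi and with control RNAi was tested as an interaction in the same model. Both thresholds were passed by 843 genes, 719 with a negative and 124 with a positive interaction. A positive interaction is a larger rise or a smaller fall with PA14 under *aco-2* RNAi, and a negative one the reverse.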

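Among called genes with a mean of at least 100 counts over the 12 libraries and with all 3 treated libraries on the same side of all 3 control libraries, the largest rises with *aco-2* RNAi on *E. coli* were those of *cld-1*, *dhs-26*, *R06B10.1*, *ant-1.4* and *C32H11.4*. *C32H11.4* (WBGene00007867; chromosome IV, 12921264 to 12923296) rose from 37.0 ± 8.87 to 2164 ± 421 CPM (SD, n = 3), a log2 fold change of 5.87 (standard error 0.22, adjusted p = 9.07e-09 from edgeR). The log2 fold changes of *dhs-26*, *R06B10.1* and *ant-1.4* were 6.89, 6.46 and 5.93. *cld-1* had 3 counts in the control RNAi libraries on *E. coli* together and 723 with *aco-2* RNAi, a depth-adjusted ratio of 345 (exact 95% interval 118 to 1677), where such intervals cover counting error only. The largest falls were those of *pes-2.1* (-4.31), *sdz-28* (-3.98), *skr-9* (-3.97), *B0281.5* (-3.90) and *skr-7* (-3.89). By the same rule, the largest rises with PA14 under control RNAi were those of *cld-1*, *dod-21*, *clc-12*, *pgp-7* and *B0024.4*. The counts of *cld-1* rose from 3 to 58333, a depth-adjusted ratio of 23123 (exact 95% interval 7912 to 112127), and those of *clc-12* from 1 to 1021, a ratio of 1214 (exact 95% interval 217 to 48002). *B0024.4* (WBGene00007097; chromosome V, 10297399 to 10298985) rose from 1.88 ± 0.989 to 557 ± 78.6 CPM, a log2 fold change of 8.23 (adjusted p = 2.36e-09 from edgeR), and the log2 fold changes of *dod-21* and *pgp-7* were 11.24 and 8.43. The largest falls were those of *acdh-1*, *amt-1*, *argk-1*, *F18E3.12* and *F18E3.11*. *acdh-1* (WBGene00016943; chromosome I, 6497436 to 6499560) fell from 87.1 ± 25.2 to 0.729 ± 0.566 CPM, a log2 fold change of -6.92 (adjusted p = 9.39e-07 from edgeR). The counts of several of these genes were not whole numbers and so include read pairs shared with other genes, in 10 of the 12 libraries for *cld-1* and *dod-21*, 11 for *pgp-7* and *skr-9*, and 4 for *pes-2.1* and *sdz-28*.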

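Both comparisons called 1036 genes upregulated, those of *aco-2* RNAi on *E. coli* and of PA14 under control RNAi. Their median log2 fold change was 1.96 with *aco-2* RNAi on *E. coli* and 1.78 with PA14 under control RNAi. For 6 of them one of the groups compared had no counts, and with these genes set to the limit of 3 counts over the 3 libraries the medians were 1.96 and 1.77. In animals given both treatments, compared with control RNAi on *E. coli*, the median was 2.51. On PA14, the median log2 fold change of these genes with *aco-2* RNAi was 0.62, and 276 of them were called upregulated there as well. With PA14 in *aco-2* RNAi-treated animals the median was 0.48, and 223 were called upregulated. The interaction was negative and past both thresholds for 590 of the 1036 genes, although the choice of genes with large rises in both comparisons by itself moves it below 0. *zip-2* (WBGene00019327; chromosome III, 832982 to 835814) rose from 118 ± 2.07 to 503 ± 50.5 CPM (SD, n = 3) with *aco-2* RNAi on *E. coli*, a log2 fold change of 2.10 (standard error 0.13, adjusted p = 6.34e-08 from edgeR), and to 347 ± 46.3 CPM with PA14 under control RNAi, a log2 fold change of 1.56 (standard error 0.12, adjusted p = 8.31e-07 from edgeR). *vhp-1* (WBGene00006923; chromosome II, 5323276 to 5340829) rose from 36.3 ± 2.05 CPM to 112 ± 7.33 and 111 ± 12.3 CPM in the same comparisons, log2 fold changes of 1.63 (adjusted p = 9.66e-08 from edgeR) and 1.61 (adjusted p = 1.60e-07 from edgeR). With the libraries scaled to X-linked genes, the rise of *vhp-1* with *aco-2* RNAi was 0.84 and no longer past the fold change threshold. The number of genes upregulated in both comparisons was 872 with DESeq2 and between 964 and 1097 with each library left out in turn. It moved most, to 530, when the test was made against a 2-fold change instead of filtering on the estimate.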

Group i consisted of 798 genes upregulated by *aco-2* RNAi whose expression was increased by PA14 infection (Fig. 2c, d). 

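Genes called upregulated by *aco-2* RNAi on *E. coli* and downregulated by PA14 under control RNAi numbered 325. The median log2 fold change was 1.67 in the former and -1.65 in the latter comparison, or -1.64 with 3 genes that had no counts in a group set to their limit. On PA14 the rise with *aco-2* RNAi had a median of 2.51, and 315 of the 325 genes were called upregulated there. PA14 lowered them by a median of -0.94 in *aco-2* RNAi-treated animals, where 132 were called downregulated, and the interaction was positive and past both thresholds for 66 genes. Their level in animals given both treatments lay above that of control RNAi on *E. coli*, with a median log2 fold change of 0.85. *amt-1* (WBGene00000133; chromosome X, 4571437 to 4573914) rose from 7.30 ± 4.09 to 40.8 ± 9.21 CPM (SD, n = 3) with *aco-2* RNAi on *E. coli*, a log2 fold change of 2.48 (adjusted p = 2.24e-05 from edgeR), and was at 0.0723 ± 0.0295 CPM on PA14 under control RNAi, a log2 fold change of -6.52 (adjusted p = 6.03e-06 from edgeR). *argk-1* (WBGene00009706; chromosome V, 16103894 to 16105952) rose by 3.18 and fell by 6.41 on the log2 scale in these comparisons, with adjusted p = 3.84e-06 and 7.30e-06 from edgeR. For the neighbouring genes *F18E3.12* and *F18E3.11* on chromosome V, the rise with *aco-2* RNAi was 1.36 and 1.22 and did not pass the fold change threshold in every setting, with 0.56 and 0.43 under scaling to X-linked genes (chosen after seeing the data). For *F18E3.11* it was also below with DESeq2 (0.992), with total counts (0.906) and without replicate 1 of *aco-2* RNAi on PA14 (0.980), and the test against a 2-fold change called neither gene. *F18E3.12* had 275 counts on *E. coli* and 3 on PA14 under control RNAi, a depth-adjusted ratio of 0.0130 (exact 95% interval 0.00266 to 0.0383). The number of genes in this group was 346 with DESeq2, 267 to 378 with each library left out in turn, and 113 with the test against a 2-fold change.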

Group ii included 297 genes upregulated by *aco-2* RNAi whose expression was decreased by PA14 infection (Fig. 2c, d). Group iii included 4 genes downregulated by *aco-2* RNAi, for which PA14 infection increased the expression, and Group iv contained 60 genes downregulated by *aco-2* RNAi whose expression was decreased by PA14 infection (Fig. 2c, d). 

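The combination of a fall with *aco-2* RNAi on *E. coli* and a rise with PA14 under control RNAi was called for 5 genes, *clec-17*, *math-34*, *Y54G2A.36*, *Y69A2AR.25* and *C06E7.88*. All but *Y54G2A.36* had means under 10 CPM in each of the 4 groups of libraries. *Y54G2A.36* (WBGene00021898; chromosome IV, 2897694 to 2901651) fell from 10.5 ± 2.35 to 4.35 ± 1.23 CPM (SD, n = 3) with *aco-2* RNAi, a log2 fold change of -1.29 (adjusted p = 0.00232 from edgeR), and rose to 30.6 ± 6.90 CPM with PA14, a log2 fold change of 1.54 (adjusted p = 0.00177 from edgeR). Its counts were not whole numbers in any of the 12 libraries and thus include read pairs shared with other genes. *clec-17* (WBGene00008477) changed by -2.02 (adjusted p = 0.00568 from edgeR) and 1.80 (adjusted p = 0.00434 from edgeR). For *math-34* the changes were -1.40 (adjusted p = 0.0312 from edgeR) and 2.00 (adjusted p = 0.00159 from edgeR). The adjusted p for its fall was 0.0524 and 0.125 from edgeR without replicate 1 and replicate 2 of *aco-2* RNAi on *E. coli*, and 0.0539 and 0.151 without replicate 1 and replicate 3 of control RNAi on *E. coli*. It was 0.0735 with upper quartile scaling (adjusted p from edgeR), where the fall was -1.13, and 0.187 in the test against a 2-fold change. *Y69A2AR.25* and *C06E7.88* had 2 counts each in the *aco-2* RNAi libraries on *E. coli*, depth-adjusted ratios of 0.0754 (exact 95% interval 0.00881 to 0.292) and 0.179 (exact 95% interval 0.020 to 0.761) to control RNAi, and their rises with PA14 were not past the threshold with DESeq2 (adjusted p = 0.0503 and 0.0753). For *Y69A2AR.25* the adjusted p of this rise was 0.0803 to 0.115 from edgeR without replicate 1 or 3 of control RNAi on either of the bacteria. For *C06E7.88* it was 0.0540 to 0.0998 without replicate 1 or 2 of control RNAi on *E. coli* or replicate 3 of control RNAi on PA14, and that of the fall was 0.0596 and 0.0678 from edgeR without replicate 3 of *aco-2* RNAi or of control RNAi on *E. coli*. Left-out libraries changed the number of genes in this group from 2 to 8, 2 without replicate 1 of control RNAi on *E. coli*, 3 without replicate 3 of control RNAi on *E. coli* or on PA14, and 8 without replicate 1 of *aco-2* RNAi on PA14. A fall in both comparisons was called for 65 genes, with a median log2 fold change of -2.91 with *aco-2* RNAi on *E. coli* and -1.24 with PA14 under control RNAi. On PA14, 54 of the 65 were called downregulated by *aco-2* RNAi, and 3 were called downregulated by PA14 in *aco-2* RNAi-treated animals. The size of this group depended on single libraries, with 37 genes without replicate 2 of control RNAi on *E. coli* or replicate 1 of control RNAi on PA14 and 107 without replicate 3 of control RNAi on PA14.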

We found that Groups i and ii were enriched in genes that were differentially expressed by PA14 infection, while Groups iii and iv being depleted (Fig. 2e). This result indicates that *aco-2* RNAi upregulates PA14-responsive genes that may contribute to resistance against the pathogen. 

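Over the 14941 genes tested, the numbers of calls would by chance put 486 genes in Group i, 201 in Group ii, 225 in Group iii and 93.3 in Group iv. The representation factor, which is the observed number of genes divided by the number that chance gives, was 2.13 for Group i (p = 1.94e-259, two-sided exact hypergeometric test), 1.62 for Group ii (p = 6.22e-30), 0.0222 for Group iii (p = 9.13e-104) and 0.696 for Group iv (p = 0.000683). Genes are not independent of one another, so these p values describe the overlap and not its variation between animals. The control RNAi libraries on *E. coli* enter both comparisons, and noise in them alone shifts a gene the same way in each. With control libraries divided so that none was in both comparisons, the factors over the 3 possible divisions were 2.08 to 2.19 for Group i, 1.70 to 1.85 for Group ii, 0 to 0.0309 for Group iii and 0.331 to 0.384 for Group iv. Counts were simulated with shared controls and with the effects of PA14 shuffled over genes of like expression, those of *aco-2* RNAi kept. Mean factors over 20 simulations were 1.14, 0.901, 0.882 and 1.08. The factors of Groups i to iii stayed on the same side of 1 in all alternatives and with each library left out in turn, at 1.95 or more for Group i, 1.35 or more for Group ii and 0.0334 or less for Group iii. That of Group iv moved most, from 0.0889 with 2 genes in the test against a 2-fold change to 0.962 (p = 0.757, the same exact test) without a filter on low counts, and it was 0.824 (p = 0.168) with upper quartile scaling. It was 0.912 (exact p = 0.418) without replicate 2 of *aco-2* RNAi on *E. coli* and 1.03 (p = 0.740) without replicate 3 of control RNAi on PA14. From the enrichment of Groups i and ii and the depletion of Groups iii and iv in PA14-responsive genes, the paper concludes that *aco-2* RNAi upregulates genes that respond to PA14, and it proposes that these genes contribute to resistance.

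**Figure D1:**
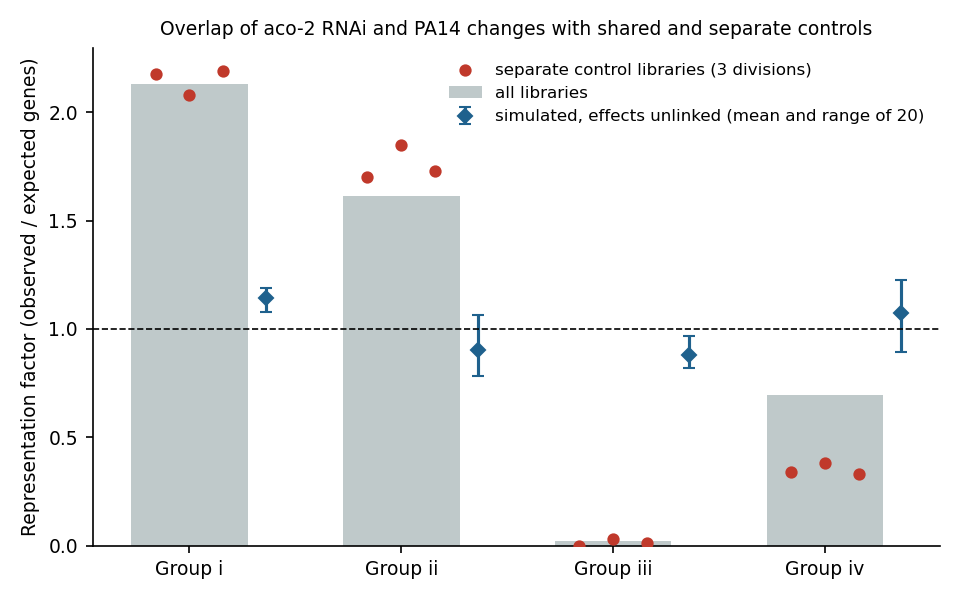
Representation factors of Groups i to iv. Bars are factors from all 12 libraries, circles are the 3 divisions of the control libraries, and diamonds with bars are the mean and range of 20 simulations with shuffled effects, where the dashed line marks the factor that chance gives. For Group i the circles lie between 2.08 and 2.19, above the simulated range of 1.08 to 1.19.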

We therefore further analyzed the Group i and ii genes. We showed that Group i genes were strongly associated with the term “Stress response”, and in particular with “Pathogen” in the WormCat annotation^17^ (Fig. 2f, g); this result was corroborated by upregulation of 319 genes associated with “Defense response to other organism (GO:0098542)” in the Gene Ontology (GO) database^18^ (Supplementary Fig. 4a). In contrast, Group ii genes were not related to “Pathogen”, but were strongly associated with “Detoxification” of “Stress response” (Fig. 2f, g), and “Collagen” of “Extracellular material” and overall “Metabolism” (Supplementary Fig. 4b). These data raise the possibility that *aco-2* RNAi upregulates Group i genes that are associated with pathogen responses to enhance immunity against PA14.

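The annotations of WormCat and of the GO term were not used here, and gene families were instead taken from the prefix of the gene symbol. In all, 20 families were tested in Group i and in Group ii with two-sided Fisher's exact tests against the genes tested, with Benjamini-Hochberg adjustment over the 40 pairs of family and group. Over-representation was found for 8 families in Group i. All 8 tested genes with the prefix irg, for infection response gene, were in Group i, 14.4 times the number that chance gives (adjusted p = 5.21e-09, Fisher's exact test). Of genes with the prefix dod, for downstream of DAF-16, 7 of the 10 tested were in the group, 10.1 times the chance number (adjusted p = 5.02e-06). F-box A genes made the largest contribution, with 42 of the 108 tested members in the group, a ratio of 5.61 (adjusted p = 7.72e-20). Of the C-type lectin genes, 28 of the 119 tested were in Group i, a ratio of 3.39 (adjusted p = 5.88e-08), as were 6 of the 12 galectin genes, a ratio of 7.21 (adjusted p = 0.000352). Lysozyme genes, with 3 of the 7 in the group, had a ratio of 6.18 (adjusted p = 0.0251), pals genes, with 5 of the 17, had 4.24 (adjusted p = 0.0139), and glutathione S-transferase genes, with 8 of the 36, had 3.20 (adjusted p = 0.00916). No collagen gene was in Group i, 0 of 116 tested against 8.04 that chance gives (adjusted p = 0.00132). With groups taken from the DESeq2 calls, the same 14 pairs of family and group were over-represented as with edgeR. Members of a family can share read pairs and regulation, so they are not independent. Group i held 1036 of the 1195 genes upregulated by PA14, so ratios against all genes tested largely describe the response to PA14. Genes with the prefix irg are named for infection, which in part fixes their place in Group i. The families were not tested against the genes upregulated by PA14.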

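By gene symbol, 6 of the 20 families were over-represented in Group ii. Collagen genes were the most numerous of these families, with 27 of the 116 tested in the group, 10.7 times the chance number (adjusted p = 2.91e-19, Fisher's exact test). UDP-glucuronosyltransferase genes, whose products conjugate foreign compounds, followed with 17 of the 62, a ratio of 12.6 (adjusted p = 1.47e-13). The other over-represented families were the C-type lectin genes (10 of the 119, a ratio of 3.86, adjusted p = 0.00108), the cytochrome P450 genes (7 of the 54, a ratio of 5.96, adjusted p = 0.000707), the saposin-like genes (5 of the 19, a ratio of 12.1, adjusted p = 0.000244) and the transthyretin-related genes (5 of the 49, a ratio of 4.69, adjusted p = 0.0127). C-type lectin genes were the only family over-represented in both groups.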

**Fig. 2:**
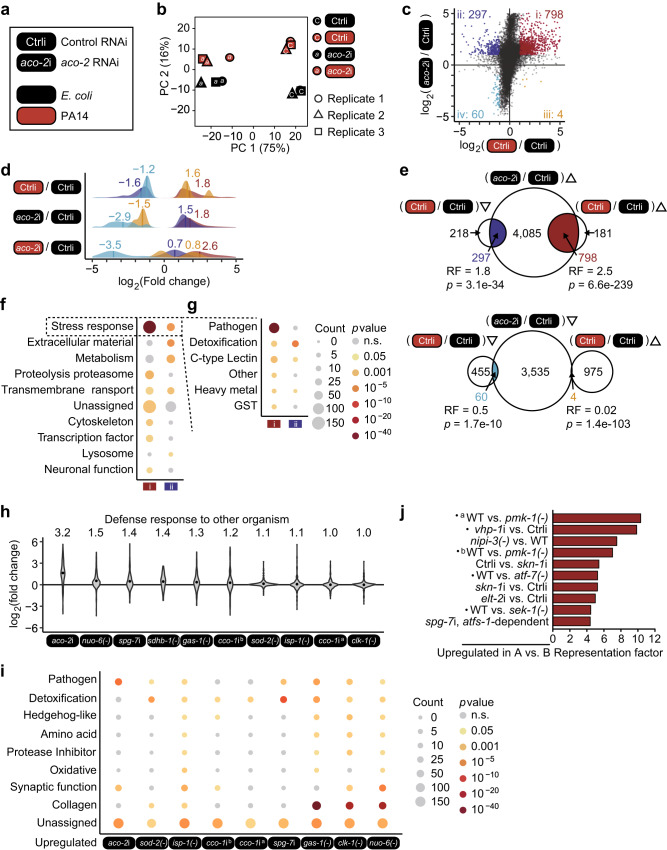
Knockdown of *aco-2* upregulates various pathogen response genes. **a** Experimental variables used for our RNA-seq analyses [control RNAi (Ctrli) and *aco-2* RNAi (*aco-2*i), black: *E. coli*, red: PA14]. **b** A principal component (PC) analysis showing the separation of samples based on indicated biological conditions. **c** A scatter plot showing transcriptomic changes conferred by PA14 infection (*x* axis) and *aco-2* RNAi (y axis). PA14 infection respectively increased and decreased the expression of 798 genes (Group i) and 297 genes (Group ii) that were upregulated by *aco-2* RNAi, whereas it respectively increased and decreased the expression of 4 genes (Group iii) and 60 genes (Group iv) that were downregulated by *aco-2* RNAi. Absolute fold change > 2, two-sided test, Benjamini and Hochberg (BH)-adjusted *p* < 0.05. **d** A Gaussian kernel density plot showing transcriptomic changes elicited by PA14 infection or *aco-2* RNAi, categorized to Groups i, ii, iii, and iv. **e** Overlaps between genes that were differentially regulated by PA14 infection and genes that were upregulated by *aco-2* RNAi (Groups i and ii) (top) and genes that were downregulated by *aco-2* RNAi (Groups iii and iv) (bottom). RF: representation factor. *p* values were calculated by using two-sided hypergeometric test. **f**, **g** Overrepresented WormCat terms at high levels (**f**), including “stress response” (**g**) of genes included in Group i and Group ii. *p* values were calculated by using two-sided hypergeometric test. **h** Comparison of expression changes caused by *aco-2* RNAi and those by other mitochondrial dysfunctions in genes associated with GO term “Defense response to other organism (GO:0098542)”. Black dots represent average values. Average fold change is shown on top of each condition. Conditions were sorted based on average fold changes in a descending order. **i** Overrepresented WormCat terms at intermediate levels (category 2) of genes upregulated by *aco-2* RNAi and by other mitochondrial dysfunctions^19, 21–24^. *p* values were calculated by using two-sided hypergeometric test. Ten representative terms were selected based on minimum *p* values among different conditions. **j** Representation factors of overlaps between Group i genes and immune signaling gene sets^§^^33, 55, 83–86^ (See Supplementary Data 3 for details). ^§^data (GSE82238) in GEO.

Because simply disrupting normal mitochondrial physiology may lead to protection against infection in general, we compared transcriptome changes caused by *aco-2* RNAi with those by other mitochondrial dysfunctions^19–24^ (Fig. 2h; Supplementary Fig. 5). We found that upregulation of “Defense response to other organism” in the GO database caused by *aco-2* RNAi was the highest among the comparisons that we executed; the mean expression change of the genes resulting from *aco-2* RNAi was 3.2 fold, whereas those caused by other mitochondrial dysfunctions were at most 1.5 fold. In addition, by analyzing WormCat terms, we showed that genes upregulated by *aco-2* RNAi were highly enriched with the term “Pathogen” of “Stress response” (Fig. 2i; Supplementary Figs. 6, 7; Supplementary Data 4). In contrast, genes upregulated by mitochondrial protease-encoding *spg-7* RNAi were enriched with “Detoxification” of “Stress response”, and those by *gas-1*, *clk-1*, or *nuo-6* mutations were related to “Collagen” of “Extracellular material” (Fig. 2i). Together, these data suggest that knockdown of *aco-2* results in a robust transcriptomic response to pathogen infection compared with other implementations that disrupt mitochondrial physiology.

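Supplementary Data 4 lists 40 genes of the term Pathogen that the authors called upregulated by *aco-2* RNAi after adjusting the libraries for developmental age, a step not repeated here. Without that adjustment, 37 of the 38 listed genes that passed the low-count filter were upregulated by *aco-2* RNAi on *E. coli*, with a median log2 fold change of 2.75. Adjusted over the list alone, 38 were changed. The authors chose the list on the same libraries, so neither count is independent evidence. PA14 infection under control RNAi upregulated 34 of the 38, with a median log2 fold change of 2.29. Of the 24 genes marked for *aco-2* RNAi alone among the mitochondrial conditions, 23 were tested, 22 were upregulated by *aco-2* RNAi on *E. coli* and 19 by PA14. All 15 tested genes among the 16 marked for a further condition were upregulated by each. The number upregulated by *aco-2* RNAi moved most, to 29 of the 38, with scaling to X-linked genes, which was chosen after seeing the data. The libraries of the other mitochondrial dysfunctions were not analysed here.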

Next, we analyzed the immune signaling pathways that participated in the upregulation of pathogen responses by *aco-2* RNAi, by comparing Group i genes with previously published data (Fig. 2j; Supplementary Figs. 8, 9). We found that Group i genes significantly overlapped with genes upregulated by the PMK-1 signaling axis, based on the enrichment of several key components in the pathway: PMK-1, SEK-1 (PMK-1-activating kinase), ATF-7 (transcription factor acting downstream of PMK-1), and VHP-1 (negative regulator of PMK-1) (Fig. 2j: marked with dots). 

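Of the gene sets in Supplementary Data 3, 2 could be tested with all their genes, the 43 genes lower in *pmk-1*(-) than in wild-type animals and the 43 genes raised by *vhp-1* RNAi. The copy of the table used here ends after 43 genes for every set, so the larger sets, among them those of *sek-1*, *atf-7*, *nipi-3*, *elt-2* and the ATFS-1-dependent genes, were not analysed here. Group i held 24 of the *pmk-1* genes, a representation factor of 8.05 (p = 2.65e-17, two-sided Fisher's exact test), and 22 of the *vhp-1* RNAi genes, a factor of 7.38 (p = 6.61e-15). Over the alternatives and with each library left out in turn the factors ranged from 7.53 to 12.9 for the *pmk-1* genes and from 6.78 to 12.5 for the *vhp-1* RNAi genes, the highest with the libraries scaled to X-linked genes (chosen after seeing the data) and with the test against a 2-fold change. The gene of the *pmk-1* set with the second largest rise, *irg-5* (WBGene00009429; chromosome V, 13737010 to 13738474), rose from 4.44 ± 0.838 to 245 ± 38.1 CPM (SD, n = 3) with *aco-2* RNAi on *E. coli*, a log2 fold change of 5.78 (standard error 0.35, adjusted p = 6.34e-08 from edgeR), and to 173 ± 85.5 CPM with PA14 under control RNAi, a log2 fold change of 5.28 (standard error 0.34, adjusted p = 1.16e-07 from edgeR). The transcripts of the kinases and of ATF-7 changed less. *pmk-1* (WBGene00004055; chromosome IV, 8148794 to 8151266) was at 23.5 ± 0.979 CPM with control RNAi and 23.3 ± 1.10 CPM with *aco-2* RNAi on *E. coli*, a log2 fold change of -0.01 (adjusted p = 0.920 from edgeR). *sek-1* and *atf-7* changed by 0.61 and -0.10, neither past the fold change threshold. The sign of each of these changes depended on the scaling, with -0.18 for *sek-1* when scaled to X-linked genes and 0.26 for *pmk-1* and 0.17 for *atf-7* with upper quartile scaling. With single libraries left out, *pmk-1* ranged from -0.25 without replicate 1 of *aco-2* RNAi on PA14 to 0.021 without replicate 1 of *aco-2* RNAi on *E. coli*.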

The Group i genes also substantially overlapped with genes downregulated by NIPI-3 and ELT-2 (Fig. 2j). The Group i genes were also enriched in genes induced by *spg-7* depletion in an ATFS-1-dependent manner (Fig. 2j). 

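Set tests on the edgeR model were made for the 43 genes lower in *pmk-1*(-) animals and for the 43 genes raised by *vhp-1* RNAi. With *aco-2* RNAi on *E. coli*, the median log2 fold change of the *pmk-1* genes was 2.42, with 42 of the 43 above 0. In this comparison 41 were called upregulated, and 42 were changed when adjusted over the list alone. All 43 *vhp-1* RNAi genes were above 0, with a median of 1.98, 40 called upregulated and 42 changed when adjusted over the list alone. With PA14 under control RNAi, the *pmk-1* genes had a median of 1.29, with 24 called upregulated and 7 downregulated and 37 changed when adjusted over the list alone. The *vhp-1* RNAi genes had a median of 1.26, with 22 called upregulated and 1 downregulated and 29 changed when adjusted over the list alone. The test camera at a preset correlation of 0.01 gave p = 1.52e-19 for the *pmk-1* genes and 4.04e-11 for the *vhp-1* RNAi genes with *aco-2* RNAi, and 1.07e-14 and 8.72e-26 with PA14. For these rises fry, a rotation test that keeps the correlation between genes, gave p between 8.64e-08 and 3.37e-05. It asks whether the genes of a set changed at all, and camera whether they changed more than other genes. Since *aco-2* RNAi changed most of the genes tested, fry does not show that its effect was particular to these sets. With the correlation estimated from the libraries, camera gave p = 0.0349 for the *pmk-1* genes and 0.0691 for the *vhp-1* RNAi genes with *aco-2* RNAi, and 0.0548 and 0.00872 with PA14. On PA14, *aco-2* RNAi raised the *pmk-1* genes by a median of 1.87 and the *vhp-1* RNAi genes by 1.03. In *aco-2* RNAi-treated animals, PA14 raised them by 0.28 and 0.55. The medians moved most with scaling to X-linked genes, which was chosen after seeing the data, to 1.63 for the *pmk-1* genes and 1.20 for the *vhp-1* RNAi genes with *aco-2* RNAi on *E. coli*. The sets share 6 genes.

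**Figure D2:**
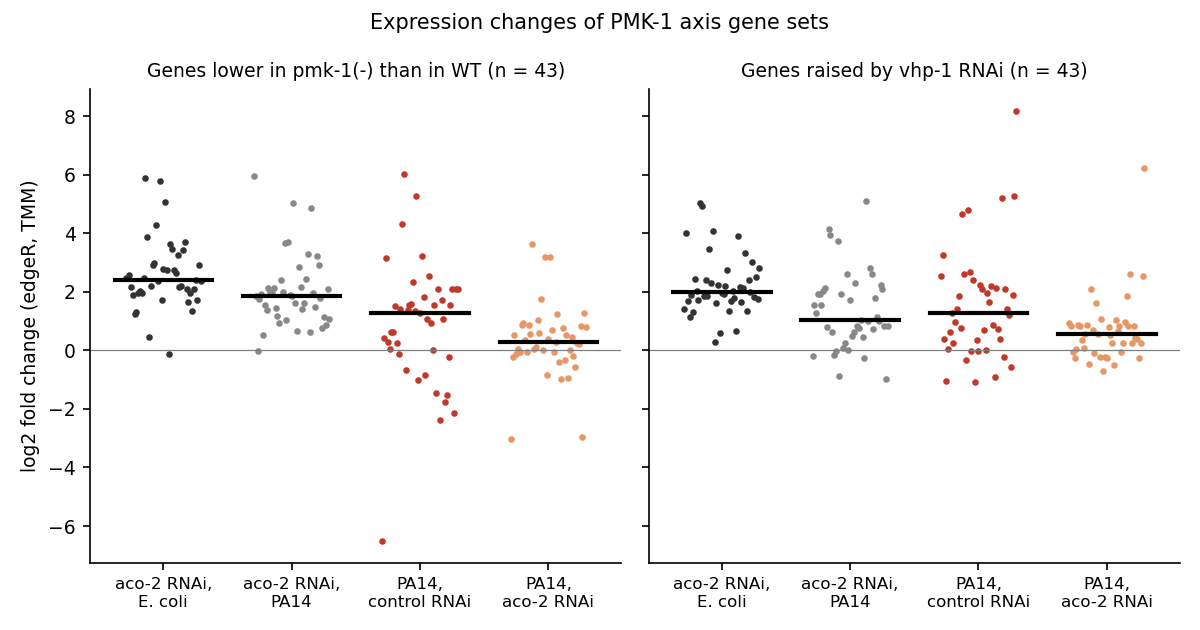
Log2 fold changes of each gene of the *pmk-1* set (left) and of the *vhp-1* RNAi set (right), 43 genes each, in 4 comparisons, with points for genes and lines for medians. From left to right the medians of the *pmk-1* set are 2.42, 1.87, 1.29 and 0.28, and those of the *vhp-1* RNAi set are 1.98, 1.03, 1.26 and 0.55.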

Gene set enrichment analysis, which quantifies the overall expression changes of specific gene sets between two conditions^25^, confirmed the strong upregulation of 9 out of 10 immune signaling gene sets by PA14 infection and *aco-2* RNAi (Supplementary Fig. 8b). Consistent with our transcriptome analysis, we found that the majority of selected targets of PMK-1/ATF-7 and ATFS-1 were upregulated by both PA14 infection and *aco-2* RNAi (Fig. 3a–l). In contrast, three selected targets of SKN-1/NRF, whose knockdown overlapped in both directions in our comparison with Group i genes (Fig. 2j), were upregulated by *aco-2* RNAi, but not by PA14 infection (Fig. 3m–o). These data suggest that *aco-2* RNAi upregulates immune responses via the PMK-1 signaling axis and/or ATFS-1.

**Fig. 3:**
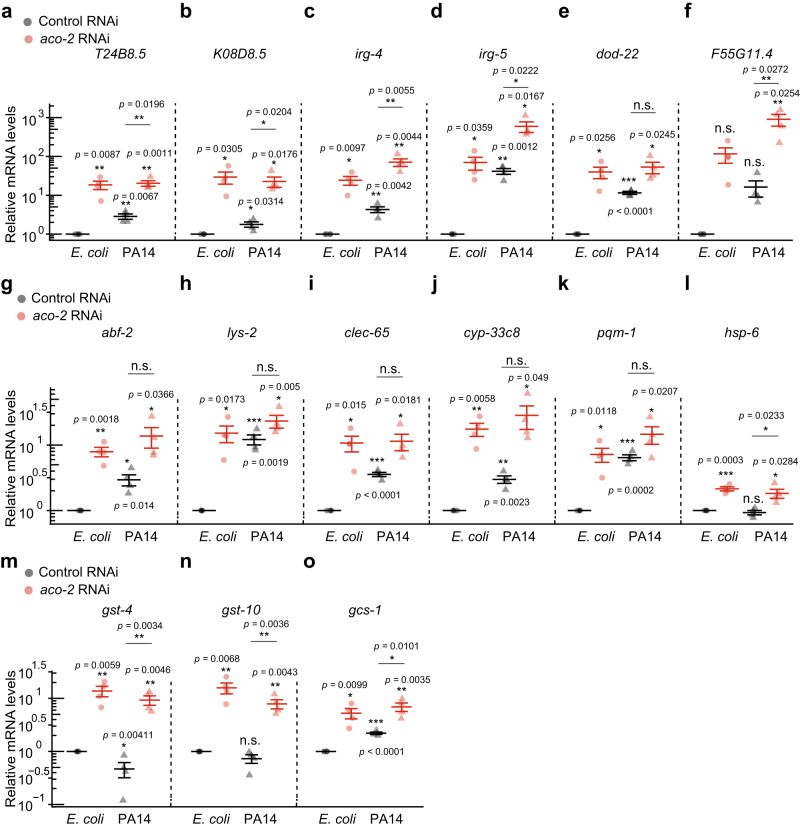
*aco-2* RNAi and PA14 infection upregulates PMK-1/ATF-7 and ATFS-1 target genes. **a**–**o** Relative mRNA levels of selected targets of PMK-1 and ATF-7, *T24B8.5* (**a**), *K08D8.5* (**b**), *irg-4* (**c**), *irg-5* (**d**), *dod-22* (**e**), and *F55G11.4* (**f**), ATFS-1, *abf-2* (**g**), *lys-2* (**h**), *clec-65* (**i**), *cyp-33c8* (**j**), *pqm-1* (**k**), and *hsp-6* (**l**), and SKN-1, *gst-4* (**m**), *gst-10* (**n**), and *gcs-1* (**o**) under indicated conditions using quantitative RT-PCR from four independent trials. Error bars indicate the standard error of the mean (SEM, *p < 0.05, **p < 0.01, ***p < 0.001, n.s.: not significant, two-tailed Student’s *t*-test relative to control RNAi under each bacterial condition). See Supplementary Data 5 for the details of primer sequences. Source data are provided as a Source Data file.

### *aco-2* RNAi increases immunity via upregulating UPR^mt^

We investigated whether PMK-1/ATF-7 signaling or ATFS-1 contributed to the enhanced immunity caused by *aco-2* RNAi. We found that mutations in *atfs-1* fully suppressed the enhanced PA14 resistance of *aco-2* RNAi-treated animals (Fig. 4a). In contrast, mutations in *pmk-1* or *tir-1*/*SARM*, which encodes an upstream positive regulator of PMK-1^26^, indiscriminately decreased the survival of *aco-2* RNAi- and control RNAi-treated animals on PA14 (Fig. 4b, c). In addition, we found that mutations in *atf-7* partially suppressed the resistance of *aco-2* RNAi-treated animals against PA14 (Fig. 4d). We also investigated other known transcription factors that regulate immunity, including SKN-1/NRF^27^, DAF-16/FOXO^28,29^, HLH-30/TFEB^30^, ZIP-2/bZIP transcription factor^31^, and HSF-1/heat shock factor 1^32^, for effects on *aco-2* RNAi-mediated enhanced immunity. We found that mutations in *skn-1*, *daf-16*, *hlh-30*, *zip-2*, or *hsf-1* partially suppressed the increased survival of *aco-2* RNAi-treated animals upon PA14 infection, or had nonspecific effects (Fig. 4e–i). These data suggest that ATFS-1, a key transcriptional regulator of the UPR^mt^ and immunity^33–35^ contributes to induced immune responses to PA14 by genetic inhibition of *aco-2*.

**Fig. 4:**
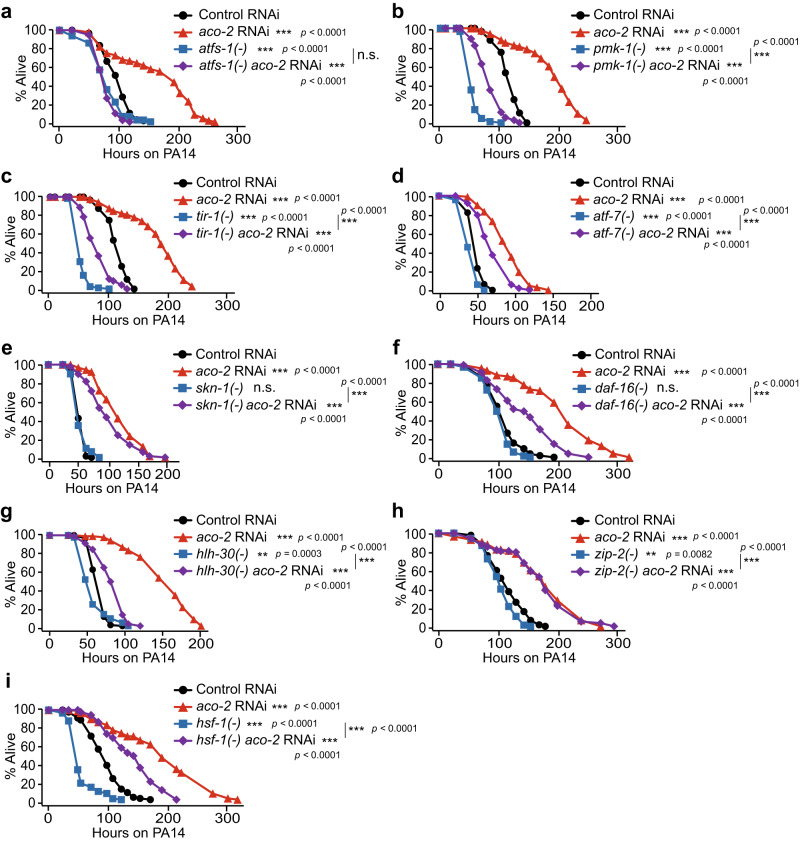
*aco-2* RNAi increases immunity in an ATFS-1-dependent manner. **a**–**i** Shown are the survival curves determining the effects of *atfs-1(gk3094)* [*atfs-1(-)*] (**a**), *pmk-1(km25)* [*pmk-1(-)*] (**b**), *tir-1(tm3036)* [*tir-1(-)*] (**c**), *atf-7(qd22 qd130)* [*atf-7(-)*] (**d**), *skn-1(zj15)* [*skn-1(-)*] (**e**), *daf-16(mu86)* [*daf-16(-)*] (**f**), *hlh-30(tm1978)* [*hlh-30(-)*] (**g**), *zip-2(tm4067)* [*zip-2(-)*] (**h**), or *hsf-1(sy441)* [*hsf-1(-)*] (**i**) mutations on the survival of *aco-2* RNAi- and the control RNAi-treated worms against PA14 (slow-killing assay). Small-lawn PA14 killing assays were performed for panels (**a**), (**b**), (**c**), (**f**), (**h**), and (**i**), whereas big-lawn PA14 killing assays were performed for panels (**d**), (**e**), and (**g**); the survival curves for control RNAi- and *aco-2* RNAi*-*treated animals are different for these panels because of the difference in the methods: small-lawn vs. big-lawn PA14 killing assays. All the survival assays were performed at least twice independently. Asterisks indicate the significance of differences (**p < 0.01, ***p < 0.001). n.s.: not significant. The *p* values for survival data were calculated using a log-rank (Mantel-Cox method) test. See Supplementary Data 1 for additional repeats and statistical analysis for the survival assay data shown in this figure. Source data are provided as a Source Data file.

We further determined whether genetic inhibition of *aco-2* conferred a specific immunomodulatory role by comparing its effect with that of *spg-7* RNAi, which increases immunity^34^. We found that the effect of *aco-2* RNAi on the survival of animals on PA14 was greater than that of *spg-7* RNAi (Supplementary Fig. 10a). Interestingly, however, we showed that induction of *abf-2* and *hsp-6*, two selected UPR^mt^ targets, by *aco-2* RNAi was lower than that by *spg-7* RNAi (Supplementary Fig. 10b, c). Together with our RNA seq analysis (Fig. 2h, i), these data suggest that protection against pathogen infection by *aco-2* RNAi is a specific process, which does not seem to be caused by generally disrupting normal mitochondrial physiology.

### Decreases in oxaloacetate levels contribute to enhanced pathogen resistance by *aco-2* RNAi via UPR^mt^ signaling

We then asked which Krebs cycle metabolites were altered by the inhibition of ACO-2, contributing to the enhanced immunity. Using targeted metabolite analysis, we showed that *aco-2* RNAi increased the level of citrate, as reported previously^11^, and reduced that of isocitrate, consistent with the role of ACO-2 in converting citrate to isocitrate^4^ (Fig. 5a, b). *aco-2* RNAi also decreased the levels of succinate, fumarate, and oxaloacetate (Fig. 5a, b). We tested the effects of supplementation with each of the seven Krebs cycle metabolites—citrate, isocitrate, α-ketoglutarate, succinate, fumarate, malate, and oxaloacetate—on the survival of *aco-2* RNAi-treated animals on PA14 (Fig. 5c–i). We found that treatment with α-ketoglutarate or oxaloacetate consistently decreased the enhanced PA14 resistance caused by *aco-2* RNAi (Fig. 5e, i). In contrast, malate supplementation further increased the survival of *aco-2* RNAi-treated animals infected with PA14 (Fig. 5h). As *aco-2* RNAi significantly decreased the level of oxaloacetate, while increasing or marginally affecting that of α-ketoglutarate or malate (Fig. 5a, b), we further tested whether oxaloacetate affected the UPR^mt^ signaling, thus influencing immunity. We found that oxaloacetate decreased the induction of six selected ATFS-1 targets caused by *aco-2* RNAi upon PA14 infection (Fig. 6a–h). In contrast, α-ketoglutarate had small or no effects on the expression of the ATFS-1 targets (Supplementary Fig. 11a–h). Furthermore, oxaloacetate supplementation abrogated the induction of two tested UPR^mt^ targets, *abf-2* and *hsp-6*, in *aco-2* RNAi-treated animals, while partially suppressing that in *spg-7* RNAi-treated animals (Supplementary Fig. 10d, e). Thus, decreases in oxaloacetate levels appear to specifically enhance immunity in *aco-2* RNAi-treated animals by upregulating the UPR^mt^.

**Fig. 5:**
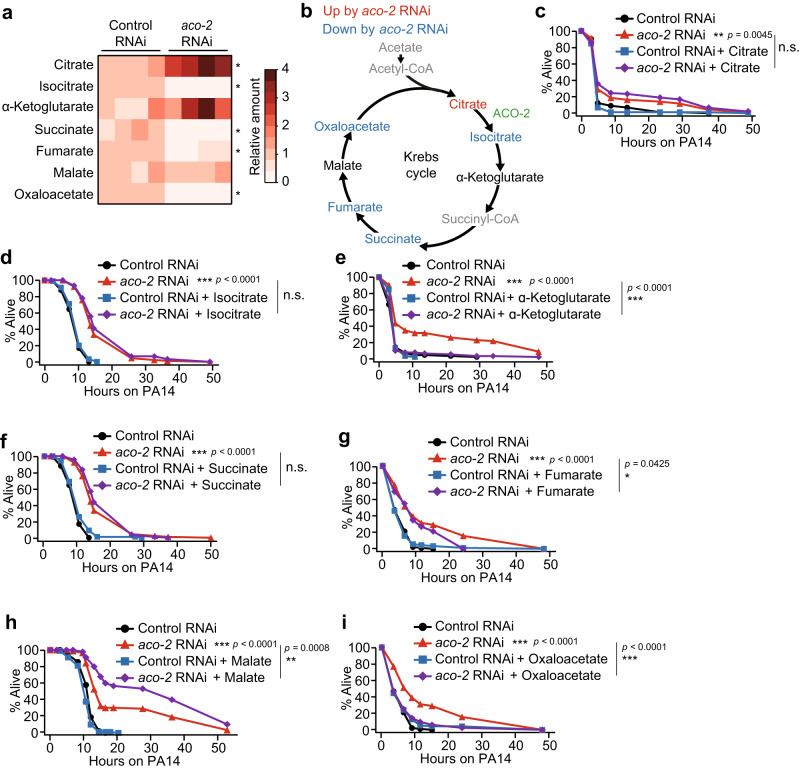
Decreased oxaloacetate levels underlie enhanced pathogen resistance conferred by *aco-2* RNAi. **a** Semi-quantitative analysis of Krebs cycle intermediates using liquid chromatography-mass spectrometry analysis from four independent trials (see Supplementary Data 6 and 7 for details of identified Krebs cycle metabolites). *p < 0.05, two-tailed Wilcoxon rank sum exact test. Citrate (*p* = 0.03), isocitrate (*p* = 0.03), α-ketoglutarate (*p* = 0.06), succinate (*p* = 0.03), fumarate **(***p* = 0.03), malate (*p* = 0.89), and oxaloacetate (*p* = 0.03). **b** Summarized level changes of Krebs cycle intermediates by *aco-2* RNAi. Krebs cycle intermediates whose levels were significantly increased and decreased by *aco-2* RNAi were shown in red and blue, respectively. Black: no change. Gray: not determined. **c**–**i** The surv**i**val of *aco-2* RNAi- and control RNAi-treated animals supplemented with each (8 mM) of citrate (**c**), isocitrate (**d**), α-ketoglutarate (**e**), succinat**e** (**f**), fumarate (**g**), malate (**h**), and oxaloacetate (**i**) on PA14 (big-lawn fast-killing assay). All the survival assays were performed at least twice independently. Asterisks in survival curve panels indicate the significance of differences (*p < 0.05, **p < 0.01, ***p < 0.001). n.s.: not significant. The *p* values for survival data were calculated using a log-rank (Mantel-Cox method) test. See Supplementary Data 1 for additional repeats and statistical analysis for the survival assay data shown in this figure. Source data are provided as a Source Data file.

**Fig. 6:**
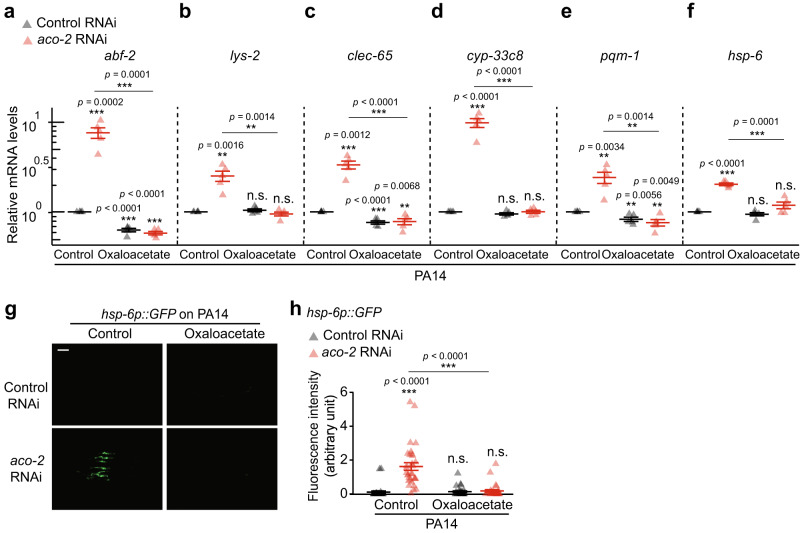
Decreased oxaloacetate levels contribute to the induction of UPR^mt^ caused by *aco-2* RNAi. **a**–**f** Oxaloacetate substantially decreased the induction of selected ATFS-1 targets, *abf-2* (**a**), *lys-2* (**b**), *clec-65* (**c**), *cyp-33c8* (**d**), *pqm-1* (**e**), and *hsp-6* (**f**), by *aco-2* RNAi upon PA14 infection by using quantitative RT-PCR from five independent trials. Oxaloacetate did not impair the knockdown efficiency of *aco-2* RNAi (See Supplementary Fig. 11i). *ama-1* and *tba-1* mRNA levels were used as normalization controls. **g** Representative fluorescence images of *hsp-6p::GFP* in control RNAi- and *aco-2* RNAi-treated animals exposed to PA14 without (Control) or with oxaloacetate treatment. Scale bar: 100 μm. **h** Quantification of fluorescence intensity of worms in panel (**g**) (*N* = 30 for control RNAi in control conditions, control RNAi and *aco-2* RNAi upon treatment with oxaloacetate, *N* = 31 for *aco-2* RNAi in control conditions, three independent trials). Control RNAi and *aco-2* RNAi data shown in panels (**g**) and (**h**) are the same experimental sets shown in Supplementary Fig. 11g, h. Error bars represent the SEM (*p < 0.05, **p < 0.01, ***p < 0.001, n.s.: not significant, two-tailed Student’s *t*-test relative to control RNAi-treated control conditions). See Supplementary Data 5 for the details of primer sequences. Source data are provided as a Source Data file.

### Inhibition of mammalian ACO2 increases cellular immunity and UPR^mt^

We then investigated the conservation of the role of mitochondrial aconitase in immunity in cultured mammalian cells. We asked whether mitochondrial aconitase ACO2 (Fig. 7a), the mammalian ortholog of ACO-2, affected immune responses during pathogen infection. We genetically inhibited mammalian *ACO2* using siRNA knockdown (*ACO2* KD) (Fig. 7b and Supplementary Fig. 12a), and found that *ACO2* KD increased the viability of HeLa cells upon infection with pathogenic *S. aureus* (Fig. 7c), consistent with the data using *C. elegans* (Fig. 1k, m). In contrast, knockdown of a cytochrome c oxidase subunit 5B (*COX5B*), the ortholog of *cco-1*, or citrate synthase 1 (*CS*), the ortholog of *cts-1*, did not (Fig. 7c and Supplementary Fig. 12b, c). These results suggest that *ACO2* KD conferred a specific immunomodulatory role, compared with other mitochondrial inhibition conditions. We further determined whether *ACO2* KD affected immune responses by measuring the expression of immune cytokines. We found that *ACO2* KD substantially increased the production of secreted IL6 and IL8, which was further elevated upon infection with *S. aureus* (Fig. 7d, e). *ACO2* KD also increased the mRNA levels of the immune cytokine genes, *IL6*, *IL8*, *IL1A*, *IL1B*, and *CXCL2*, which were further upregulated by *S. aureus* infection (Fig. 7f–j). In contrast, knocking down *CS* or *COX5B* did not cause a consistent effect on the expression of immune cytokine genes that we tested (Supplementary Fig. 12d–g). We then showed that enhanced immunity against *S. aureus* by siRNA knockdown of *Aco2* (*Aco2* KD) was recapitulated in mouse macrophage-derived RAW 264.7 cells (Supplementary Fig. 13a–f). Thus, reducing *ACO2* levels appears to elicit immune responses in cultured mammalian cells.

**Fig. 7:**
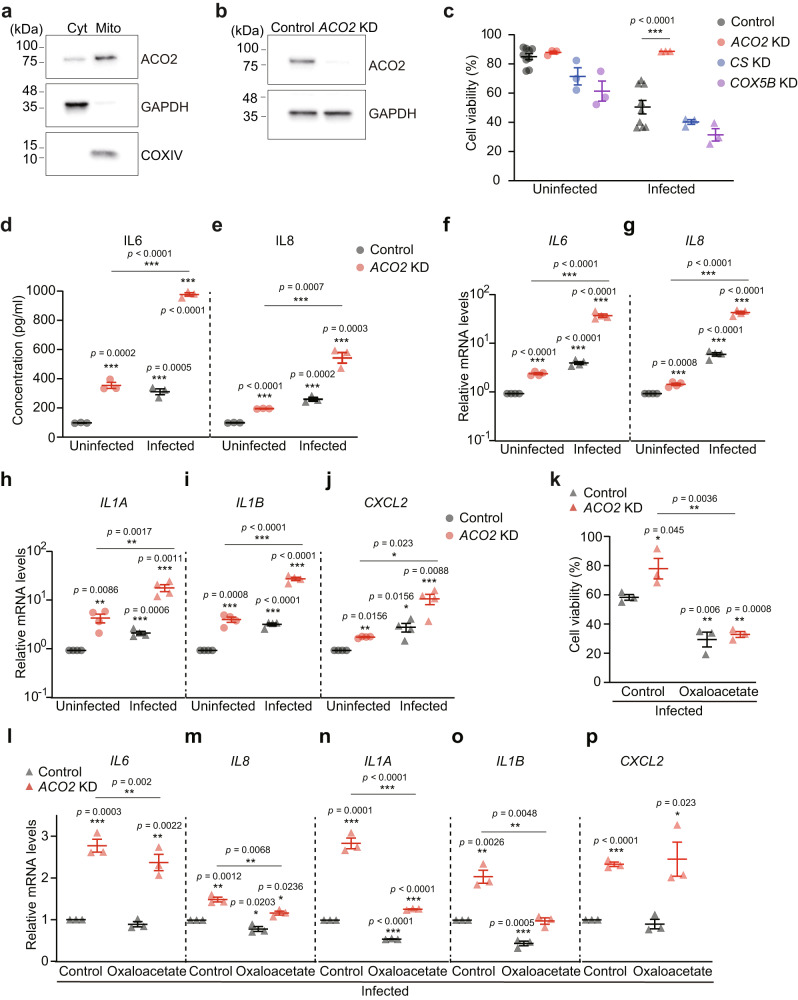
Downregulation of mammalian ACO2 increases cellular immunity by modulating the level of oxaloacetate. **a** Western blots of fractionated lysates from HeLa cells (*n* = 3). GAPDH: cytosolic marker, COXIV: mitochondrial marker; cytosol (Cyt); mitochondria (Mito). **b** siRNA against *ACO2* (*ACO2* KD) efficiently decreased endogenous ACO2 protein levels in HeLa cells (*n* = 3). siRNA for nontarget (Control) was used as a negative control. GAPDH was used as a loading control. **c** *ACO2* KD increased the viability of HeLa cells upon infection with *S. aureus* (*n* = 6), but *CS* KD (*n* = 3) or *COX5B* KD (*n* = 3) did not. **d**, **e** The amounts of IL6 (**d**) and IL8 (**e**) secreted from HeLa cells with *ACO2* KD or with control upon *S. aureus* infection were measured by using ELISA (*n* = 3). **f**–**j** Relative mRNA levels of *IL6* (**f**), *IL8* (**g**), *IL1A* (**h**), *IL1B* (**i**), and *CXCL2* (**j**) upon treating with *S. aureus* in HeLa cells treated with Control or *ACO2* KD, measured by using quantitative RT-PCR (*n* = 4). **k** Treatment with 25 mM oxaloacetate suppressed the increased viability of HeLa cells by *ACO2* KD upon infection with *S. aureus* (*n* = 3). **l**–**p** Relative mRNA levels of *IL6* (**l**), *IL8* (**m**), *IL1A* (**n**), *IL1B* (**o**), and *CXCL2* (**p**) upon supplementation with oxaloacetate to *S. aureus*-infected HeLa cells treated with *ACO2* KD (*n* = 3). Error bars indicate the standard error of the mean (SEM, *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s *t*-test relative to control conditions). See Supplementary Data 5 for the details of primer sequences. Source data are provided as a Source Data file.

We tested whether *ACO2* KD increased immunity by upregulating the UPR^mt^ and modulating the level of oxaloacetate in mammalian cells, as we observed in *C. elegans*. We found that, upon infection with *S. aureus*, *ACO2* KD further increased the expression of *HSPD1*, *HSPA9*, and *CLIPP*, three of four selected targets of ATF5, a key mediator of the UPR^mt^ and the mammalian ortholog of *C. elegans* ATFS-1, in HeLa cells (Supplementary Fig. 12h–j). We further showed that supplementation with oxaloacetate suppressed the increased viability (Fig. 7k) and the induction of four out of five tested immune-response genes (Fig. 7l–p) conferred by *ACO2* KD upon *S. aureus* infection. We also confirmed these results with HeLa cells by using RAW 264.7 cells (Supplementary Fig. 13g–n). Taken together, these data suggest that the inhibition of mitochondrial aconitase increases immunity against pathogenic bacteria by regulating the UPR^mt^ and the levels of oxaloacetate in cultured mammalian cells as well as in *C. elegans*.

## Discussion

Mitochondria play crucial roles in multiple cellular processes that are essential for energy and metabolic homeostasis. Recent studies have shown that mitochondria are also critical for cellular immunity by influencing metabolic and physiological states^2,3,36^. However, in vivo research into the role of mitochondrial components and metabolites in immunity at the organism level has been scarce. In this study, we identified mitochondrial aconitase as a negative regulator of immunity against pathogenic bacteria in *C. elegans*. We showed that the genetic inhibition of *aco-2* decreased the level of oxaloacetate, a Krebs cycle metabolite, subsequently enhancing the UPR^mt^ by upregulating ATFS-1. Strikingly, we found that the increased immune response against pathogenic bacteria by knockdown of mitochondrial aconitase was conserved in cultured mammalian cells, again in an oxaloacetate-dependent manner. These data indicate that mitochondrial aconitase, ACO-2/ACO2, which modulates the generation of Krebs cycle metabolites and the UPR^mt^, can be targeted for the development of therapeutic strategies for achieving proper immunity.

Many previous studies using *C. elegans* have demonstrated that mitochondria are crucial for innate immunity against pathogenic bacteria^23,34,35,37–42^. The ATFS-1-mediated UPR^mt^, which increases the production of mitochondrial chaperones, is crucial for immunity against infection by pathogenic bacteria^23,34,40,42^. As the majority of previous studies have focused on the relationship between the mitochondrial ETC and the UPR^mt^ in immunity, the role of the Krebs cycle in immunity in *C. elegans* has remained unexplored. Thus, our current work showing increased immunity by inhibition of mitochondrial aconitase via ATFS-1 identifies a link between the Krebs cycle enzyme and the UPR^mt^, which is important for organismal immunity. Further, while previous studies have focused mainly on the disbalance of mitochondrial protein subunits in triggering UPR^mt^ and immunity^23,34,40,42^, our work highlights the potential role of metabolic disbalance in immunity.

Accumulating evidence indicates that the Krebs cycle metabolites and their derivatives play key roles in many physiological processes, including immunity. For example, succinate, α-ketoglutarate, fumarate, itaconate, acetyl-CoA, and lactate affect immunity in mammalian cells by modulating transcription factors and epigenetic regulators, and by functioning as cytokine-like factors^8–10^. However, the role of oxaloacetate in immunity has remained obscure, despite reports showing physiological effects including the amelioration of hyperglycemia, liver injury and neuroinflammation in mammals, and the extension of lifespan in *C. elegans*^5,43–45^. Our data using genetic inhibition of *aco-2*/*ACO2* suggest that oxaloacetate can act as an immune modulator and can be used to mitigate inflammatory processes. Hypersensitivity against PA14 caused by *cts-1* RNAi, predicted to cause accumulation of oxaloacetate (Fig. 1a), is also consistent with the immunosuppressive role of oxaloacetate. Oxaloacetate may transmit mitochondrial signaling to suppress cellular and organismal resistance to pathogenic bacteria, because oxaloacetate participates in multiple metabolic processes, and consequently, cellular signaling pathways, in addition to its role in the Krebs cycle^4^. It is intriguing that oxaloacetate supplementation could ameliorate mitochondrial stress markers induced by *spg-7* RNAi (Supplementary Fig. 10d, e), revealing metabolic means to modulate such stress signaling pathways. Thus, our studies open up future work aimed at deciphering the metabolic and cellular processes through which oxaloacetate regulates immunity in *C. elegans* and mammalian cells.

In addition to its immune-regulating roles, α-ketoglutarate extends lifespan in *C. elegans* and mice^7,46^. Our data showing reduced PA14 resistance by α-ketoglutarate supplementation in *aco-2* RNAi-treated animals was unexpected (Fig. 5e), because of the strong correlation between longevity and immunity^28,47–51^. One possible scenario is that α-ketoglutarate supplementation may increase the levels of other Krebs cycle metabolites, such as oxaloacetate, leading to the suppression of *aco-2* RNAi-mediated PA14 resistance. Another possibility is that α-ketoglutarate may directly reduce immunity in these animals, as α-ketoglutarate supplementation reduces inflammatory responses^46,52^. Inflammation, an essential immune response^53^, occurs at the expense of normal physiological functions, and α-ketoglutarate may therefore decrease immunity in animals with reduced mitochondrial aconitase, while extending lifespan. Notably, several recent studies have uncovered potential tradeoffs between immunity and longevity^54–57^. Consistently, oxaloacetate, which we showed to suppress the *aco-2* RNAi-mediated enhanced immunity, increases lifespan in *C. elegans*^5^. In any case, this observation could indicate that specific metabolites within the Krebs cycle elicit specific immunomodulatory effects. Future research aimed at dissecting these possibilities will be essential for improving our understanding of the role of the Krebs cycle metabolites in immunity and longevity.

One limitation of our study using *C. elegans* is that Krebs cycle metabolites may indirectly influence pathogen responses. Our experimental scheme was designed to minimize the impact of the Krebs cycle supplements on the physiology of pathogenic bacteria PA14. Specifically, we performed fast-killing assays, in which the animals are rapidly killed, instead of slow-killing assays, to retain the impact of Krebs cycle metabolites that were provided before the survival assays. Importantly, at least for our experiments with cultured mammalian cells, we ruled out the effect of the metabolite supplementation on bacterial growth, because we added oxaloacetate in the last step of culture, before performing assays with *S. aureus*. Nevertheless, it will be crucial to devise experiments to directly test the effects of Krebs cycle metabolites on the immunity of animals.

Mitochondrial aconitase is crucial for mitochondrial function and cellular homeostasis, and therefore defects in this enzyme generally have pathological effects. Mutations in *ACO2* cause several diseases in humans, including infantile cerebellar-retinal degeneration^58^ and optic neuropathy^59^. Downregulation of ACO2 is associated with various biological defects, including mitochondrial DNA damage, and progression of Huntington’s disease and cancer^60–62^. The activity of mitochondrial aconitase is reduced during aging in mice and flies, contributing to decreases in lifespan^63–65^, although our data indicate that proper knockdown of *aco-2* can increase lifespan in *C. elegans* (Supplementary Fig. 3h). Treatment with fluoroacetic acid, an inhibitor of aconitase, is also poisonous to aerobic organisms, because it irreversibly halts the Krebs cycle^16^. Consistent with these findings, homozygous *aco-2* deletion mutations cause sterility, embryonic lethality, and larval arrest during development. However, our work using *aco-2*/*ACO2* RNAi knockdown raises the possibility that controlled inhibition of mitochondrial aconitase may be used to improve immunity against pathogens. The increased immunity by *aco-2* RNAi does not seem to be caused by a general reduction of activity of the Krebs cycle or mitochondrial function, based on multiple lines of evidence we obtained. First, different from *aco-2* RNAi, RNAi targeting any of the other components of the cycle did not produce substantial beneficial effects on immunity. Second, longevity-promoting knockdown of a mitochondrial ETC complex component, *cco-1*, did not elicit beneficial effects on immunity. Third, our RNA seq analysis indicates that *aco-2* RNAi causes a strong immune response at the transcriptomic level compared with other genetic impairments that disrupt mitochondrial physiology. Fourth, the impact of *aco-2* RNAi on the survival of animals on PA14 was greater than that of *spg-7* RNAi, which efficiently induces UPR^mt^. These data suggest that *aco-2* RNAi confers a specific immunomodulatory role distinct from perturbation of other mitochondrial components. It will be crucial to develop strategies for optimally and specifically inhibiting mitochondrial aconitase without causing detrimental impacts on the rest of the organism’s physiological state.

## Methods

### *C. elegans* strains and maintenance

All the *C. elegans* strains were maintained at 20 °C on standard nematode growth medium (NGM) plates seeded with *E. coli* OP50 bacteria. Some strains were obtained from Caenorhabditis Genetics Center, which is funded by the NIH National Center for Resources (p40 OD010440), or National Bio-Resource Project (NBRP). Strains used in this study are as follows: N2 wild-type, IJ575 *atfs-1(gk3094) V* obtained by outcrossing VC3201 four times to Lee-laboratory N2, IJ130 *pmk-1(km25) IV* obtained by outcrossing KU25 four times to Lee-laboratory N2, IJ824 *tir-1(tm3036) III* obtained by outcrossing IG685 four times to Lee-laboratory N2, AU78 *agIs219[T24B8.5p::GFP::unc-54-3*′*UTR; ttx-3p::GFP] III*, ZD318 *atf-7(qd22 qd130) agIs219[T24B8.5p::GFP::unc-54-3*′*UTR; ttx-3p::GFP] III*, IJ1906 *hlh-30(tm1978) IV* obtained by outcrossing JIN1375 six times to Lee-laboratory N2, IJ1625 *skn-1(zj15) IV* obtained by outcrossing QV225 four times to Lee-laboratory N2, CF1042 *daf-16(mu86) I*, IJ134 *zip-2(tm4067) III* obtained by outcrossing FX4067 four times to Lee-laboratory N2, CF2495 *hsf-1(sy441) I*, SJ4100 *zcIs13[hsp-6::GFP]*, IJ975 *aco-1(jh131) X* obtained by outcrossing KJ550 four times to Lee-laboratory N2.

### RNAi induction

Double-stranded RNA-expressing HT115 bacteria were cultured in Luria broth (LB) containing 50 or 100 μg/ml ampicillin (USB, Santa Clara, CA, USA) overnight at 37 °C. One hundred microliter of RNAi bacterial culture was seeded onto NGM containing 50 or 100 μg/ml ampicillin, and incubated overnight at 37 °C. One mM isopropyl β-D-1-thiogalactopyranoside (IPTG, Gold biotechnology, St Louis, MO, USA) was added and incubated at room temperature for over 24 h before use. Julie Ahringer RNAi clones or Marc Vidal RNAi clones targeting *aco-2*, *idh-2*, *idhb-1*, *ogdh-1*, *suca-1*, *sucg-1*, *sdhb-1*, and *mdh-1* were used^66,67^. RNAi constructs for targeting *cts-1* and *fum-1* were generated by infusion cloning (*cts-1*: 5′-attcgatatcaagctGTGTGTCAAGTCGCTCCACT and 5′-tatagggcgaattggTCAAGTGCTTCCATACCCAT/*fum-1*: 5′-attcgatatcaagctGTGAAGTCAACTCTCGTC and 5′-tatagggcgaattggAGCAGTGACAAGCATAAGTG). Cultures of HT115 containing empty vector (pL4440), *aco-2*, and *cdc-25.1* were prepared in LB broth containing 100 μg/ml ampicillin and grown overnight at 37 °C. Optical density at 590 nm values were adjusted to 0.9 and each bacteria culture mixed to 1:1 ratio.

### PA14 slow-killing assays

PA14 slow-killing assays were performed as previously described with minor modifications^68^. For PA14 small-lawn slow-killing assays, PA14 was cultured in LB media at 37 °C overnight, and 5 µl of the liquid culture was then seeded on the center of high-peptone NGM plates (0.35% bactopeptone). For PA14 big-lawn slow-killing assays, 15 µl of overnight-cultured liquid PA14 was seeded onto each high-peptone NGM plate and subsequently spread onto the entire surface of the plate. The PA14-seeded plates were incubated at 37 °C for 24 h and kept at 25 °C for 8 to 24 h before assays. L4 (>90%) and prefertile young adult (<10%) stage animals that were pre-treated with control or *aco-2* RNAi bacteria on NGM plates or with fluoroacetic acid^69^ (Sigma, St. Louis, MO, USA) were transferred to the PA14-seeded plates with or without 50 µM 5-fluoro-2′-deoxyuridine (FUDR, Sigma, St. Louis, MO, USA), which prevents progeny from hatching; FUDR was used for standard slow killing assays in previous studies^68^, but may affect proliferation and gut colonization of PA14. The animals were incubated at 25 °C, scored twice a day and counted as dead if the animals did not respond to prodding. Statistical analysis of survival data was performed by using OASIS (http://sbi.postech.ac.kr/oasis), OASIS2 (https://sbi.postech.ac.kr/oasis2) and GraphPad Prism (version 9, GraphPad Software, San Diego, CA, USA), which calculate *p* values using log-rank (Mantel-Cox method) test^70,71^.

### PA14 fast-killing assays

PA14 fast-killing assays were performed as previously described with minor modifications^15,68^. Briefly, 15 µl of PA14 liquid culture was spread on peptone-glucose-sorbitol (PGS) plates without FUDR, incubated for 24 h at 37 °C, and kept at 25 °C for eight hrs before use. L4 stage larval wild-type animals that were pre-treated with control or *aco-2* RNAi on NGM containing each of the Krebs cycle intermediates (8 mM, pH 6.0, based on a previous study^7^) were transferred to PA14 on PGS plates for survival assays. NGM containing ddH_2_O (pH 6.0) was used as a control for the Krebs cycle intermediate supplementation experiments.

### *S. aureus* killing assays

*Staphylococcus aureus* (MW2-WT) was used for infecting *C. elegans* as previously described with minor modifications^72^. Ten microliter of overnight-cultured bacteria were spread on the entire surface of the tryptic soy agar plates with 10 µg/ml nalidixic acid (Sigma, St. Louis, MO, USA). The plates seeded with *S. aureus* were incubated at 37 °C for 8 h and kept at 25 °C before assays. L4 stage animals that were pre-treated with control or *aco-2* RNAi bacteria on NGM plates or with fluoroacetic acid (Sigma, St. Louis, MO, USA) were transferred to the *S. aureus*-seeded plates with 50 µM FUDR. The animals were incubated at 25 °C, scored twice a day and counted as dead if the animals did not respond to prodding with a platinum wire.

### Lifespan assays

Lifespan assays were performed as previously described^68^. Young adult animals that were cultured on control RNAi and *aco-2* RNAi plates from eggs were transferred to 5 μM FUDR-containing control and *aco-2* RNAi plates, respectively. The animals that did not move upon gentle touch with a platinum wire were counted as dead. The animals that crawled off the plates, displayed ruptured vulvae or internal hatching, or burrowed were censored but included in the subsequent statistical analysis.

### Stress resistance assays

Resistance assays against heat shock and oxidative stresses were performed as previously described with minor modifications^73^. Briefly, for oxidative stress assay, L4 stage animals were transferred onto 5 μM FUDR-treated NGM plates with *E. coli* bacteria and 7.5 mM t-BOOH (Sigma, St. Louis, MO, USA) solution. For the measurement of thermotolerance, L4 stage animals were placed in a 35 °C incubator. The number of live animals was counted as indicated, and recorded as dead when the animals did not respond to tactile stimuli with a platinum wire.

### RNA extraction and quantitative RT-PCR

RNA extraction and qRT-PCR were performed as previously described with minor modifications^68^. Wild-type animals fed with control RNAi and *aco-2* RNAi bacteria were cultured and harvested as described below in the “Generation of RNA seq data” section. Total RNA in *C. elegans* or cultured mammalian cells was isolated by using RNAiso plus (Takara, Seta, Kyoto, Japan), and was subsequently purified by using 75% ethanol. cDNA templates were synthesized by using ImProm-II™ Reverse Transcriptase kit (Promega, Madison, WI, USA) with random primers. Quantitative real-time PCR (qRT-PCR) was performed by using StepOne Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) as described in the manufacturer’s protocol. Comparative C_T_ method was used for the quantitative analysis of mRNAs. For *C. elegans* data sets, the mRNA levels of *ama-1*, which encodes an RNA polymerase II large subunit, and *tba-1*, which encodes a tubulin α, were used as normalization controls. For the data sets using cultured mammalian cells, the mRNA level of human *GAPDH* or mouse *Gapdh* was used as a normalization control. The primer sequences used for qRT-PCR analyses in this study are listed in Supplementary Data 5.

### Generation of RNA seq data

Wild-type animals fed with control RNAi and *aco-2* RNAi bacteria were allowed to develop to L4 stage larvae at 20 °C and then transferred to control RNAi bacteria- or PA14-seeded big-lawn plates (high-peptone NGM plates with 0.35% bactopeptone) after washing with M9 buffer two to three times. After incubation at 25 °C for 12 h, animals were harvested by washing with M9 buffer two to three times to remove residual bacteria. Total RNA was extracted as described above in the “RNA extraction” section. The qualities of RNA samples were analyzed with 2100 Bioanalyzer (Agilent, CA, USA). The RNA integrity numbers, which indicate the quality of RNA samples, of all the samples were higher than > 7.0. Sequencing libraries were constructed by using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, CA, USA) and paired-end sequencing of Illumina NovaSeq 6000 was performed (Macrogen, Seoul, South Korea).

### Analysis of RNA seq data

Alignment and quantification of RNA seq data were performed based on the parameters described in the guidelines of ENCODE long RNA-Seq processing pipeline (https://www.encodeproject.org/pipelines/ENCPL002LPE/). Sequencing pairs were aligned to the *C. elegans* genome WBcel235 (ce11) and Ensembl transcriptome (release 103) by using STAR (v.2.7.0e)^74^. Genes with the aligned pairs were quantified by using RSEM (v.1.3.1)^75^. The raw counts were used for the principal component analysis and the identification of differentially expressed genes (DEGs). Genes with fold change > 2 and adjusted *p* value < 0.05 were identified as DEGs by using DESeq2 (v.1.22.2)^76^. Wald test *p* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Biological terms enriched in genes of interest were identified by using WormCat^17^. Expression changes of genes associated with the GO term “Defense response to other organism (GO:0098542)” were also determined^18^. To analyze through which immune signaling *aco-2* RNAi and PA14 infection mediated pathogen resistance, previously published gene sets were collected. Gene sets significantly enriched (*p* value < 10^−3^) in the GO term “Defense response to other organism” were subsequently chosen by using g:Profiler^77^. See Supplementary Data 3 for the details of the gene sets. Global expression changes of the immune signaling gene sets caused by *aco-2* RNAi and PA14 infection were represented as normalized enrichment scores (NES) by using gene set enrichment analysis (GSEA) (v.3.0)^25^. Gene sets whose false discovery rate *q* value < 0.05 in any comparison were regarded as significant in GSEA. Heatmaps were plotted to display gene expression changes caused by PA14 infection or by *aco-2* RNAi, and genes were clustered by hierarchical clustering. Jaccard similarity, which measures the ratio of intersection to union of gene sets, was calculated to examine distances among gene sets. Because mitochondrial dysfunctions generally slow development rates, which can be a confounding factor for the WormCat enrichment analysis, developmental time of each sample was estimated and adjusted to that of the control sample by using RAPToR [Real Age Prediction from Transcriptome staging on ref. ^78^]. Different thresholds for different datasets were chosen to obtain a comparable number of genes: fold change > 2 and *p* < 0.05 [863 genes by *aco-2* RNAi], (1) fold change > 2 and *p* < 0.05 [625 genes by *cco-1* RNAi], (2) fold change > 2 and *p* < 0.05 [644 genes by *cco-1* RNAi], (3) fold change > 2 and Benjamini and Hochberg (BH)-adjusted *p* < 0.05 [882 genes by *clk-1(qm30)*], fold change > 2 and BH-adjusted *p* < 0.01 [709 and 580 genes by *isp-1(qm150)* and *nuo-6(qm200)*, respectively], (4) fold change > 2 and *p* < 0.05 [829 genes by *gas-1(fc21)*], (5) fold change > 2 and *p* < 0.05 [394 genes by *spg-7* RNAi]. R (v.4.0.2, http://www.r-project.org) was used for all the data plotting and statistical tests unless stated otherwise.

### Semi-quantitative analysis of the Krebs cycle intermediates using LC-MS

The Krebs cycle intermediates were extracted as described previously^79^. Synchronized young adult animals were collected in four independent replicates and homogenized with a tissue lyser (Qiagen, Valencia, CA, USA) for 30 min at 4 °C. Protein concentrations were measured by using bicinchoninic acid (BCA) protein assay kit. The worm lysate was subjected to monophasic extraction by adding chloroform: methanol, 1:1 and incubated for 1 h at 4 °C, as previously described^80^. Samples were dried using a speed-vac and reconstituted in 90% aqueous acetonitrile. Six µl of samples were injected into a HILIC column (Zic-HILIC, 2.1 × 100 mm, 3.5 µm, Merck) coupled with Q exactive (Thermo Fischer Scientific GmbH, Bremen, Germany). Separation of the Krebs cycle analytes was obtained on a binary system following a modified gradient described in previous reports^81,82^, using eluents A (acetonitrile/water, 95/5 v/v) and B (acetonitrile/water, 50/50, 10 mmol/L KH_2_PO_4_ pH 5.0). The duration of the gradient was 18 min, starting from 5 min with 35% eluent B and kept for 2 min, then ramped to 75% eluent B in 3 min and held for 2 min, subsequently in 3 min back to 0% eluent B and held for 3 min. The column was heated at 40 °C with a flow rate of 200 µl/min. Data were acquired in negative ion mode using a targeted-selected ion monitoring chromatogram mode (t-SIM). Using a resolution of 70,000 at 200 *m/z*, isolation window 1.0 Da, sheath and auxiliary gas values were set at 10 and 2 units respectively, voltage spray was set to 3.50 kV. Cysteamine S-phosphate sodium salt was used as an internal standard. Before each run the instrument was additionally calibrated using butylamine (*m*/*z* = 72.08192). Data were analyzed using Xcalibur 4.1 and quantified using Trace Finder 4.0.

### Microscopy

Pre-fertile young adult transgenic animals that expressed GFP were anesthetized by using 100 mM sodium azide (DAEJUNG, Siheung, Korea) or 4 mM levamisole (tetramisole; Sigma, St. Louis, MO, USA) and subsequently imaged by using AxioCam HRc (Zeiss Corporation, Jena, Germany) camera mounted on a Zeiss Axio Scope A.1 microscope (Zeiss Corporation, Jena, Germany). The fluorescence intensity of the animals was quantified by using ImageJ software (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, MD, USA, http://rsb.info.nih.gov/ij/). To determine the effect of *aco-2* RNAi on developmental time and brood size, synchronized wild-type eggs were allowed to grow on control or *aco-2* RNAi bacterial plates for 72 h. The images of the animals on the plates were captured by using a DIMIS-M camera (Siwon Optical Technology, Anyang, Korea).

### Intestinal PA14-GFP accumulation assays

Intestinal PA14-GFP accumulation assays were performed as previously described^40,73^, with minor modifications. To measure the amount of PA14 that accumulated in the intestine, L4 animals that were pre-treated with RNAi were infected with PA14 that express GFP (PA14-GFP) for 24 or 36 h. “Big-lawn” PA14 that covered high-peptone NGM (slow-killing media) plates were used. Briefly, 15 µl of overnight cultured PA14-GFP in LB media that contain 50 µg/ml kanamycin (Sigma, St. Louis, MO, USA) was seeded and spread onto the NGM plates with 0.35% peptone. The plates were incubated at 37 °C for 24 h and subsequently at 25 °C for 24 h before use.

### Feeding rate measurements

Feeding (pharyngeal pumping) rates of animals were measured as described previously^73^, with minor modifications. Ten animals cultured on each RNAi clone-expressing *E. coli* HT115 bacteria were transferred onto experimental plates containing PA14-GFP as indicated. After exposure with PA14-GFP for 24 or 36 h, the number of pumping for 30 s was counted by observing the pharyngeal pumping of an animal under a dissecting microscope, and the measurements were re-scaled to the number of pumping per min. Dead animals were excluded from the assays, and two-tailed Student’s *t-*test was used for statistical analysis for the measurement of feeding at L4 stage.

### Mammalian cell culture and transfection

HeLa CCL-2 cells were obtained from American Type Culture Collection (ATCC). RAW 264.7 cells were a kind gift from Prof. Suk-Jo Kang (Korea Advanced Institute of Science and Technology, South Korea). These cells were cultured in Dulbecco’s modified Eagle medium (DMEM) with high glucose (4 mM L-glutamine, 4.5 g/L glucose, sodium pyruvate; #SH30243.01, Cytiva, Marlborough, MA, USA) supplemented with 10% fetal bovine serum (#12483-020, Thermo Fisher Scientific, Waltham, MA, USA) and 100 U/ml of penicillin-streptomycin (#15140-122, Thermo Fisher Scientific, Waltham, MA, USA). Cells were maintained at 37 °C under 5% CO_2_ and 85% humidity in a cell culture incubator. siRNA against *ACO2* (#L-009566-01, Horizon Discovery, Cambridge, UK), siRNA against mouse *Aco2* (#11429-1, Bioneer, Daejeon, South Korea), human *CS* (#1431-1, Bioneer, Daejeon, South Korea) and human *COX5B* (#1329-2, Bioneer, Daejeon, South Korea), and nontargeting control siRNA (#D-001810-10, Horizon Discovery, Cambridge, UK), consisting of a pool of four designed control siRNAs, were used. HeLa cells (1 × 10^5^ cells) were seeded in six well plates 24 h before siRNA transfection. siRNA targeting *ACO2*, *CS*, or *COX5B*, or nontargeting control siRNA was transfected into HeLa cells using RNAiMAX (#13778150, Thermo Fisher Scientific, Waltham, MA, USA) or Lipofectamine 3000 (#L3000015, Thermo Fisher Scientific, Waltham, MA, USA) transfection reagent. After incubation for 24 h, cells were infected with 10 multiplicity of infection (MOI) of *S. aureus* (MW2-WT) for 10 min at room temperature followed by 30 min at 37 °C with 5% CO_2_ in a humid atmosphere. RAW 264.7 cells (0.3 × 10^5^ cells) were seeded in six-well plates 24 h prior to siRNA transfection. siRNA targeting *Aco2* or nontargeting control siRNA was transfected into RAW 264.7 cells using lipofectamine 3000 transfection reagent (#L3000001, Thermo Fisher Scientific, Waltham, MA, USA). After incubation for 24 h, cells were infected with 50 MOI of *S. aureus* (MW2-WT) for 10 min at room temperature followed by 30 min at 37 °C with 5% CO_2_ in a humid atmosphere. After the medium was removed, the cells were incubated with DMEM with high glucose and gentamycin (10 μg/ml) for 24 h to remove extracellular bacteria, and the cells were harvested for the next experiments. *S. aureus* (MW2-WT) was cultured overnight at 37 °C in DMEM containing 2% FBS to reach a late logarithmic phase, and were diluted in DMEM with 10% FBS before supplementation to cells. To measure the MOI of *S. aureus*, infected cells were lysed with PBS containing 0.3% Triton X-100 at room temperature for 5 min, and then the diluted lysate was plated on tryptic soy agar (TSA) plates. The MOI of *S. aureus* was obtained by calculating colony forming units (CFU) per number of cells. Oxaloacetate (O7753, Sigma, St. Louis, MO, USA) was dissolved in phosphate-buffered saline (PBS) [137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4; #10010-049, Thermo Fisher Scientific, Waltham, MA, USA]. HeLa cells were treated with 25 mM oxaloacetate or PBS for 6 h before performing cell viability assays.

### Mitochondrial fractionation and western blot assays

Cells were washed with cold (4 °C) PBS twice and resuspended in 0.5 ml of fractionation buffer [20 mM HEPES (pH 7.4), 10 mM KCl, 2 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA] by scraping and incubated for 15 min on ice. The cell suspension was lysed by passing through 10 times using a 27-gauge needle and placed on ice for 20 min followed by centrifugation at 720 × *g* for 5 min. The supernatant containing cytoplasm and mitochondria was re-centrifuged at 10,000 × *g* for 5 min to separate mitochondria from cytoplasm. The mitochondrial pellet was lysed in Tris-buffered saline (TBS) [24.7 mM Tris-HCl (pH 7.5), 137 mM NaCl and 2.7 mM KCl] with 0.1% SDS by sonication with an amplitude of 20% using a 2 mm microtip for 3 s on ice. The samples were mixed with 4× laemmli sample buffer [62.5 mM Tris-HCl (pH 6.8), 10% glycerol, 1% LDS and 0.005% bromophenol blue] (#161-0747, Bio-rad, Contra Costa County, CA, USA) with 5% 2-mercaptoethanol (M3148, Sigma, St. Louis, MO, USA) and subsequently heated for 10 min at 95 °C and used for 10% SDS-PAGE. The proteins were then transferred to PVDF membranes (#10600021, GE healthcare, Chicago, IL, USA) at 300 mA for 1 h. The membranes were incubated with 5% bovine serum albumin solution in 1x TBS-T [TBS with 0.1% Tween 20] for blocking at room temperature for 30 min. The membranes were treated with primary antibodies against ACO2 (1:1000, ab129069, Abcam, Cambridge, UK), ACO1 (1:1000, ab183721, Abcam, Cambridge, UK), GAPDH (1:1000, G9545, Sigma, St. Louis, MO, USA), or COXIV (1:1000, 4850S, Cell Signaling Technology, Danvers, MA, USA) overnight at 4 °C. The membranes were then washed four times for 10 min using 1× TBS-T followed by incubating with secondary antibodies against rabbit antibodies (1:5000, #SA8002, ABfrontier, Seoul, South Korea) or mouse antibodies (1:5000, #SA8001, ABfrontier, Seoul, South Korea). After washing with TBS-T for 15 min, the membranes were then treated with enhanced chemiluminescence (ECL) substrate (#1705061, Bio-Rad, Contra Costa County, CA, USA) for detecting protein bands. Images were visualized with ChemiDoc XRS+ system (Bio-Rad, Contra Costa County, CA, USA), and analyzed by using Image Lab software (Bio-Rad, Contra Costa County, CA, USA). The signal of ACO1, a control for cytoplasmic aconitase that exhibited a band size distinguishable from that of ACO2, remained upon membrane stripping for re-probing, when anti-ACO2 antibody was used in one out of three trials.

### Measurement of cell viability

Cell viability was measured by trypan blue exclusion assay. Cultured cells in six-well plates (#3335, Corning Costar, Corning, NY, USA) were washed with PBS to remove dead cells in suspension and treated with 300 μl of trypsin-EDTA (0.25%, #25200056, Thermo Fisher Scientific, Waltham, MA, USA) to detach cells from culture dishes. The cell suspension was then mixed with the same volume of 0.4% trypan blue solution (#15250061, Thermo Fisher Scientific, Waltham, MA, USA) and 10 μl of the samples were directly applied to counting slides (EVS-050, NanoEntek, Seoul, South Korea). Live and dead cells were counted by using an automatic cell counter (EVE, NanoEntek, Seoul, South Korea).

### Enzyme-linked immunosorbent assay (ELISA)

ELISA was performed for measuring the levels of IL6 and IL8 using human IL6 or IL8 uncoated ELISA kit (#88-8086 and 88-7066, Thermo Fisher Scientific, Waltham, MA, USA). Briefly, 96-well clear flat bottom microplates (#9018, Corning Costar, Corning, NY, USA) were incubated with 1:250 capture antibody diluted in 1× PBS overnight at 4 °C. The wells were washed three times with 200 μl of 1× PBS containing 0.05% Tween-20 and blocked with 200 μl of ELISA/ELISPOT Diluent (1×) at room temperature for 1 h. Recombinant human IL6 or IL8 proteins provided by the assay kits were reconstituted by the addition of triple distilled water and were serially diluted in ELISA/ELISPOT Diluent (1×), and used as a standard for quantitative ELISA. After discarding the blocking solution, the standard solution and the supernatants collected from cells were directly applied to ELISA reaction and incubated at room temperature for 2 h. The wells were then washed five times with 200 μl of 1× PBS containing 0.05% Tween-20, treated with detection antibody (1:250) diluted in ELISA/ELISPOT Diluent (1×), and incubated at room temperature for 1 h. After five times washing with 200 μl of 1× PBS containing 0.05% Tween-20, 1× HRP diluted in ELISA/ELISPOT Diluent (1×) was added to the wells and incubated at room temperature for 30 min. Subsequently, the wells were washed seven times and then 100 μl of 1× tetramethylbenzidine solution was added to the wells. After continuing the reaction for 15 min, 100 μl of 1 M H_3_PO_4_ was added to the wells. The absorbance was measured at 450 nm, and was subtracted with the value at 570 nm, a background signal, by using a microplate reader (SPARK, TECAN, Switzerland, Männedorf).

### Statistics and reproducibility

All the assays were conducted at least twice independently and statistical analysis used in this study is described in the figure legends and/or methods. No statistical method was used to predetermine the sample size. The samples were randomly allocated into experimental groups. All subcellular localization assays were performed double-blindly by at least two independent researchers. Other experiments, including survival assays in this study, were not performed blindly because of apparent phenotypic differences (e.g. different developmental time or movement) among conditions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE181546. All relevant data, strains or plasmids are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mitochondrial aconitase suppresses immunity by modulating oxaloacetate and the mitochondrial unfolded protein response
**Source:** Nat Commun. 2023 Jun 22;14:3716. doi: 10.1038/s41467-023-39393-6
**Supplement:** Supplementary file 1 — Supplementary Information

## 1 Supplementary information

## 2 Supplementary Figures

### Supplementary Figure 1

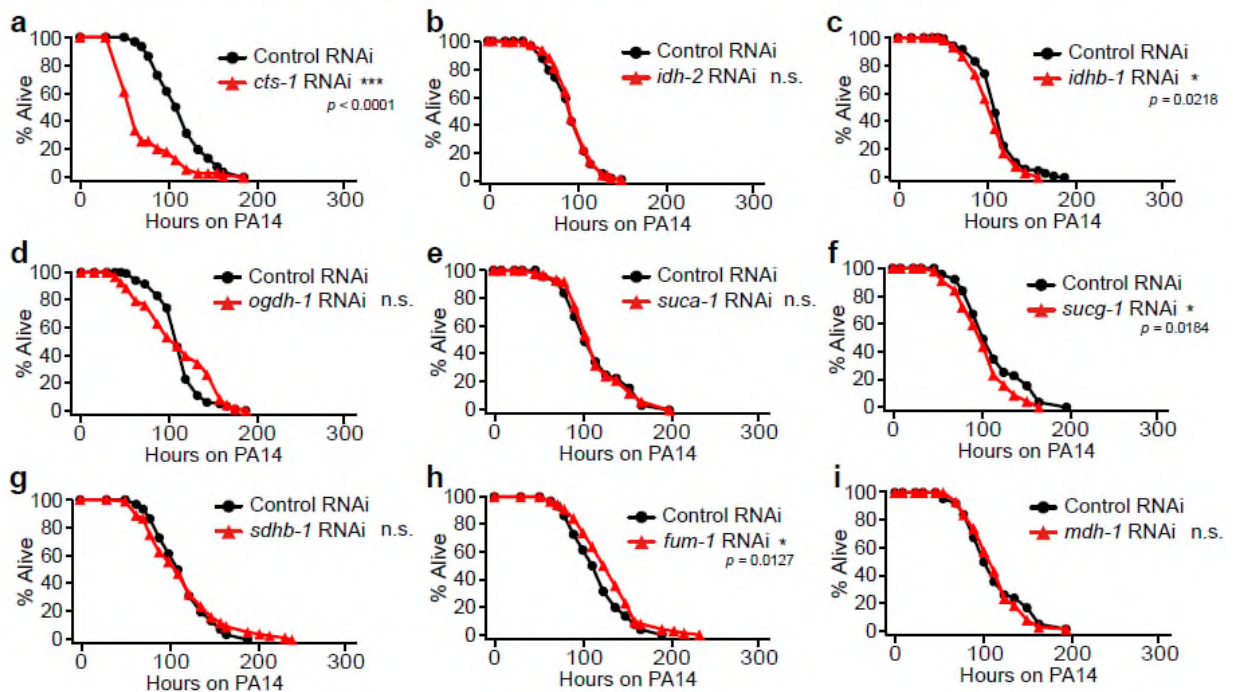

3

### 4 Supplementary Figure 1. The effect of RNAi targeting Krebs cycle enzymes on

5 **pathogen resistance.** Survival curves from an RNAi screen targeting genes that

6 encode Krebs cycle enzymes, *cts-1* (a), *idh-2* (b), *idhb-1* (c), *ogdh-1* (d), *suca-1* (e),

7 *sucg-1* (f), *sdhb-1* (g), *fum-1* (h), and *mdh-1* (i). All the survival assays were performed

8 on PA14 small-lawn plates at least twice independently (slow-killing assay). Asterisks

9 indicate the significance of differences (\* $p < 0.05$ , \*\*\* $p < 0.001$ ). n.s.: not significant. The

10  $p$  values for survival data were calculated using a log-rank (Mantel-Cox method) test.

11 See Supplementary Data 1 for additional repeats and statistical analysis for the survival  
12 assay data shown in this figure. Source data are provided as a Source Data file.

13

15 **Supplementary Figure 2. Mitochondrial aconitase-mediated immune regulation is**  
16 **distinct from those of cytosolic aconitase.**

17 **a**, Quantitative RT-PCR data showing that feeding worms with *aco-2* RNAi bacteria  
18 reduced *aco-2* mRNA levels (n = 3). **b**, Quantitative RT-PCR data showing the  
19 knockdown efficiency of *aco-2* RNAi with serial dilutions (1, 1/2, 1/4, 1/8, 1/16, and 1/32;  
20 n = 4). **c**, Differently diluted *aco-2* RNAi (1, 1/4, and 1/32) increased the survival of  
21 animals on PA14 in a dose-dependent manner (big-lawn slow-killing assay). **d**, *aco-1*  
22 RNAi slightly decreased the survival of animals on PA14 big-lawn plates. In this study,  
23 we found that *aco-2* RNAi enhanced the survival of animals on PA14 in both slow- and  
24 fast-killing assays. **e**, *aco-2* RNAi reduced the mRNA level of *aco-2* while not altering  
25 that of *aco-1*, and *aco-1* RNAi decreased the mRNA level of *aco-1* but did not affect that  
26 of *aco-2* (n = 4). For quantitative RT-PCR data, error bars represent the SEM (\* $p < 0.05$ ,

27 \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , n.s.: not significant, two-tailed Student's  $t$ -test). *ama-1* and *tba-*  
28 *1* mRNA levels were used as normalization controls. See Supplementary Data 5 for the  
29 details of primer sequences. All the survival assays were performed at least twice  
30 independently. The asterisks in survival curve panels indicate the significance of  
31 differences (\* $p < 0.05$ ). The  $p$  values for survival data were calculated using a log-rank  
32 (Mantel-Cox method) test. See Supplementary Data 1 for additional repeats and  
33 statistical analysis for the survival assay data shown in this figure. Source data are  
34 provided as a Source Data file.

35

## Supplementary Figure 3

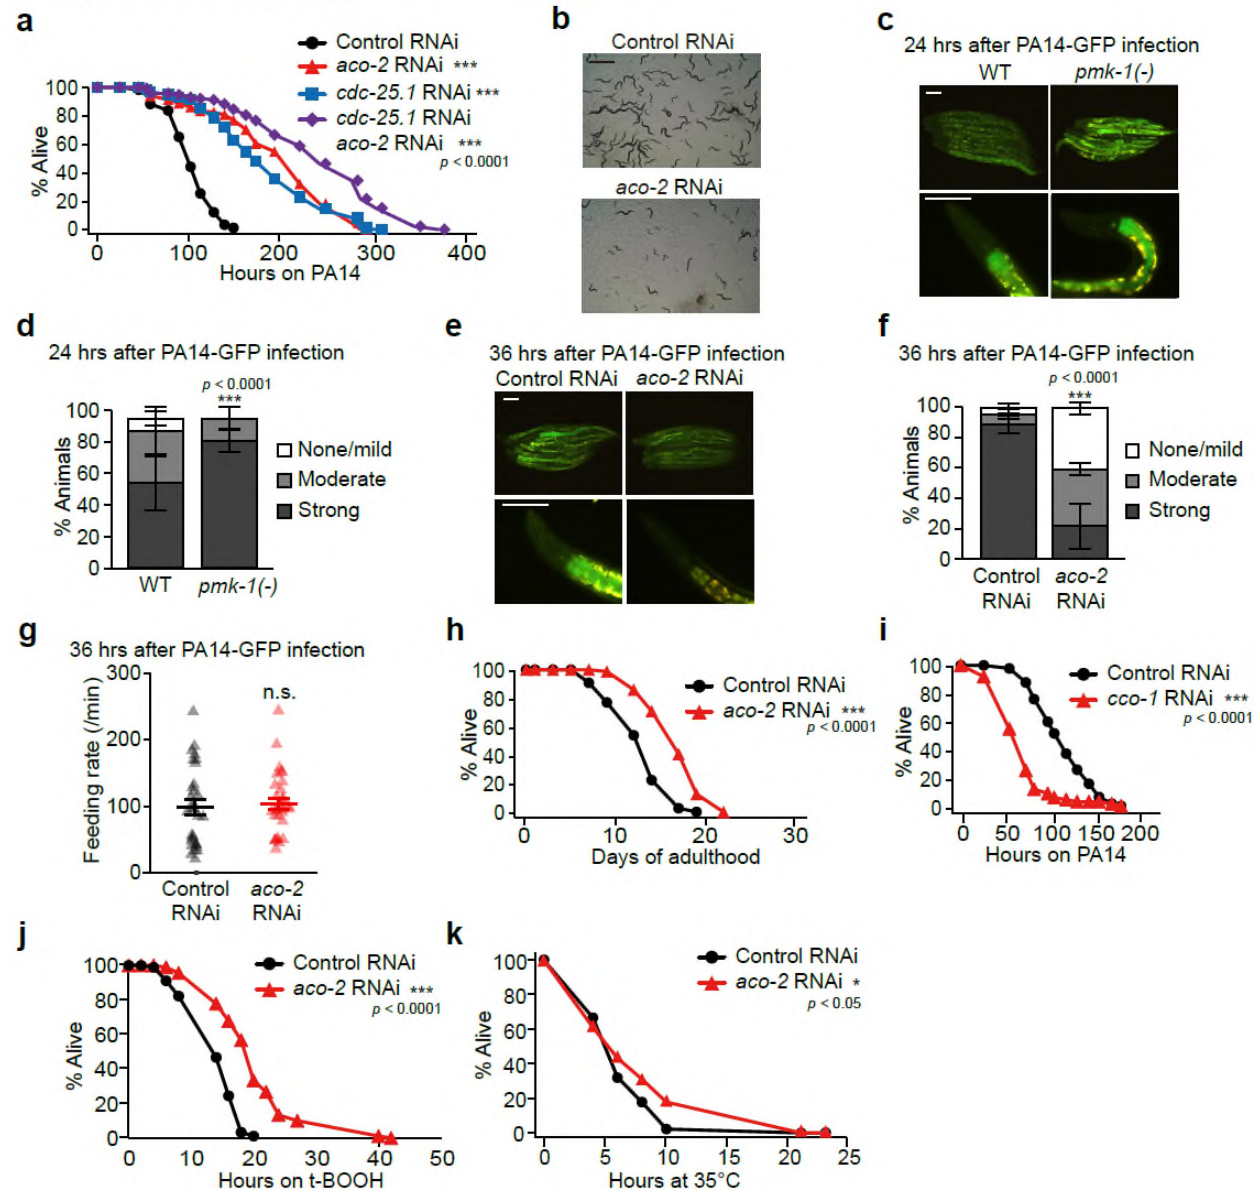

**Supplementary Figure 3. Mitochondrial aconitase-mediated immune regulation is different from those regulated by impaired reproduction and by mitochondrial electron transport chain changes.**

**a**, *aco-2* RNAi further increased the survival of *cdc-25.1* RNAi-treated worms that

41 display sterility, which increases PA14 resistance<sup>1</sup>, upon PA14 infection (small-lawn  
42 slow-killing assay). **b**, Representative images of control RNAi- and *aco-2* RNAi-treated  
43 animals 72 hrs after eggs were placed. Scale bar: 1 mm. *aco-2* RNAi reduced the total  
44 brood size of animals and slightly delayed development (three independent trials). **c,e**,  
45 Representative images of wild-type (WT) and *pmk-1(km25)* [*pmk-1(-)*] animals (**c**) and  
46 control RNAi- and *aco-2* RNAi-treated animals (**e**) after PA14-GFP exposure. Scale bar:  
47 100  $\mu$ m. **d,f**, Quantification of PA14-GFP levels in the intestinal lumen in panels **c** and **e**,  
48 respectively (N = 30 for WT, N = 27 for *pmk-1(-)* animals, N = 30 for control RNAi- and  
49 *aco-2* RNAi-treated animals, three independent trials). Control RNAi-treated animals  
50 shown in panels **c** and **d** are the same experimental sets shown in Fig. 1e and 1f. **g**,  
51 Feeding (pharyngeal pumping) rates of control RNAi- and *aco-2* RNAi-treated animals  
52 36 hrs after infection with PA14-GFP (N = 30 per condition, three independent trials,  
53 n.s.: not significant, two-tailed Student's *t*-test relative to control RNAi). **h**, *aco-2* RNAi  
54 extended the lifespan of worms at 25°C, the same temperature for pathogen survival  
55 assays, but the effect of *aco-2* RNAi on PA14 resistance is larger than that on lifespan  
56 (See Supplementary Data 1 for details). **i**, Knockdown of *cco-1* decreased survival on  
57 PA14 (small-lawn slow-killing assay), but substantially increases lifespan<sup>2-4</sup>. These data  
58 suggest that *aco-2* RNAi enhances anti-bacterial immunity, distinctly from impaired ETC,  
59 which confers longevity but not necessarily increases immunity. **j,k**, *aco-2* RNAi  
60 increased the resistance of animals against oxidative stress (7.5 mM t-BOOH) (**j**) and  
61 against heat stress (35°C) (**k**). All the survival assays were performed at least twice  
62 independently. The asterisks indicate the significance of differences (\**p* < 0.05, \*\*\**p* <

63 0.001, n.s.: not significant), using a log-rank (Mantel-Cox method) test. See  
64 Supplementary Data 1 and 2 for additional repeats and statistical analysis for the  
65 survival and feeding assay data shown in this figure. Source data are provided as a  
66 Source Data file.

67

Supplementary Figure 4

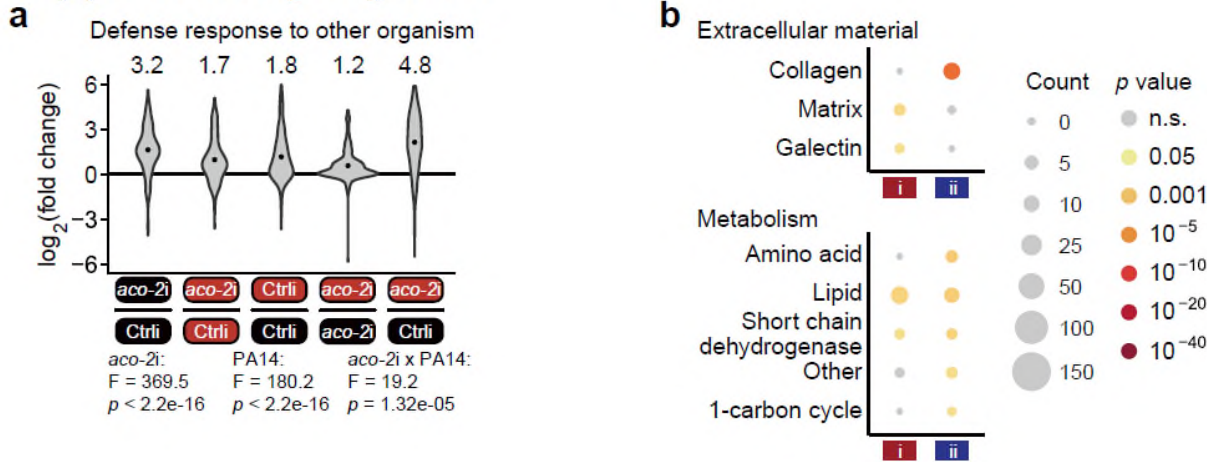

**Supplementary Figure 4. *aco-2* RNAi affects the expression of various pathogen response genes.**

**a**, Expression changes conferred by PA14 infection or *aco-2* RNAi in genes associated with GO term “Defense response to other organism (GO:0098542)”. Black dots represent average values. Average fold change is shown on top of each condition. Two-way ANOVA for main effect and interaction. F: between-group variability divided by within-group variability. **b**, Overrepresented WormCat terms, including “Extracellular material” and “Metabolism”, of genes in Group i and ii. *p* values were calculated by using hypergeometric test.

## Supplementary Figure 5

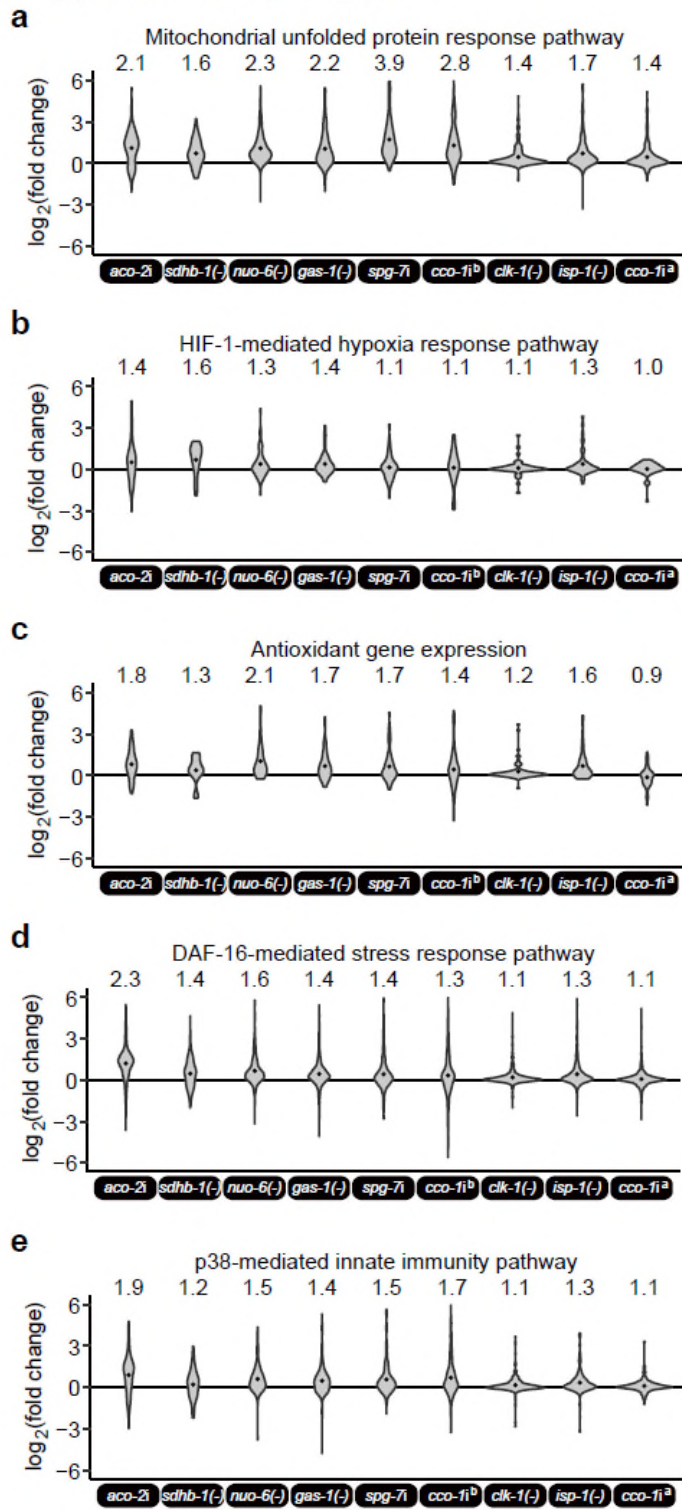

**Supplementary Figure 5. Stress response pathways affected by *aco-2* RNAi are different from those by general impairment of mitochondrial functions.**

**a–e**, Comparison of expression changes caused by *aco-2* RNAi and those by other mitochondrial dysfunctions for genes associated with multiple stress response pathways<sup>5</sup>: the mitochondrial unfolded protein response pathway (UPR<sup>mt</sup>) (**a**), the HIF-1-mediated hypoxia response pathway (**b**), the antioxidant gene expression (**c**), the DAF-16-mediated stress response pathway (**d**), and the p38-mediated innate immunity pathway (**e**). Black dots represent average values. Average fold change is shown on top of each condition. We found that upregulation of the three stress response pathways, the UPR<sup>mt</sup>, the HIF-1-mediated hypoxia response pathway, and the antioxidant gene expression, by *aco-2* RNAi was not the highest among the comparison. For example, our analysis indicated that *spg-7* RNAi conferred the highest upregulation of the UPR<sup>mt</sup> among the comparisons; this is consistent with our qRT-PCR results of *abf-2* and *hsp-6* (Supplementary Figure 10b,c). In addition, *sdhb-1(R244H)* [*sdhb-1(-)*] conferred the highest upregulation of the HIF-1-mediated hypoxia response pathway among the comparisons; this is consistent with the report showing the pronounced effects of the inhibition of SDH on HIF-1 $\alpha$  accumulation in the cytosol<sup>6</sup>. We also found that *nuo-6(qm200)* [*nuo-6(-)*] elicited the highest induction of the antioxidant gene expression. We then showed that upregulation of the DAF-16-mediated stress response pathway and the p38-mediated innate immunity pathway caused by *aco-2* RNAi was the highest among the comparisons that we executed. Overall, these data provide an additional line of evidence for the specific effects of *aco-2* RNAi on pathogen responses. See Legends

102 of Fig 2, Supplementary Fig 9, and Supplementary Data 3 for specific references of data  
103 sets used in these analyses.

104

Supplementary Figure 6

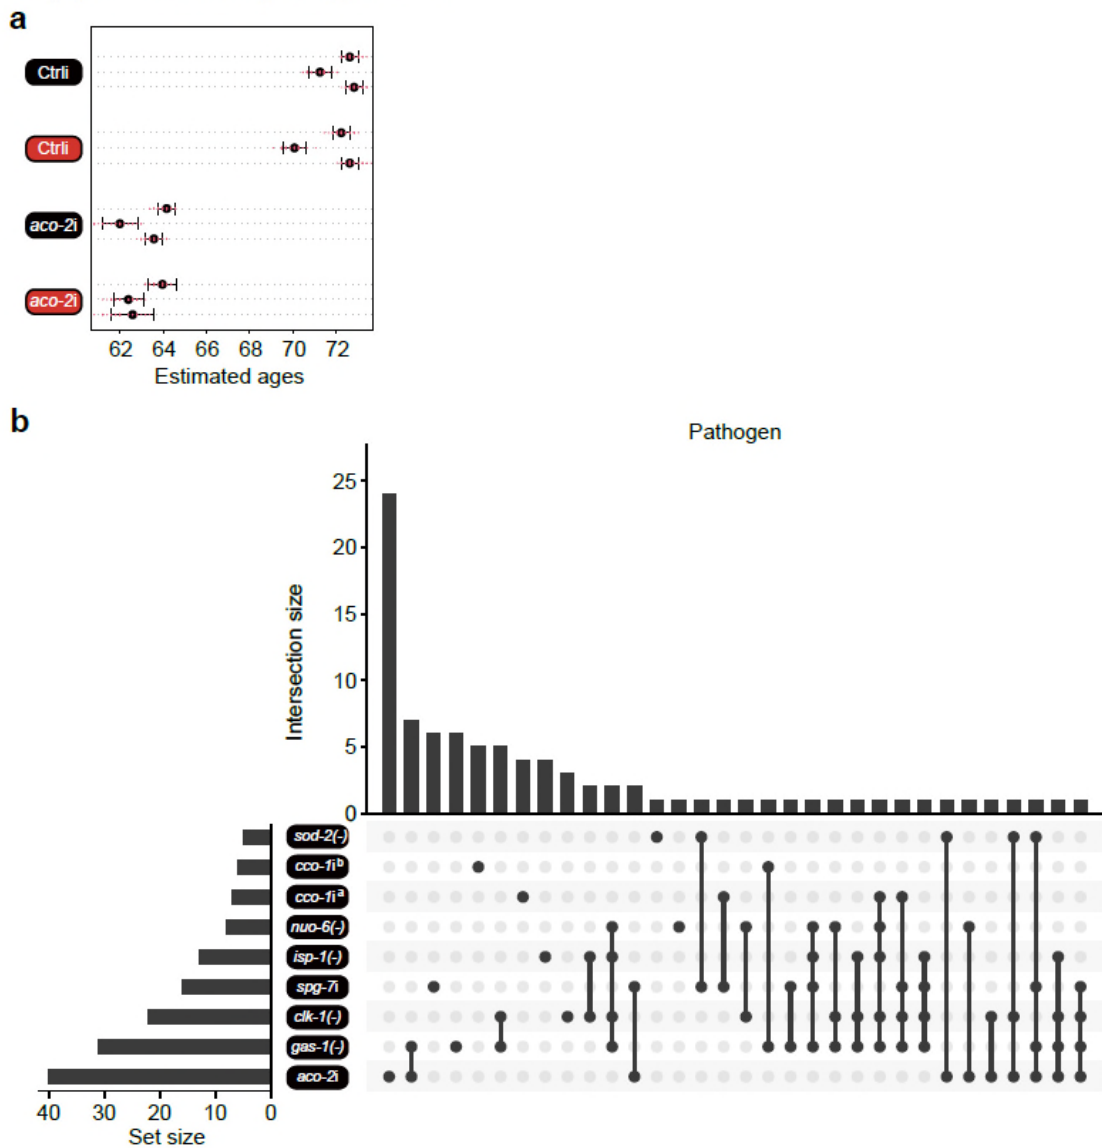

**Supplementary Figure 6. *aco-2* RNAi affects pathogen responses that are different from general impairment of mitochondrial functions.**

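The age of the animals can also be looked at through transcripts that mark a stage or a tissue, for which 4 lists of genes were drawn up. Vitellogenins, the yolk proteins of adult hermaphrodites, had a median log2 fold change of 0.91 with *aco-2* RNAi on *E. coli* over 6 genes, of which 2 were called upregulated and 6 were changed when adjusted over the list alone. This rise lay at the 81st percentile of 10000 random lists matched on expression and was not past the threshold of camera (adjusted p = 0.0978 over the 7 lists tested), while fry, which keeps the correlation between genes, gave p = 1.48e-05. The median of the vitellogenins moved most, to 0.11, with scaling to X-linked genes, an alternative chosen after seeing the data. For 22 oocyte, eggshell and early embryo genes the median was -2.01, below all 10000 random lists, with 20 called downregulated and 21 changed when adjusted over the list alone (camera, adjusted p = 2.85e-05). The 48 tested genes of the sperm list, major sperm proteins and related genes, had a median of 4.14 (camera, adjusted p = 7.00e-05). Of these, 47 were called upregulated and 1 downregulated, and 48 were changed when adjusted over the list alone. Summed over the list, sperm transcripts rose from 75.6 ± 65.1 CPM (SD, n = 3) with control RNAi to 1281 ± 50.8 CPM with *aco-2* RNAi on *E. coli*. Replicate 2 of control RNAi had the highest sum of its group on *E. coli* and on PA14, 151 and 225 CPM, and without it on *E. coli* the median was 5.30. Larval cuticle and molting genes went both ways, with 7 called upregulated and 9 downregulated of 18 and 17 changed when adjusted over the list alone. Their median was -0.63, at percentile 0.57 of the random lists, and their mean was 0.09 (camera, adjusted p = 0.282). The changes of the oocyte and sperm lists were found by fry (p = 0.000953 and 0.000200), and for none of the 4 lists did camera with the correlation estimated from the libraries give a p under 0.05 (p = 0.293 to 0.665). For 32 of the 48 sperm genes and 5 of the 6 vitellogenins, counts that were not whole numbers show that read pairs were shared between copies.

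**Figure D3:**
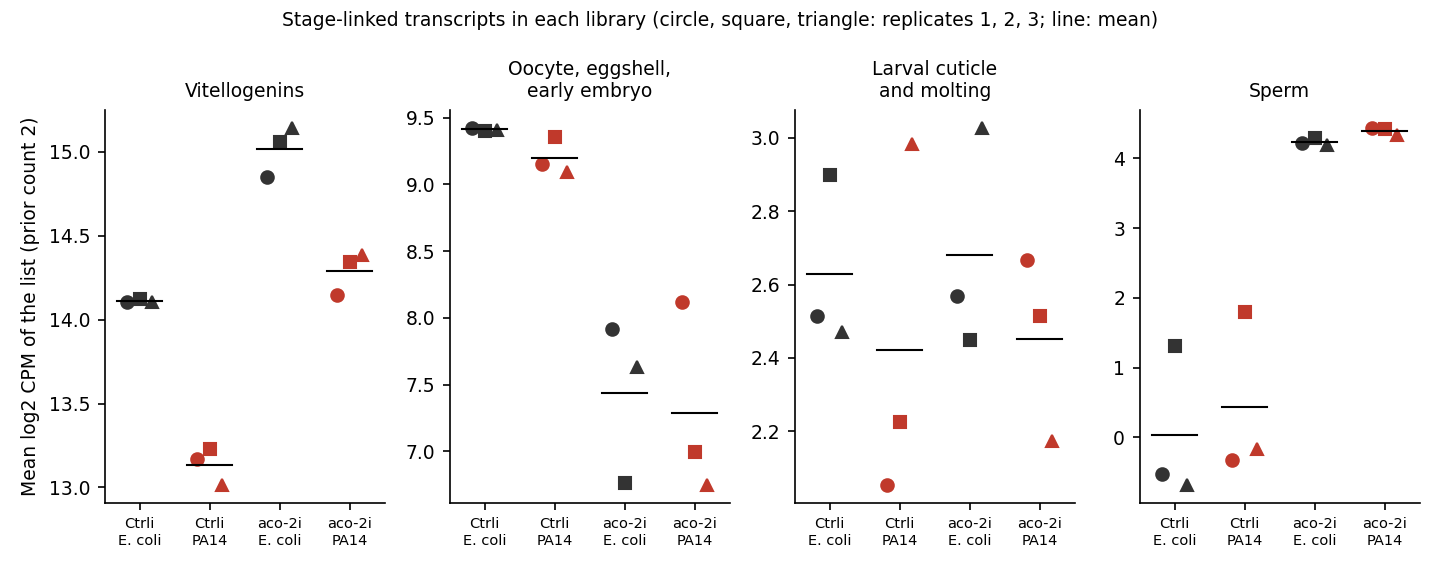
Mean log2 CPM (with a prior count of 2) of 4 lists of genes in each library, with circles, squares and triangles for replicates 1, 2 and 3, lines for the means, and panels with separate axes that do not start at 0. Vitellogenin means lie between 14.10 and 14.12 with control RNAi and between 14.85 and 15.14 with *aco-2* RNAi on *E. coli*.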

**a**, Developmental time of samples estimated from RNA seq data by using RAPToR [Real Age Prediction from Transcriptome staging on Reference<sup>7</sup>]. Developmental time of samples was adjusted to that of the control samples ( $n = 3$ ). A confidence interval is

111 given by the median absolute deviation (MAD) of bootstrap estimates (estboot) from the  
112 global estimate (est), and the resolution of the interpolation (res, time interval between  
113 two points of the interpolated reference):  $[est - (\text{median}(|est - estboot|) + res/2);$   
114  $est + (\text{median}(|est - estboot|) + res/2)]$ . **b**, Comparisons between genes upregulated by  
115 *aco-2* RNAi and other mitochondrial dysfunctions, among genes associated with  
116 WormCat term “Pathogen” of “Stress response”. We found that 24 out of 40 genes  
117 (60.0%) that were upregulated by *aco-2* RNAi were not upregulated by other  
118 mitochondrial dysfunctions. In contrast, only three genes (*T24B8.5*, *C49G7.5*, and  
119 *F22H10.2*) were upregulated by four conditions, which are the maximum common  
120 conditions, including *aco-2* RNAi. These data are consistent with our functional data  
121 showing the specific role of ACO-2 in the pathogen responses. See Supplementary  
122 Data 4 for the details of the gene sets.

123

## Supplementary Figure 7

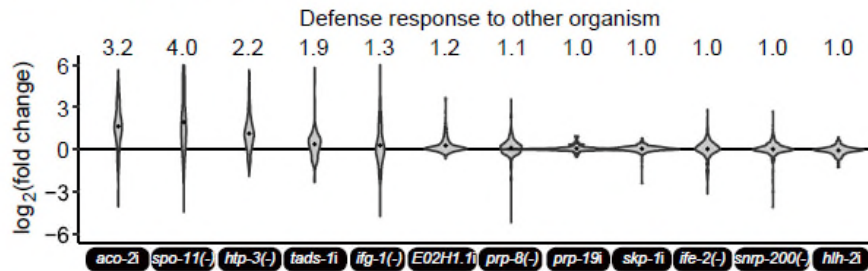

124

125 **Supplementary Figure 7. *aco-2* RNAi affects pathogen responses distinctly from**  
 126 **the general impairment of essential processes.**

127 Comparison of expression changes caused by *aco-2* RNAi and those by genetic  
 128 inhibition of essential processes for genes associated with GO term “Defense response  
 129 to other organism (GO:0098542)”: cell proliferation (*spo-11*, *htp-3*, and *tads-1*)  
 130 (GSE199326; GSE110838), transcription (*hih-2*) (GSE110835), RNA processing  
 131 (*E02H1.1*, *prp-8*, *prp-19*, *skp-1*, and *snrp-200*) (GSE175363; Ref<sup>8</sup>; GSE110836), and  
 132 translation (*ife-2* and *ifg-1*)<sup>9,10</sup>. Black dots represent average values. Average fold  
 133 change is shown on top of each condition. Disruption of the majority of essential  
 134 processes, including transcription, RNA processing, and translation, with the exception  
 135 of cell proliferation, had small effects on the “Defense response to other organism”.

## Supplementary Figure 8

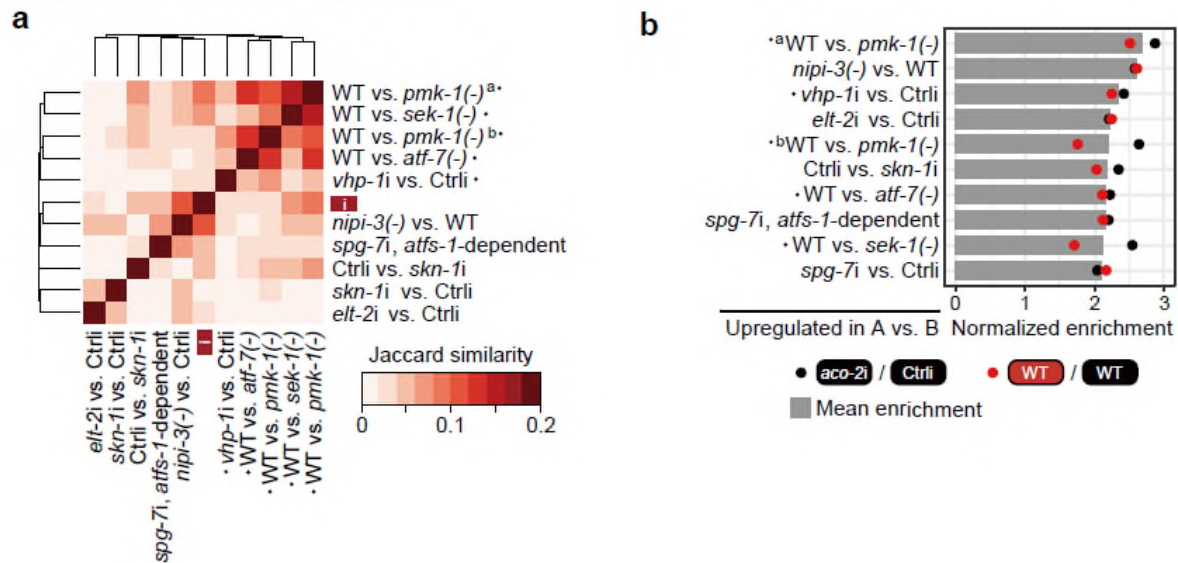

## Supplementary Figure 8. *aco-2* RNAi upregulates immune responses via the PMK-1 signaling axis and/or ATFS-1.

**a**, Hierarchical clustering of the Group i genes and immune signaling gene sets based on Jaccard similarity to display the ratio of intersection to union of gene sets. A cluster with Group i was distinguished from another cluster of PMK-1 signaling axis in the two large clusters. **b**, Normalized enrichment of expression changes of immune signaling gene sets conferred by *aco-2* RNAi (*aco-2i*, black) and PA14 infection (red). Gene sets were aligned by a descending order of mean normalized enrichment scores. *q* values were obtained by calculating the false discovery rate corresponding to each normalized enrichment. *q* values were obtained by calculating the false discovery rate corresponding to each normalized enrichment ( $q < 0.05$  for all the comparisons). Data sets with PMK-1 signaling axis were marked with black dots. <sup>a</sup>WT vs. *pmk-1(-)*<sup>11</sup>, <sup>b</sup>WT vs. *pmk-1(-)*<sup>12</sup>. See Legends of Fig 2, Supplementary Fig 9, and Supplementary Data 3

150 for specific references of data sets used in these analyses.

# Supplementary Figure 9

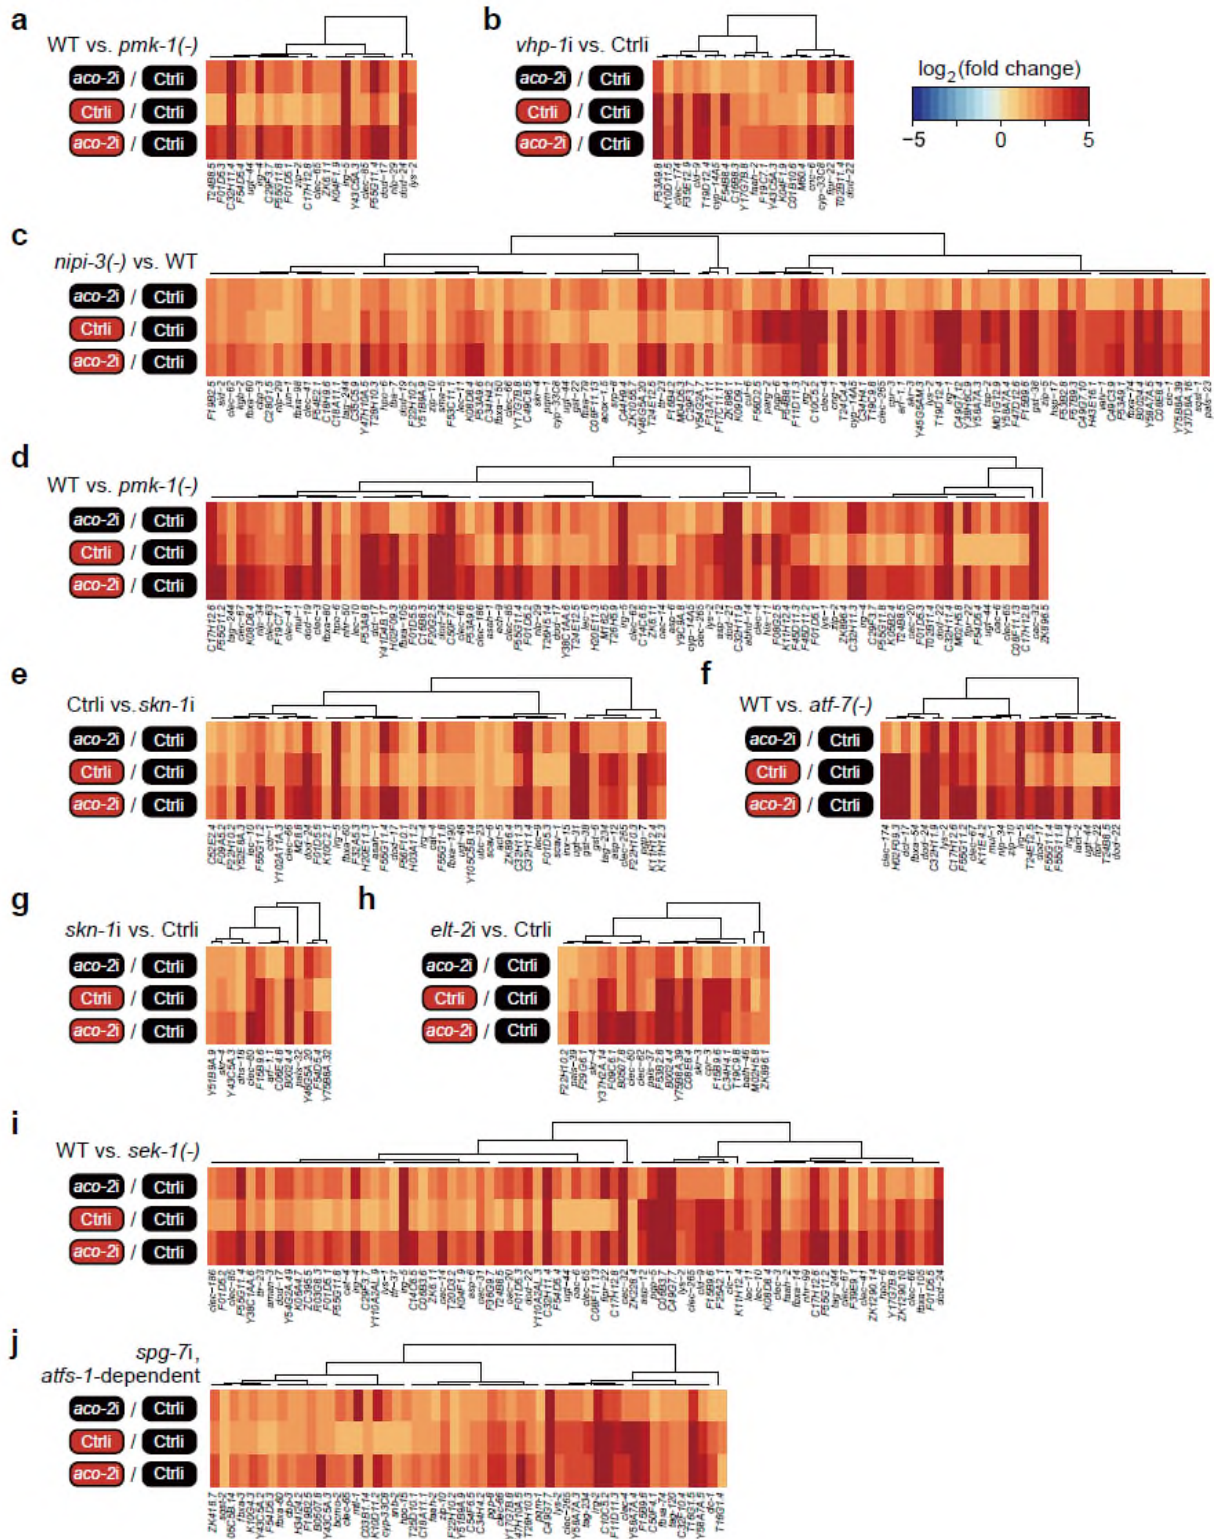

**Supplementary Figure 9. Knockdown of *aco-2* upregulates genes acting in various immune signaling pathways.** Heatmaps showing expression changes in Group i genes caused by PA14 infection or *aco-2* RNAi that overlap with immune signaling genes. Genes upregulated in WT vs. *pmk-1(km25)* [*pmk-1(-)*]<sup>12</sup> (a), *vhp-1* RNAi (*vhp-1i*) vs. Control RNAi (Ctrl)<sup>a</sup> (b), *nipi-3(fr4)* [*nipi-3(-)*] vs. WT<sup>12</sup> (c), WT vs. *pmk-1(-)*<sup>11</sup> (d), Ctrl vs. *skn-1* RNAi (*skn-1i*)<sup>12</sup> (e), WT vs. *atf-7(qd22 qd130)* [*atf-7(-)*]<sup>11</sup> (f), *skn-1i* vs. Ctrl<sup>13</sup> (g), *elt-2* RNAi (*elt-2i*) vs. Ctrl<sup>14</sup> (h), and WT vs. *sek-1(km4)* [*sek-1(-)*]<sup>15</sup> (i). Genes induced by *spg-7* RNAi (*spg-7i*) in an ATFS-1-dependent manner (*atfs-1(tm4525)*)<sup>16</sup> (j). Genes were clustered by hierarchical clustering. <sup>a</sup> data (GSE82238) in GEO. See Supplementary Data 3 for the details of the gene sets.

## Supplementary Figure 10

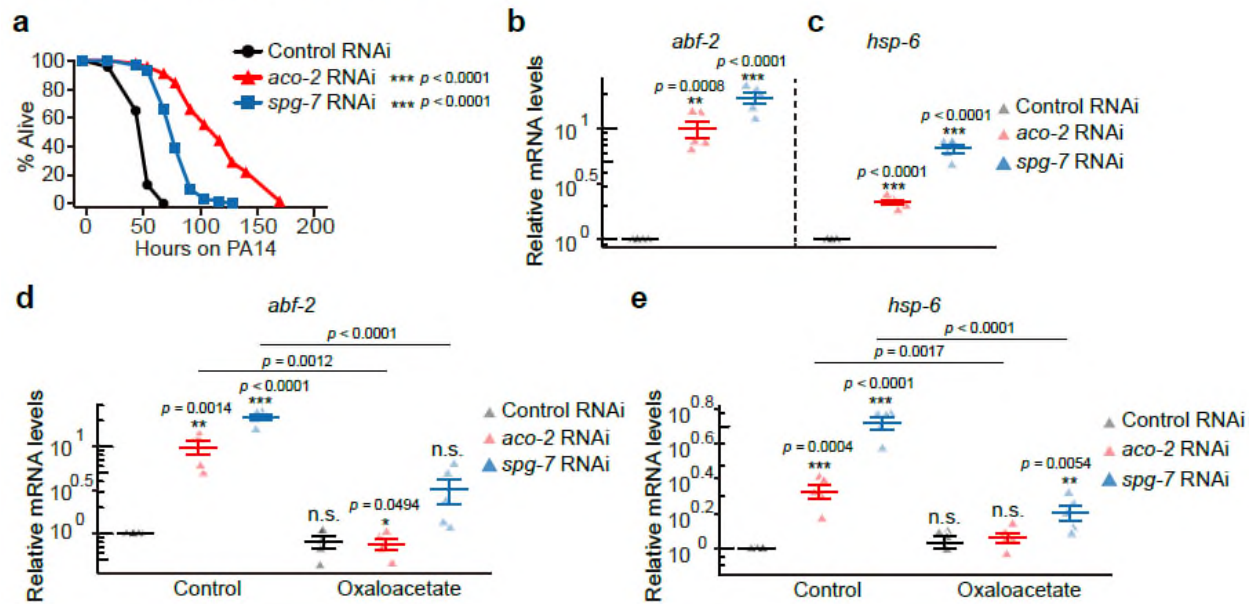

### Supplementary Figure 10. Comparison of the effects of *aco-2* RNAi and *spg-7* RNAi on immune responses.

**a**, The effect of *aco-2* RNAi on the resistance of animals against PA14 was greater than that of *spg-7* RNAi. Asterisks indicate the significance of differences (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ , log-rank (Mantel-Cox method) test relative to control RNAi). **b,c**, Upregulation of two selected ATFS-1 targets, *abf-2* (**b**) and *hsp-6* (**c**), by *spg-7* RNAi was stronger than that by *aco-2* RNAi, measured with quantitative RT-PCR ( $n = 5$ ). Error bars indicate the standard error of the mean (SEM, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-tailed Student's *t*-test relative to wild-type animals treated with control RNAi). **d,e**, Oxaloacetate robustly decreased the expression of two selected *aco-2* RNAi-induced ATFS-1 targets, *abf-2* (**d**) and *hsp-6* (**e**), upon PA14 infection, while partially suppressing that in *spg-7* RNAi-treated animals, measured by using quantitative RT-PCR ( $n = 5$ ). Error bars represent

176 SEM (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , n.s.: not significant, two-tailed Student's  $t$ -test  
177 relative to control RNAi under the control condition). *ama-1* and *tba-1* mRNA levels were  
178 used as normalization controls. See Supplementary Data 5 for the details of primer  
179 sequences. Source data are provided as a Source Data file.

180

## Supplementary Figure 11

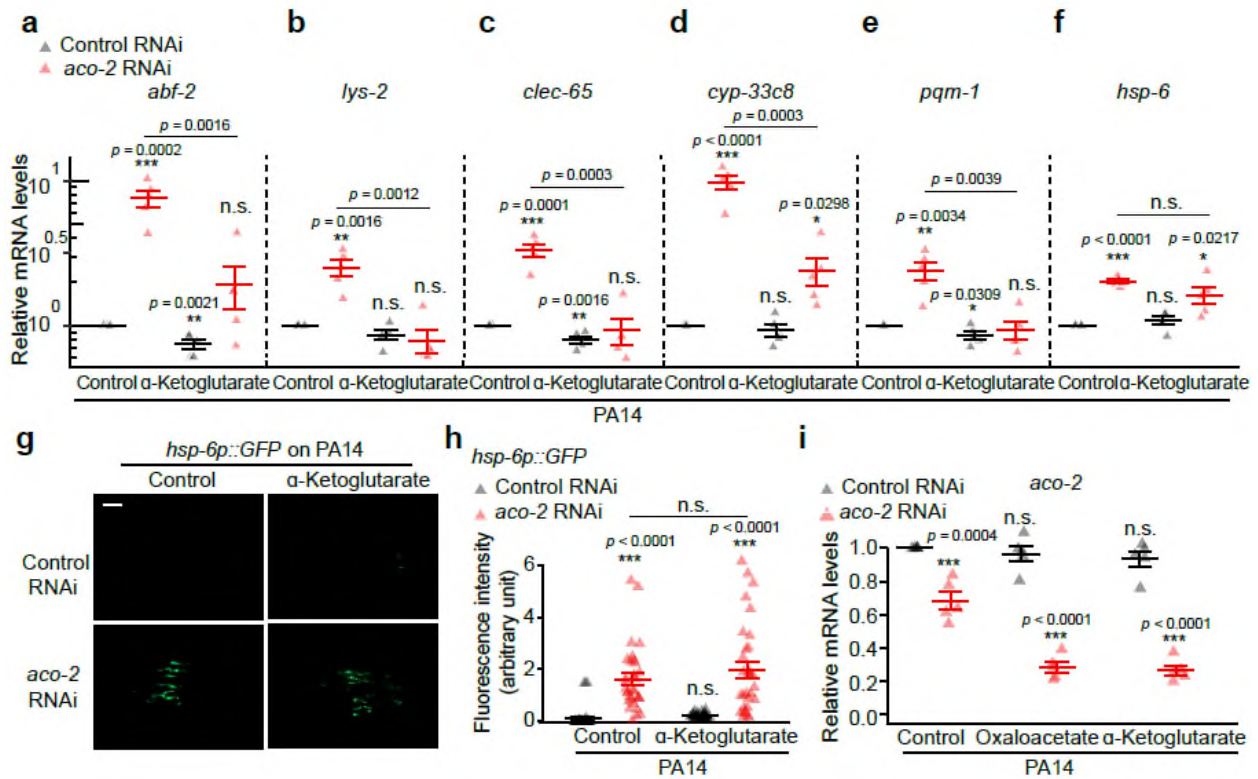

### Supplementary Figure 11. α-Ketoglutarate supplementation causes small or no effects on the induction of ATFS-1 target genes by *aco-2* RNAi.

**a–f**, α-Ketoglutarate partially decreased or did not affect the expression of five selected *aco-2* RNAi-induced ATFS-1 targets, *abf-2* (**a**), *lys-2* (**b**), *clec-65* (**c**), *cyp-33c8* (**d**), *pqm-1* (**e**), and *hsp-6* (**f**), upon PA14 infection, measured by using quantitative RT-PCR (n = 5). Error bars represent the standard error of the mean (SEM, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , n.s.: not significant, two-tailed Student's *t*-test relative to control RNAi under the control condition). **g**, Representative fluorescence images of PA14-exposed *hsp-6p::GFP* animals under control RNAi or *aco-2* RNAi conditions with or without (Control)

191  $\alpha$ -ketoglutarate. Scale bar: 100  $\mu$ m. **h**, Quantification of the fluorescence intensity of  
192 worms in panel **g** (N = 30 for control RNAi in control conditions, and *aco-2* RNAi in  $\alpha$ -  
193 ketoglutarate-treated conditions, N = 31 for *aco-2* RNAi in control conditions, from three  
194 independent trials). Control (control RNAi and *aco-2* RNAi) data shown in panels **g** and  
195 **h** are the same experimental sets shown in Fig. 6g,h. **i**, Quantitative RT-PCR data  
196 showing that neither oxaloacetate nor  $\alpha$ -ketoglutarate supplementation affected the  
197 knockdown efficiency of *aco-2* RNAi (n = 5). Error bars indicate the SEM. (\*\* $p < 0.001$ ,  
198 n.s.: not significant, two-tailed Student's *t*-test relative to control RNAi under control  
199 conditions). *ama-1* and *tba-1* mRNA levels were used as normalization controls. See  
200 Supplementary Data 5 for the details of primer sequences. Source data are provided as  
201 a Source Data file.

## Supplementary Figure 12

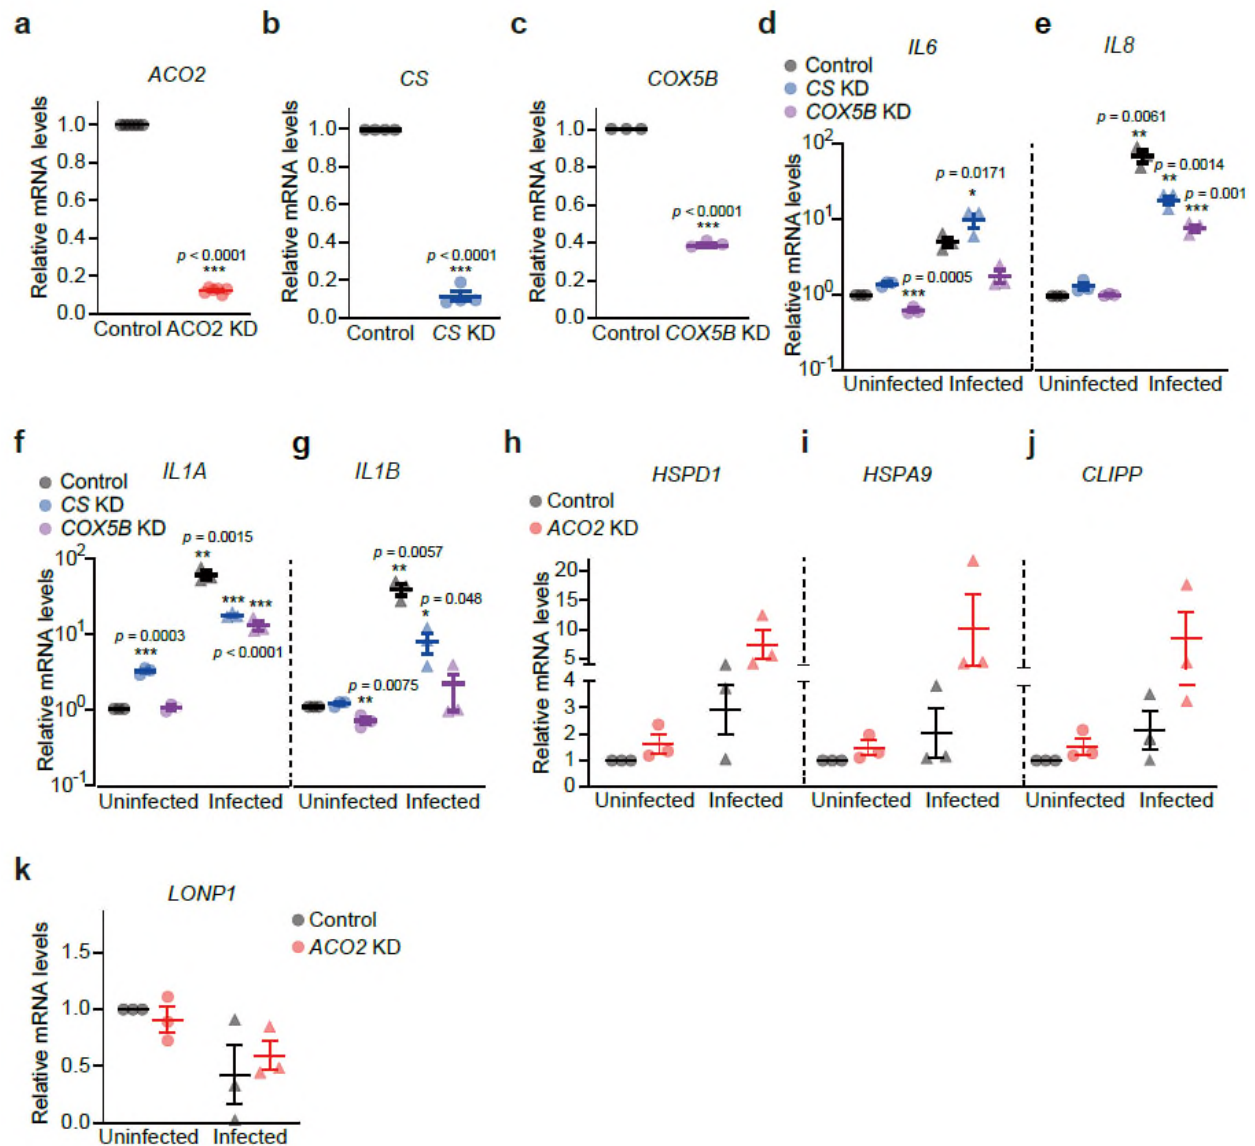

**Supplementary Figure 12. siRNA targeting *ACO2*, *CS*, and *COX5B* efficiently downregulated their target mRNA levels, and *ACO2* knockdown increased immunity by upregulating UPR<sup>mt</sup> in HeLa cells.**

**a–c**, siRNA targeting *ACO2* (*ACO2* KD) (**a**), *CS* (*CS* KD) (**b**), and *COX5B* (*COX5B* KD)

208 (c) efficiently decreased *ACO2*, *CS*, and *COX5B* mRNA levels in HeLa cells,  
209 respectively (n = 6 for *ACO2* KD, n = 4 for *CS* KD, n = 3 for *COX5B* KD). siRNA against  
210 a nontarget (Control) was used as a negative control. **d–g**, Relative mRNA levels of *IL6*  
211 (**d**), *IL8* (**e**), *IL1A* (**f**), and *IL1B* (**g**) upon *S. aureus* infection in HeLa cells treated with  
212 control, *CS* KD, or *COX5B* KD, measured by using quantitative RT-PCR (n = 3). **h–k**,  
213 Relative mRNA levels of selected ATF5 target genes<sup>17</sup>, *HSPD1* (**h**), *HSPA9* (**i**), *CLIPP*  
214 (**j**), and *LONP1* (**k**) in HeLa cells treated with control or *ACO2* KD upon *S. aureus*  
215 infection were measured by using quantitative RT-PCR (n = 3). Error bars indicate the  
216 standard error of the mean (SEM, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-tailed  
217 Student's *t*-test relative to control conditions). See Supplementary Data 5 for the details  
218 of primer sequences. Source data are provided as a Source Data file.

## Supplementary Figure 13

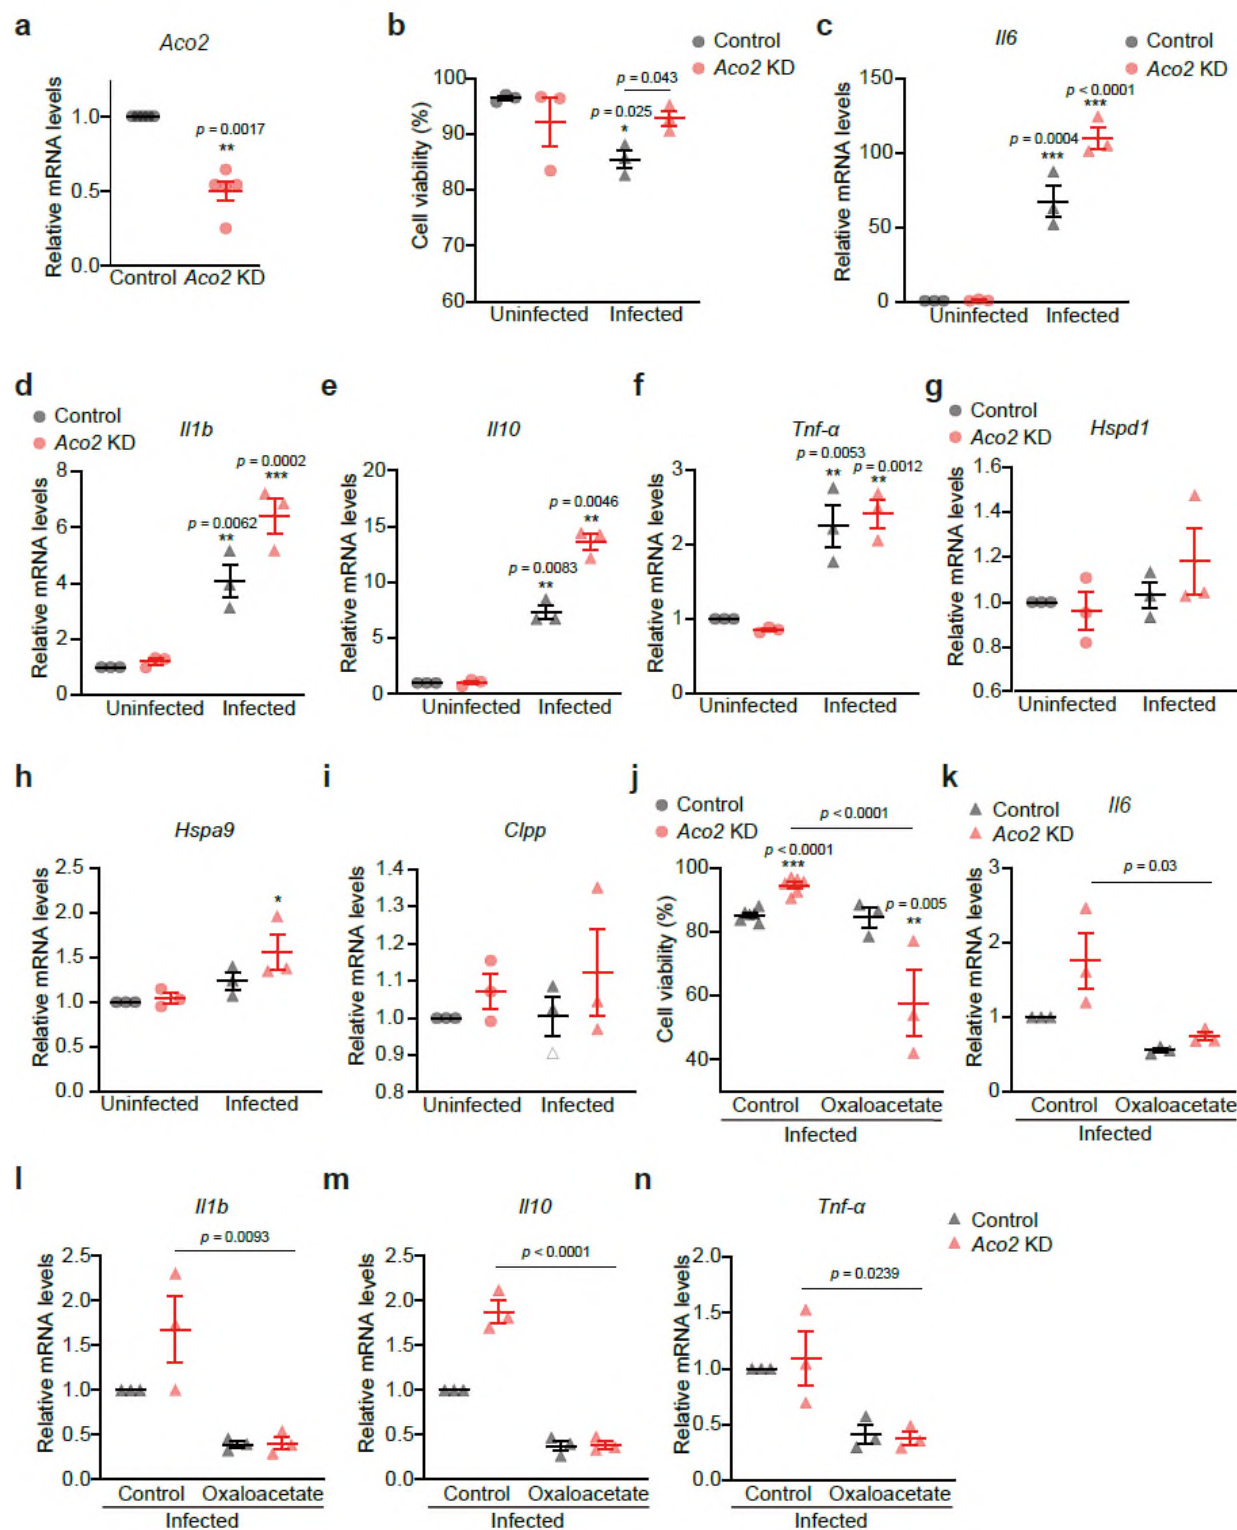

**Supplementary Figure 13. Downregulation of Aco2 increases cellular immunity and UPR<sup>mt</sup> in macrophage-derived RAW 264.7 cells.**

**a**, siRNA against *Aco2* (*Aco2* KD) efficiently decreased endogenous *Aco2* mRNA levels in RAW 264.7 cells (n = 5). **b**, *Aco2* KD increased the viability of RAW 264.7 cells upon infection with *S. aureus* (n = 3). **c–f**, Relative mRNA levels of *Il6* (**c**), *Il1b* (**d**), *Il10* (**e**), and *Tnf-α* (**f**) in RAW 264.7 cells treated with control siRNA (Control) or *Aco2* KD upon infection with *S. aureus*, measured by using quantitative RT-PCR (n = 3). **g–i**, Relative mRNA levels of selected ATF5 target genes, *Hspd1* (**g**), *Hspa9* (**h**), and *Clpp* (**i**) were measured by using quantitative RT-PCR in RAW 264.7 cells treated with control or *Aco2* KD upon *S. aureus* infection (n = 3). **j**, Treatment with oxaloacetate suppressed the increased viability of RAW 264.7 cells caused by *Aco2* KD upon infection with *S. aureus* (n = 6 for control, n = 3 for oxaloacetate). **k–n**, Relative mRNA levels of *Il6* (**k**), *Il1b* (**l**), *Il10* (**m**), and *Tnf-α* (**n**) upon supplementation with oxaloacetate in *S. aureus*-infected RAW 264.7 cells treated with *Aco2* KD, measured by using quantitative RT-PCR (n = 3). Error bars indicate the standard error of the mean (SEM, \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, two-tailed Student's *t*-test relative to control conditions). See Supplementary Data 5 for the details of primer sequences.

## 238    **Supplementary References**

- 239    1.    Tan, M.-W., Mahajan-Miklos, S. & Ausubel, F. M. Killing of *Caenorhabditis elegans*  
240        by *Pseudomonas aeruginosa* used to model mammalian bacterial pathogenesis.  
241        *Proc. Natl. Acad. Sci.* **96**, 715–720 (1999).
- 242    2.    Dillin, A. *et al.* Rates of behavior and aging specified by mitochondrial function  
243        during development. *Science* **298**, 2398–401 (2002).
- 244    3.    Lee, S. S. *et al.* A systematic RNAi screen identifies a critical role for mitochondria  
245        in *C. elegans* longevity. *Nat. Genet.* **33**, 40–48 (2003).
- 246    4.    Rea, S. L., Ventura, N. & Johnson, T. E. Relationship Between Mitochondrial  
247        Electron Transport Chain Dysfunction, Development, and Life Extension in  
248        *Caenorhabditis elegans*. *PLoS Biol.* **5**, e259 (2007).
- 249    5.    Soo, S.K., Traa, A., Rudich, Z.D., Moldakozhayev, A., Mistry, M., and Van  
250        Raamsdonk, J.M. (2022). Genetic basis of enhanced stress resistance in long-  
251        lived mutants highlights key role of innate immunity in determining longevity.  
252        *Aging Cell*, e13740. 10.1111/ace1.13740.
- 253    6.    Selak, M.A., Armour, S.M., MacKenzie, E.D., Boulahbel, H., Watson, D.G.,  
254        Mansfield, K.D., Pan, Y., Simon, M.C., Thompson, C.B., and Gottlieb, E. (2005).  
255        Succinate links TCA cycle dysfunction to oncogenesis by inhibiting HIF-alpha  
256        prolyl hydroxylase. *Cancer Cell* **7**, 77-85. 10.1016/j.ccr.2004.11.022
- 257    7.    Bulteau, R. & Francesconi, M. Real age prediction from the transcriptome with  
258        RAPToR. *Nat. Methods* **19**, 969–975 (2022).
- 259    8.    Cartwright-Acar, C.H., Osterhoudt, K., Suzuki, J.M.N.G.L., Gomez, D.R.,  
260        Katzman, S., and Zahler, A.M. (2022). A forward genetic screen in *C. elegans*  
261        identifies conserved residues of spliceosomal proteins PRP8 and  
262        SNRNP200/BRR2 with a role in maintaining 5' splice site identity. *Nucleic Acids*  
263        *Res.* **50**, 11834–11857. 10.1093/nar/gkac991.
- 264    9.    Soo, S.K., Traa, A., Rudich, P.D., Mistry, M., and van Raamsdonk, J.M. (2021).  
265        Activation of mitochondrial unfolded protein response protects against multiple  
266        exogenous stressors. *Life Sci. Alliance* **4**, 1–16. 10.26508/lsa.202101182.
- 267    10.    Chomyshen, S.C., Tabarraei, H., and Wu, C.W. (2022). Translational suppression  
268        via IFG-1/eIF4G inhibits stress-induced RNA alternative splicing in *Caenorhabditis*  
269        *elegans*. *Genetics* **221**. 10.1093/genetics/iyac075.
- 270    11.    Fletcher, M., Tillman, E. J., Butty, V. L., Levine, S. S. & Kim, D. H. Global  
271        transcriptional regulation of innate immunity by ATF-7 in *C. elegans*. *PLOS Genet.*  
272        **15**, e1007830 (2019).
- 273    12.    McEwan, D. L. *et al.* Tribbles ortholog NIP1-3 and bZIP transcription factor CEBP-  
274        1 regulate a *Caenorhabditis elegans* intestinal immune surveillance pathway.  
275        *BMC Biol.* **14**, 105 (2016).
- 276    13.    Oliveira, R. P. *et al.* Condition-adapted stress and longevity gene regulation by  
277        *Caenorhabditis elegans* SKN-1/Nrf. *Aging Cell* **8**, 524–541 (2009).
- 278    14.    Mann, F. G., Van Nostrand, E. L., Friedland, A. E., Liu, X. & Kim, S. K.

- 279 Deactivation of the GATA Transcription Factor ELT-2 Is a Major Driver of Normal  
280 Aging in *C. elegans*. *PLOS Genet.* **12**, e1005956 (2016).
- 281 15. Wu, Z. *et al.* Dietary Restriction Extends Lifespan through Metabolic Regulation of  
282 Innate Immunity. *Cell Metab.* **29**, 1192-1205.e8 (2019).
- 283 16. Nargund, A. M., Pellegrino, M. W., Fiorese, C. J., Baker, B. M. & Haynes, C. M.  
284 Mitochondrial import efficiency of ATFS-1 regulates mitochondrial UPR activation.  
285 *Science* **337**, 587–90 (2012).
- 286 17. Fiorese, C. J. *et al.* The Transcription Factor ATF5 Mediates a Mammalian  
287 Mitochondrial UPR. *Curr. Biol.* **26**, 2037–2043 (2016).  
288

# Supplementary material for: Mitochondrial aconitase suppresses immunity by modulating oxaloacetate and the mitochondrial unfolded protein response
**Source:** Nat Commun. 2023 Jun 22;14:3716. doi: 10.1038/s41467-023-39393-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Title: Supplementary Data 1.**

#### **Description: Statistical analysis of survival assay data and additional repeats.**

Survival assay data within the double-solid lines are obtained from same experimental sets and biological repeats are distinguished by single-solid lines. All *p* values for RNAi experiments were calculated against wild-type animals treated with control RNAi. *aco-2* RNAi extended the lifespan of worms at 25°C, the same temperature for pathogen survival assays (Supplementary Fig. 3h and i); the effect of *aco-2* RNAi on PA14 resistance (46%-102% increase in 12 trials of PA14 small-lawn assays: average 74%) is larger than that on lifespan (20%-31% increase in two trials: average 26%). WT: wild-type, *pmk1*: *p* value against *pmk-1(km25)* treated with control RNAi, *tir1*: *p* value against *tir-1(tm3036)* treated with control RNAi, *aco1*: *p* value against *aco-1(jh131)* treated with control RNAi, *skn1*: *p* value against *skn-1(zj15)* treated with control RNAi, *atfs1*: *p* value against *atfs-1(gk3094)* treated with control RNAi, *zip2*: *p* value against *zip-2(tm4067)* treated with control RNAi, *atf7*: *p* value against *atf-7(qd22 qd130)* treated with control RNAi, *daf16*: *p* value against *daf-16(mu86)* treated with control RNAi, *hsf1*: *p* value against *hsf-1(sy441)* treated with control RNAi, *hlh30*: *p* value against *hlh-30(tm1978)* treated with control RNAi, *aco2i*: *p* value against wild-type treated with *aco-2* RNAi, *cco1i*: *p* value against wild-type treated with *cco-1* RNAi.

### **Title: Supplementary Data 2.**

#### **Description: Statistical analysis of feeding assay data shown in Fig. 1 and Supplementary Fig. 3.**

Feeding assay data within the double-solid lines were obtained from same experimental sets. All *p* values for RNAi experiments were calculated against wild-type worms treated with control RNAi. WT: wild-type

### **Title: Supplementary Data 3.**

#### **Description: The list of gene sets related to the immune signaling pathways.**

GEO: Gene expression omnibus, GSE: GEO series, PUMA: Princeton University microarray database. DESeq2 and limma indicate that raw RNA-seq and microarray data were reanalyzed to identify differentially expressed genes by using these tools, respectively. Gene sets significantly enriched (*p* value < 10<sup>-3</sup>) in the GO term “Defense response to other organism” were subsequently chosen by using g:Profiler. It is noted that different mitochondrial dysfunctions change lifespan in different ways; *aco-2i*, *cco-1i*, *clk-1(qm30)*, *isp-1(qm150)*, and *nuo-6(qm200)* extend lifespan, whereas *gas-1(fc21)* and *sdhb-1(R244H)* shorten lifespan. Group i genes substantially overlapped with genes that were downregulated by depletion of *elt-2* and *nipi-3*, but did not with genes that were upregulated by depletion of *elt-2* or *nipi-3*, which are more likely immune signaling genes. We therefore focused on

functionally characterizing other immune regulators in Figures 3 and 4, such as *pmk-1*, *atfs-1*, and *skn-1*, instead of *elt-2* and *nipi-3*. Data sets with PMK-1 signaling axis were marked with black dots.

**Title: Supplementary Data 4.**

**Description: The list of genes upregulated by mitochondrial dysfunctions and related to "Pathogen" of "Stress response" in WormCat.**

GEO: Gene expression omnibus, GSE: GEO series. RAPToR indicate that RNA-seq data were reanalyzed to adjust different stages by using the tool. 0: Not significantly changed, 1: Upregulated.

**Title: Supplementary Data 5.**

**Description: List of qRT-PCR primers used in this study.**

**Title: Supplementary Data 6.**

**Description: Mass spectrometric parameters of Krebs cycle metabolites.**

**Title: Supplementary Data 7.**

**Description: Analysis of Krebs cycle metabolites in Fig. 5a.**

The *p* values were calculated by two-tailed Wilcoxon rank sum exact test.

# Supplementary material for: Mitochondrial aconitase suppresses immunity by modulating oxaloacetate and the mitochondrial unfolded protein response
**Source:** Nat Commun. 2023 Jun 22;14:3716. doi: 10.1038/s41467-023-39393-6
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Quantitative RT-PCR data were collected by using StepOne Software (version 2.3) installed in StepOne Real-Time PCR system. Western blot images were collected using Image Lab software (version 6.1, Bio-Rad, Contra Costa County, CA, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | For survival assays, OASIS ( <a href="http://sbi.postech.ac.kr/oasis">http://sbi.postech.ac.kr/oasis</a> ), OASIS2 ( <a href="https://sbi.postech.ac.kr/oasis2">https://sbi.postech.ac.kr/oasis2</a> ), and GraphPad Prism (version 9 for window, GraphPad Software, San Diego, CA, USA) were used for the log-rank (Mantel-Cox method) test. For RNA sequencing, alignment, and quantification, C. elegans genome WBcel235 (ce11), Ensembl transcriptome (release 103), STAR (v.2.7.0e), RSEM (v.1.3.1), DESeq2 (v.1.22.2), RAPToR (v1.1), GSEA (v.3.0), g:Profiler (Nov 02 2022), WormCat (v2.0), and R (v.4.0.2, <a href="http://www.r-project.org">http://www.r-project.org</a> ) were used. For gene expression analysis after quantitative RT-PCR, StepOneTM Software (version 2.3) was used. ImageJ software (v.1.53g, Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, MD, USA, <a href="http://rsb.info.nih.gov/ij/">http://rsb.info.nih.gov/ij/</a> ) was used for fluorescence image analysis. Image Lab software (version 6.1, Bio-Rad, Contra Costa County, CA, USA) was used for western blot analysis. For semi-quantitative analysis of metabolite using LC-MS, data were analyzed using Xcalibur (v4.1, Thermo Fisher Scientific, MA, USA) and Trace Finder (v4.0, Thermo Fisher Scientific, MA, USA). Figures were assembled with Adobe Illustrator 2020. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE181546.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

All the experiments were done with at least two independent trials. Standard deviations were calculated from the biological replicates. Sample size estimation based on the power was not performed.

Data exclusions

No data were excluded from the study.

Replication

All the experimental data were obtained from at least two independent biological replicates.

Randomization

The samples were randomly allocated into experimental groups. For untargeted metabolomic analysis, we randomized the sample injection in order to minimize the effect of the instrument signal drift. All attempts at replication were successful.

Blinding

All subcellular localization assays were performed double-blindly by at least two independent researchers. Other experiments, including survival assays in this study, were not performed blindly because of apparent phenotypic differences (e.g. different developmental time or movement) among conditions.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

anti-ACO2 antibody (1:1,000, ab129069, Abcam, Cambridge, UK)  
 anti-ACO1 antibody (1:1,000, ab183721, Abcam, Cambridge, UK)  
 anti-GAPDH (1:1,000, G9545, Sigma, St. Louis, MO, USA)  
 anti-COXIV (1:1,000, 4850S, Cell Signaling Technology, Danvers, MA, USA)  
 anti-rabbit antibodies (1:5,000, #SA8002, ABfrontier, Seoul, South Korea)  
 anti-mouse antibodies (1:5,000, #SA8001, ABfrontier, Seoul, South Korea).

## Validation

All antibodies used in this study were obtained from commercial sources, which were validated for specificity and species reactivity by the manufacturers. The information is readily available on the website of the manufacturers listed below.

Anti-ACO2 (ab129069, Abcam, Cambridge, UK) has been validated for various assays, including Western blotting. The supplier website (<https://www.abcam.com/aconitase-2-antibody-epr8282b-ab129069.html>) provides 13 references that used this antibody for Western blotting, immunoprecipitation, and immunocytochemistry. We used anti-ACO2 to validate the siRNA-mediated knockdown of ACO2 in HeLa cells by using Western blotting.

Anti-ACO1 (ab183721, Abcam, Cambridge, UK) has been validated for various assays, including Western blotting. The supplier website (<https://www.abcam.com/aconitase-1aco1-antibody-epr72262-ab183721.html>) provides species reactivity for human sample and data that used this antibody for Western blotting. We used anti-ACO1 to validate the siRNA-mediated knockdown of ACO1 in HeLa cells by using Western blotting.

Anti-GAPDH (G9545, Sigma, St. Louis, MO, USA) has been validated for various assays, including Western blotting, immunoprecipitation, and immunofluorescence. The supplier website (<https://www.sigmaaldrich.com/KR/ko/product/sigma/g9545>) provides 624 references that used this antibody for Western blotting, immunoprecipitation, immunocytochemistry. We used anti-GAPDH as a loading control, and a cytosolic marker in HeLa cells for Western blotting.

Anti-COXIV (4850S, Abcam, Cambridge, UK) has been validated for various assays, including Western blotting, immunoprecipitation, immunohistochemistry, and immunofluorescence. The supplier website (<https://www.cellsignal.com/products/primary-antibodies/cox-iv-3e11-rabbit-mab/4850>) provides 464 references that used this antibody for Western blotting, immunoprecipitation, immunohistochemistry, and immunofluorescence. We used anti-COXIV as a mitochondrial marker in HeLa cells for Western blotting.

Anti-rabbit (SA8002, ABfrontier, Seoul, South Korea) has been validated for Western blotting by supplier and other published papers (<https://www.nature.com/articles/s12276-020-00523-5>, <https://www.nature.com/articles/s41598-021-95933-4#Sec8>)

Anti-mouse (SA8001, ABfrontier, Seoul, South Korea) has been validated for Western blotting by supplier and other published papers (<https://www.nature.com/articles/s41598-021-95933-4>, <https://www.nature.com/articles/s12276-020-00523-5>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HeLa cells were obtained from American Type Culture Collection (ATCC). The RAW264.7 cells came from ATCC and were gifted to us by Dr. Suk-Jo Kang's lab.

## Authentication

The cells were not authenticated.

## Mycoplasma contamination

Cell lines used in this study were negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

*Caenorhabditis elegans* hermaphrodites at larval and adult stages were used in this study. These include wild-type N2 (Bristol), IJ575 atfs-1(gk3094) V obtained by outcrossing VC3201 four times to Lee-laboratory N2, IJ130 pmk-1(km25) IV obtained by outcrossing KU25 four times to Lee-laboratory N2, IJ824 tir-1(tm3036) III obtained by outcrossing IG685 four times to Lee-laboratory N2, AU78 agls219[T24B8.5p::GFP::unc-54-3'UTR; ttx-3p::GFP] III, ZD318 atf-7(qd22 qd130) agls219[T24B8.5p::GFP::unc-54-3'UTR; ttx-3p::GFP] III, IJ1906 hlh-30(tm1978) IV obtained by outcrossing JIN1375 six times to Lee-laboratory N2, IJ1625 skn-1(zj15) IV obtained by outcrossing QV225 four times to Lee-laboratory N2, CF1042 daf-16(mu86) I, IJ134 zip-2(tm4067) III obtained by outcrossing FX4067 four times to Lee-laboratory N2, CF2495 hsf-1(sy441) I, SJ4100 zcls13[hsp-6::GFP], and IJ975 aco-1(jh131) X obtained by outcrossing

KJ550 four times to Lee-laboratory N2. L4 (> 90%) and prefertile young adult (< 10%) stage animals were used for PA14 slow-killing assays. L4 stage larval animals were used for PA14 fast-killing assays, *S. aureus* killing assays, stress resistance assays, and RNA extraction experiments. Young adult animals were used for lifespan assays and metabolite analysis.

**Wild animals**

No wild animals were used in this study.

**Reporting on sex**

*Caenorhabditis elegans* hermaphrodites at larval and adult stages were used in this study.

**Field-collected samples**

No field-collected samples were used in this study.

**Ethics oversight**

No ethics oversight was required.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

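RNA was measured in whole wild-type animals that had been fed control RNAi or *aco-2* RNAi bacteria until the L4 stage and then kept for 12 h at 25 °C on control RNAi bacteria (*E. coli*) or on PA14, with 3 replicates of each of the 4 combinations. By the methods, the authors prepared stranded mRNA libraries, sequenced them as read pairs, aligned the pairs to WBcel235 with STAR and counted them with RSEM on the genes of Ensembl release 103. Each deposited table holds the expected counts of 1 library for 46904 genes. The values were checked to be counts that had not been normalized. Between 838 and 997 genes per library held a count that was not a whole number, since RSEM shares a read pair that matches several genes among them. Library totals lay between 15325683 and 21917862. Gene symbols, positions and lengths were taken from a later Ensembl annotation of the same assembly, which holds 46817 of the 46904 genes and 14929 of the 14941 tested, and gene names of the paper were matched by their current or earlier symbols.

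Libraries were grouped by RNAi and bacteria. The counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3, with 1 mean for each of the 4 groups, TMM factors and the quasi-likelihood F test. Genes were kept by the edgeR function filterByExpr at a minimum count of 10 and a minimum total count of 15, which left 14941 genes. The TMM factors were 1.05 to 1.09 for control RNAi on *E. coli*, 1.09 to 1.23 for control RNAi on PA14, 0.836 to 0.907 for *aco-2* RNAi on *E. coli* and 0.901 to 0.980 for *aco-2* RNAi on PA14. The comparisons were *aco-2* RNAi against control RNAi on each of the bacteria, PA14 against *E. coli* under each RNAi, both treatments together against control RNAi on *E. coli*, and the interaction. A gene was called when its fold change was above 2 in either direction and its Benjamini-Hochberg adjusted p was under 0.05. Simulated counts with 200 changed genes (4-fold up or to 0.25 of the level) were tested. Over the 4 comparisons edgeR recovered 90% to 94.5% of these genes with 3 to 6 false calls, and DESeq2 92% to 95% with 6 to 9. Few genes were changed there, in equal numbers up and down, whereas *aco-2* RNAi changed most of the genes tested. The simulation thus does not show how accurate the calls for *aco-2* RNAi are. CPM were computed with the TMM factors, and the precision of a value is given by the SD of 3 replicates or the standard error of the fit. Where a group had 1 to 3 counts in all, a depth-adjusted ratio with an exact 95% interval was given, and where it had no counts, 3 counts over its 3 libraries were taken as the limit.

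Groups i to iv were formed as in the paper from the calls for *aco-2* RNAi on *E. coli* and for PA14 under control RNAi, and their sizes were compared with chance by two-sided exact hypergeometric tests over the genes tested. Separate controls were made by using 1 control library on *E. coli* for the comparison with PA14 and the other 2 for the comparison with *aco-2* RNAi, where the lone library was taken to vary like the other groups. Counts were simulated 20 times without any change and 20 times with the observed effects of PA14 shuffled within 20 bins of expression. Gene families were defined by symbol prefix and tested with two-sided Fisher's exact tests. Gene sets from the Supplementary Data were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry in limma 3.58.1. Lists of marker genes for vitellogenins, oocytes, larval cuticle, sperm, the mitochondrial unfolded protein response (UPRmt), the unfolded protein response of the endoplasmic reticulum (ER) and heat shock were written from general knowledge and tested in the same way, and their medians were compared with those of 10000 random lists matched on expression. X-linked genes were compared with 1000 lists of autosomal genes matched in 20 bins of expression and 5 bins of length. Principal components were computed on the variance stabilizing transformation of DESeq2 1.42.0 for the 500 most variable genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

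Genes are named in the text if the paper names them, if they belong to a group of 5 or fewer genes, or if they are among the 5 largest changes in each direction of the comparisons of *aco-2* RNAi on *E. coli* and PA14 under control RNAi, among called genes with a mean of at least 100 counts whose treated and control libraries do not overlap. The grouping, the model, the thresholds, the lists, this rule and the alternatives were chosen before the data were examined, except for the scaling to X-linked genes. The alternatives were DESeq2 with its own size factors, RLE size factors, total counts and upper quartile scaling in edgeR, no low-count filter (at least 1 count), a stricter filter (1 CPM in 3 libraries), counts that were not rounded, a fit of the 6 libraries compared alone, a block for the replicate number, a test against a 2-fold change (glmTreat), separate controls, a background in bins of expression, and each library left out in turn. Whether the replicate numbers pair the libraries was checked by the correlation of residuals, which was 0.24, 0.49 and 0.29 for the 3 numbers between control RNAi on *E. coli* and on PA14, and ran from -0.17 to 0.49 between the other pairs of groups, so the numbers were taken to pair the libraries for PA14 under control RNAi alone. The replicates of each group were compared in pairs for duplicates, and all 12 pairs differed by more than counting noise, while libraries of different groups were not compared in this way. The age adjustment with RAPToR, the WormCat and gene ontology annotations, gene set enrichment for the sets held only in part, and the libraries of other studies were not used here.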

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

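Of the tests reported in this part, those of a uniformly younger age, of a smaller share of oocytes and embryos and of expression and length as the source of most of the X-linked difference, and the scaling to X-linked genes, were chosen after the result was seen.

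The effect of PA14 differed between control RNAi and *aco-2* RNAi. In a test of this difference (the interaction in edgeR), 843 genes passed both thresholds, 719 with a negative and 124 with a positive interaction. The sign is not the size of a response, since a smaller fall with PA14 also makes the interaction positive. Of the 719, 590 were in Group i, whose median with PA14 was 1.78 under control RNAi and 0.48 under *aco-2* RNAi. Of the 124, 3 were in Group iv and 66 in Group ii, whose median with PA14 was -1.65 under control RNAi and -0.94 under *aco-2* RNAi. DESeq2 gave 723 genes, the test against a 2-fold change gave 187, and with each library left out in turn the number was 630 to 906. Under each scaling more genes had a negative than a positive interaction. The share with a positive interaction was 14.7% with TMM, 14.1% with upper quartile scaling, which was the lowest of the scalings, and 27.9% with DESeq2, the highest. Single libraries moved the number with a positive interaction, which was 186 (25.3%) without replicate 1 of *aco-2* RNAi on PA14 and 77 (12.2%) without replicate 1 of control RNAi on PA14. Genes chosen for a large effect of PA14 under control RNAi would have an inflated effect there. This was tested by choosing the genes without 1 replicate and measuring them in that replicate. The median effect of PA14 in the replicate left out was 1.80, 1.53 and 1.51 under control RNAi and 0.683, 0.602 and 0.645 under *aco-2* RNAi, and between 86.8% and 92.5% of the genes had the larger effect under control RNAi, which excludes inflation as the whole source. Of 100 divisions of the libraries by bacteria within each RNAi, 10 gave as many calls, the real one included, so chance is not excluded by this count. All 10 keep the real division of the control RNAi libraries, which 13 of the 100 do, and so keep the response to PA14 under control RNAi. What stays open is a lower response of animals whose levels with *aco-2* RNAi are already near the highest that these genes reach, a lower load of PA14, and a difference in stage, none of which was tested on these libraries. On the load, the paper reports less accumulation of PA14 in the intestinal lumen with *aco-2* RNAi and no effect on intake.

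Among the genes that the paper names or that changed most, the interaction was past both thresholds and negative for *irg-5* (-2.09), *dod-22* (-2.13), *lys-2* (-2.61), *clec-65* (-1.34), *pqm-1* (-1.10), *vhp-1* (-1.02), *zip-2* (-1.34), *C49G7.5* (-4.88), *C32H11.4* (-3.73), *dod-21* (-4.82), *pgp-7* (-4.09) and *B0024.4* (-2.86). It was also negative for *cld-1* (-7.81) and *clc-12* (-5.36), which had 3 counts and 1 count in the control RNAi libraries on *E. coli*, so that the size of their interaction depends on the prior count. It was positive for *cts-1* (1.01), *clec-17* (2.78), *amt-1* (3.48), *F18E3.12* (6.02) and *F18E3.11* (5.90). *F18E3.12* had 3 counts on PA14 under control RNAi, and its ratio between *aco-2* RNAi and control RNAi on PA14 was 183 (exact 95% interval 62.1 to 888). Its level on PA14 was 10.3 ± 4.54 CPM with *aco-2* RNAi against 0.0528 ± 0.0531 CPM with control RNAi (SD, n = 3). For 3 of these genes the scaling, the filter or a single library changed the call. The interaction of *pqm-1* was -0.94 with DESeq2, -0.95 with RLE size factors and -0.97 with scaling to X-linked genes. That of *vhp-1* was -0.86, -0.87 and -0.89 with these, and it was -0.99 without replicate 2 of *aco-2* RNAi on *E. coli*, -0.94 without replicate 1 of *aco-2* RNAi on PA14, -0.98 without replicate 2 of control RNAi on *E. coli* and -0.93 without replicate 1 of control RNAi on PA14. That of *cts-1* was 0.998 with the stricter low-count filter, 0.98 and 0.99 without replicate 1 and replicate 3 of *aco-2* RNAi on *E. coli*, 0.99 and 0.98 without replicate 2 and replicate 3 of *aco-2* RNAi on PA14, 0.96 without replicate 2 of control RNAi on *E. coli*, and 0.93 and 0.99 without replicate 1 and replicate 3 of control RNAi on PA14. For 3 others the adjusted p from edgeR rose above the threshold. This was so for *pgp-7* without replicate 2 of *aco-2* RNAi on *E. coli* (adjusted p = 0.118), for *amt-1* without replicate 2 of *aco-2* RNAi on PA14 (adjusted p = 0.0530) and without replicate 1, 2 or 3 of control RNAi on PA14 (adjusted p = 0.100, 0.0789 and 0.0699), and for *clec-17* without replicate 1 or 3 of *aco-2* RNAi on *E. coli* (adjusted p = 0.0643 and 0.0634), replicate 3 of control RNAi on *E. coli* (adjusted p = 0.0712) or replicate 1 of control RNAi on PA14 (adjusted p = 0.0503). The test against a 2-fold change left out these 6 genes and *irg-5*, *clec-65* and *zip-2*. No technical explanation beyond those of the preceding paragraph was tested for single genes.

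The gene sets that mark the PMK-1 pathway showed the same difference. The median interaction was -0.69 for the 43 genes lower in *pmk-1*(-) animals, with 14 genes past both thresholds below and 2 above 0, and -0.90 for the 43 genes raised by *vhp-1* RNAi, with 16 below and 1 above 0. The test camera at a preset correlation of 0.01 gave p = 7.12e-10 and 2.05e-14, and fry, which keeps the correlation between genes, gave p = 0.00328 and 0.000384. With the correlation between genes estimated from the libraries, camera gave p = 0.110 and 0.0339. Adjusted over the list alone, 27 and 24 genes differed. The sets share 6 genes and so are not independent.

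Transcripts of sperm genes, which the paper does not report on, rose with *aco-2* RNAi on *E. coli*, with a median log2 fold change of 4.14 over 48 genes, and on PA14 with 3.84. Reads shared between near-identical copies would move counts within the list and leave its sum as it was, but the summed level rose 16.9 times, from 75.6 ± 65.1 to 1281 ± 50.8 CPM (SD, n = 3), which excludes them. The scaling of the libraries is excluded as well, since the lowest median over the scalings set in advance was 3.84, and 3.36 came from scaling to X-linked genes. A uniformly younger age of animals with *aco-2* RNAi is a candidate explanation for more sperm and fewer oocyte transcripts, since hermaphrodites make sperm before oocytes. It would also lower the vitellogenins, which rose by a median of 0.905 (0.11 with scaling to X-linked genes). This does not decide, because fewer oocyte transcripts would raise the share of other transcripts. X-linked genes rose by a median of 0.905 as well. The sperm list did not pass the threshold of camera with the correlation estimated from the libraries. Of the 10 divisions of the 6 libraries, 1 gave medians of the sperm or the oocyte list as far from 0. This is the fewest possible, so chance cannot be excluded by divisions of this number of libraries. A smaller share of oocytes and embryos in the animals would raise other transcripts alike. The smallest rise of the sperm list between any control RNAi and any *aco-2* RNAi library on *E. coli* was 2.88 in mean log2 CPM, and the largest rise of the vitellogenins was 1.04, which excludes it as the whole source. Open explanations are a uniformly younger age, a delay of the germline relative to the soma and a longer span of sperm production. The delay and the longer span were not tested. The legend of Supplementary Fig. 3 states that *aco-2* RNAi lowered brood size and slightly delayed development.

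X-linked genes, which the paper does not treat as a class, rose more than autosomal genes with *aco-2* RNAi on *E. coli*, with a median log2 fold change of 0.905 over 2029 genes against 0.320 over 12887. The difference between these medians was between 0.585 and 0.593 over 5 scalings, which decides nothing, since a scaling moves both medians alike. Over 1000 lists of autosomal genes matched on mean expression and length, the mean of the medians was 0.709 and the highest was 0.885. Expression and length are therefore excluded as the whole source of the difference, and they may account for most of it. A smaller share of germline transcripts is an open explanation for the rest, if X-linked genes are largely silent in the germline, which is an assumption here. Chromosome V had a higher median (1.10) than the X chromosome (0.91), and the medians of the others were -0.16 (I), 0.14 (II), -0.12 (III) and 0.61 (IV), so the pattern is not confined to the X chromosome.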

How the results depend on the processing

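The scaling to X-linked genes was chosen after the results were seen, and the other tests in this part were not. The counts of called genes, the sizes and factors of Groups i to iv, the principal components, the gene sets, the Pathogen list and the marker lists gave 744 values under the alternatives. Of these, 689 kept their direction and side of the threshold or stayed within the spread allowed, 34 moved further, 13 reversed, 3 newly passed a threshold and 5 no longer passed it. For the genes named in the text, 3039 of 3165 values kept both, 63 reversed, 47 were no longer past the thresholds and 16 newly passed them. Where a value changed, the cause was not tested, except where the construction of the alternative shows it. Counts that were not rounded changed none of these results. The block for the replicate number changed 1 call of a named gene, *pgp-7*, which rose by 1.90 with *aco-2* RNAi on *E. coli* and was then called.

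Scaling moved the median log2 fold change of all genes for *aco-2* RNAi on *E. coli*, which was 0.45 with TMM, 0.25 with RLE size factors, 0.14 with total counts, 0.73 with upper quartile scaling and 0.23 with DESeq2. On PA14 these medians were 0.20, 0.15, -0.13, 0.47 and 0.14. The share of upregulated genes among those called moved accordingly, from 68.3% to 55.3% with total counts and 78.7% with upper quartile scaling on *E. coli*, and from 63.9% to 45.4% and 78.5% on PA14. For PA14 in *aco-2* RNAi-treated animals it was 54.0%, 63.5% with total counts and 63.2% with the 6 libraries compared alone.

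With scaling to X-linked genes, *aco-2* RNAi raised 3135 and lowered 5742 genes on *E. coli* (35.3% upregulated) and raised 2547 and lowered 5391 on PA14 (32.1%), and 69.3% of the genes called for PA14 under *aco-2* RNAi were upregulated. Groups i to iii held 647, 134 and 13 genes. The marker list of UPRmt genes fell by 0.95 on the log2 scale, past the threshold of camera, and that of ER unfolded protein response genes reversed to -0.75. With *aco-2* RNAi on *E. coli* these genes reversed: *aco-1* (-0.28), *idh-2* (-0.11), *idhb-1* (-0.079), *ogdh-1* (-0.16), *suca-1* (-0.43), *sdhb-1* (-0.38), *fum-1* (-0.59), *mdh-1* (-0.075), *sek-1* (-0.18), *tir-1* (-0.20), *nipi-3* (-0.37), *skn-1* (-0.79), *daf-16* (-0.31) and *acdh-1* (-0.24). With PA14, *ogdh-1* reversed to 0.0067. This setting takes X-linked genes as unchanged, and it lowers the fold change of every gene with *aco-2* RNAi alike.

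The test against a 2-fold change asks for more than the fold change threshold, and so made fewer calls. It called 1673 genes downregulated by *aco-2* RNAi on *E. coli* and 1029 on PA14, 669 upregulated and 201 downregulated by PA14 under control RNAi, 153 and 60 under *aco-2* RNAi, and 187 for the interaction. Groups i to iv held 530, 113, 0 and 2 genes, the 0 for Group iii by edgeR. The share of upregulated genes was 74.6% for *aco-2* RNAi on PA14 and 71.8% for PA14 under *aco-2* RNAi.

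With upper quartile scaling, *aco-2* RNAi lowered 1818 genes on *E. coli* and 1464 on PA14. The factor of Group iv was 0.824 (p = 0.168, two-sided exact hypergeometric test), and the UPRmt list reversed to 0.11. Reversed with *aco-2* RNAi were *hsp-6* (0.18), *cts-1* (0.27), *atfs-1* (0.11), *pmk-1* (0.26), *atf-7* (0.17) and *spg-7* (0.10), and with PA14 *ogdh-1* (0.0094). With total counts, 3908 genes were downregulated by *aco-2* RNAi on PA14, the ER list reversed to -0.28, and *fum-1* (-0.11) and *skn-1* (-0.31) reversed with *aco-2* RNAi and *aco-1* (0.028), *ama-1* (0.057) and *ogdh-1* (0.088) with PA14.

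DESeq2 put 3 genes in Group iii and 115 in Group iv, and 27.9% of the genes it called for the interaction had a positive one, against 14.7%. The vitellogenins (0.68) and the UPRmt list (-0.39) passed the threshold of camera, and the ER list reversed to -0.20. *fum-1* (-0.030) and *skn-1* (-0.22) reversed with *aco-2* RNAi, and *skn-1* (-0.025) and *hsf-1* (-0.087) with PA14. With RLE size factors Group iv held 118 genes, and 25.8% of the genes called for the interaction had a positive one. The ER list (-0.17), *fum-1* (-0.0032), *skn-1* (-0.20 with *aco-2* RNAi and -0.018 with PA14) and *hsf-1* (-0.079) reversed. Without a low-count filter, the factor of Group iv was 0.962 (p = 0.757, two-sided exact hypergeometric test), and the ER list (-0.0070) and *skn-1* (-0.033) reversed. With the stricter filter *cts-1* (0.012) and *pmk-1* (0.011) reversed. With the 6 libraries compared alone, Group iii held 3 genes, and the ER list (-0.11) reversed, as did *skn-1* (-0.13) with *aco-2* RNAi and *ama-1* (0.024) and *ogdh-1* (0.055) with PA14.

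With the correlation between genes estimated from the libraries, the medians of 1.29 for the *pmk-1* genes with PA14 and of 1.98 for the *vhp-1* RNAi genes with *aco-2* RNAi were no longer past the threshold of camera (p = 0.0548 and 0.0691), which follows from a larger assumed correlation. The mean in place of the median reversed the larval cuticle list (0.094) and the ER list (-0.045). The median of the larval cuticle list was -1.50 over its 8 genes with a mean of at least 100 counts.

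With each library left out in turn, fewer libraries were fitted, and *aco-2* RNAi lowered 1906 to 3907 genes on PA14, the highest without replicate 1 of *aco-2* RNAi on PA14. PA14 under *aco-2* RNAi lowered 177 (without the same library) to 296 genes and raised 275 to 430. Group iii held 2 to 8 and Group iv 37 to 107 genes, and the factor of Group iv was 0.450 to 1.03, the highest without replicate 3 of control RNAi on PA14. The ER list ranged from -0.20 to 0.088. With *aco-2* RNAi, *hsp-6* ranged from -0.33 to 0.044, *cts-1* from -0.25 to 0.038, *fum-1* from -0.038 to 0.23, *pmk-1* from -0.25 to 0.021 and *skn-1* from -0.23 to 0.010. With PA14, *ama-1* ranged from -0.10 to 0.021, *ogdh-1* from -0.10 to 0.051, *hsf-1* from -0.068 to 0.091 and *R06B10.1* from -0.11 to 1.75. Most of the reversed values lie near 0 and are not called changed in any setting.

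Depth limits the genes with few counts. A change cannot be sized well where a group has 1 to 3 counts over 3 libraries, as for *cld-1*, *clc-12*, *F18E3.12*, *Y69A2AR.25* and *C06E7.88*, and the calls for *math-34*, *Y69A2AR.25* and *C06E7.88* did not hold without some single libraries. *sucg-1* fell by 1.05 on the log2 scale with *aco-2* RNAi and by 1.00 without replicate 2 of *aco-2* RNAi on *E. coli*, where it was not called. Nor was *sucg-1* called with upper quartile scaling (-0.78) or in the test against a 2-fold change (adjusted p = 0.236).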

Differences from the paper's values

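The sizes of Groups i to iv in the paper's text were compared with those computed here. None differed by more than 1.5 times in the settings chosen as the reference. After the adjustment for developmental age, the methods give a number of genes for *aco-2* RNAi that is far smaller than the calls here. It was not compared, because that step was not repeated. Group i held 1036 genes against the paper's 798, Group ii 325 against the paper's 297, Group iii 5 against the paper's 4, and Group iv 65 against the paper's 60. With DESeq2, which the methods name, the sizes were 872, 346, 3 and 115, and that of Group iv was then further than 1.5 times from the paper's, as was the 118 with RLE size factors. It was so too without replicate 2 of control RNAi on *E. coli* (37), replicate 1 of control RNAi on PA14 (37) and replicate 3 of control RNAi on PA14 (107). Group iii differed by more than 1.5 times from the paper's without replicate 1 (8) or replicate 2 (7) of *aco-2* RNAi on PA14, replicate 1 of control RNAi on *E. coli* (2) and replicate 2 of control RNAi on PA14 (7). The paper's size of Group iii, 4, was reached with the stricter low-count filter, with upper quartile scaling, and without replicate 2 or 3 of *aco-2* RNAi on *E. coli* or replicate 1 of control RNAi on PA14. Its size of Group iv, 60, was reached without replicate 1 of *aco-2* RNAi on PA14. The test against a 2-fold change gave 530, 113, 0 and 2 genes, all of them more than 1.5 times from the paper's. No setting gave the paper's sizes of Groups i and ii. The calls were 6074 up and 2817 down for *aco-2* RNAi on *E. coli*, beside sums of about 5200 and about 3600 in Fig. 2e, read by eye, and 1195 up and 495 down for PA14 under control RNAi, beside about 980 and about 520 in Fig. 2e, read by eye. The calls down for *aco-2* RNAi were further than 1.5 times from the value read with upper quartile scaling (1818), with the test against a 2-fold change (1673) and without replicate 2 of *aco-2* RNAi on *E. coli* (2384), and the calls down for PA14 with the test against a 2-fold change (201). With scaling to X-linked genes, chosen after the results were seen, the calls for *aco-2* RNAi were 3135 up and 5742 down, each further than 1.5 times from the value read, and Group ii (134) and Group iii (13) were further than that from the paper's sizes.

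The representation factors of 2.13, 1.62, 0.0222 and 0.696 stand beside values of about 2.5, about 1.8, about 0.02 and about 0.5 in Fig. 2e, read by eye. The factors of the 43-gene sets in Group i, 8.05 and 7.38, stand beside about 10 and about 9.9 in Fig. 2j, read by eye, and 9.00 was the factor of both with DESeq2. The representation factor of Group iv was further than 1.5 times from the value read in Fig. 2e with DESeq2 (0.757), RLE size factors (0.781), the replicate block (0.792), upper quartile scaling (0.824), no low-count filter (0.962) and the test against a 2-fold change (0.0889). It was so too without replicate 2 of *aco-2* RNAi on *E. coli* (0.912) and without replicate 3 of control RNAi on PA14 (1.03), and in the other direction with separate controls and PA14 set against replicate 3 (0.331). The factor of Group iii, which rests on 5 genes, was further than 1.5 times from the value read with DESeq2 (0.0115), no low-count filter (0.0334), the 6 libraries compared alone (0.0101), the test against a 2-fold change (0) and separate controls with PA14 set against replicate 1 (0), 2 (0.0309) or 3 (0.0103), and without replicate 2 of *aco-2* RNAi on PA14 (0.0316), replicate 1 of control RNAi on *E. coli* (0.00931) or replicate 2 of control RNAi on PA14 (0.0300), and those of Groups i and ii were within 1.5 times of the values read in each setting. The first principal component held 78.3% of the variance against about 75% in Fig. 2b, read by eye, and for the second component the 16% found here matches the printed value.

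The legend of Supplementary Fig. 5 describes an upregulation of UPRmt genes by *aco-2* RNAi, for a list of genes that was not used here. Of the 10 UPRmt genes listed for this work, 3 rose and 7 fell with *aco-2* RNAi on *E. coli*, 0 were called upregulated by edgeR and 2 were called downregulated. The largest rise was that of *timm-23*, 0.40 (adjusted p = 0.00115 from edgeR), and the median log2 fold change was -0.17 (0.11 with upper quartile scaling, -0.39 with DESeq2). *hsp-6* changed by -0.10 (0.18 with upper quartile scaling), and the paper shows it as raised in qRT-PCR in Fig. 3. The other ATFS-1 targets of that figure rose here as well, with log2 fold changes of 3.17 for *abf-2*, 2.57 for *lys-2*, 2.37 for *clec-65*, 3.01 for *cyp-33C8* and 1.48 for *pqm-1*, all of them called upregulated by *aco-2* RNAi.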

Other observations

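Of the tests reported in this part, those of the germline share for Group iv and for Groups i and iii, of weaker knockdown in replicate 1 and of the reference genes for *hsp-6*, and the scaling to X-linked genes, were chosen after the result was seen.

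The targets measured by qRT-PCR in Fig. 3 can be compared with the counts of the same transcripts. Of the 12 PMK-1/ATF-7 and ATFS-1 targets, 11 were called upregulated by *aco-2* RNAi on *E. coli* and 10 by PA14 under control RNAi, and these 10 were called by both. *abf-2* rose by 0.79 with PA14 (adjusted p = 0.234 from edgeR). Of the SKN-1 targets, *gst-4* changed by 2.57 with *aco-2* RNAi and -0.88 with PA14, *gst-10* by 3.23 and -0.24, and *gcs-1* by 0.95 and 0.57. The fall of *gst-4* with PA14 was past the fold change threshold without replicate 1 (-1.01) or replicate 3 (-1.01) of control RNAi on *E. coli* and without replicate 2 of control RNAi on PA14 (-1.03). The rise of *K08D8.5* with PA14, 1.08, was not past it with DESeq2 (0.97), with RLE size factors (0.98), or without replicate 3 of control RNAi on *E. coli* (0.9985) or replicate 2 of control RNAi on PA14 (0.92).

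*hsp-6* changed by -0.10 with *aco-2* RNAi on *E. coli* (adjusted p = 0.563 from edgeR), and qRT-PCR in Fig. 3 shows a rise. The reference genes of qRT-PCR, *ama-1* and *tba-1*, changed by -0.58 and -1.37 in the counts. Relative to both, *hsp-6* rose by 0.896 on the log2 scale, and the log2 ratios of the libraries were 0.30 to 0.68 with control RNAi and 1.20 to 1.52 with *aco-2* RNAi. A fall of the reference genes is thus a candidate explanation for the difference between the methods, and a ratio does not show which of the transcripts changed per animal. For PA14 under control RNAi, *hsp-6* changed by -0.53 (adjusted p = 0.0238 from edgeR).

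Of the 10 UPRmt genes, *hsp-60* (-1.04) and *hmg-5* (-1.26) were called downregulated by *aco-2* RNAi on *E. coli* and are named here after their values were seen. The median change of the 10 genes, -0.17, was at percentile 67.2 of random lists matched on expression and was not past the threshold of camera (adjusted p = 0.142), while fry, which keeps the correlation between genes, gave p = 0.0102, and 4 genes changed when adjusted over the list alone. The 8 ER unfolded protein response genes had a median of 0.03 (camera adjusted p = 0.412), with 1 called in each direction and 5 changed when adjusted over the list alone. The sign of this median depends on the scaling, from -0.75 with scaling to X-linked genes to 0.30 with upper quartile scaling. The 10 heat shock genes had a median of -0.62, at percentile 4 (camera adjusted p = 0.0978), with 3 called downregulated and 4 changed when adjusted over the list alone, and -0.30 without replicate 1 of control RNAi on *E. coli*. For them fry, with the correlation between genes kept, gave p = 0.00371. None of these 3 lists passed the threshold of camera with the correlation estimated from the libraries.

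The representation factors of Groups i to iv were weighed against 2 technical explanations. Control libraries shared by both comparisons are excluded as the source, since the lowest factor of Group i with separate controls was 2.08. The correlation of the changes across genes was 0.370, between the mean of 0.0801 in simulations with shared controls and shuffled effects and that of 0.478 in simulations without any change, and is not used as evidence here. A smaller share of germline transcripts with *aco-2* RNAi is another candidate explanation, because it would raise other genes together, PA14-responsive genes among them. Under the assumption that X-linked genes are largely silent in the germline, the factors among X-linked genes alone test it. They were 1.79 for Group i, 1.31 for Group ii (60 genes against 45.9 by chance) and 0 for Group iii (0 genes against 25.8). If the assumption holds, these factors argue against a smaller germline share as the whole source for these groups. The assumption was not tested, and 271 of the 2029 X-linked genes were called downregulated by *aco-2* RNAi on *E. coli*. For Group iv the factor was 0.908, 12 genes against 13.2 by chance, and the explanation cannot be told apart from others because the genes are too few.

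For each of the 4 comparisons of groups, 1 of the 10 divisions of the 6 libraries gave as many calls, the real one. The same holds for the medians of the *pmk-1* and *vhp-1* RNAi gene sets with *aco-2* RNAi on *E. coli* and with PA14 under control RNAi. Since 3 against 3 libraries make 10 divisions, the share cannot be under 0.1, and chance cannot be excluded in this way. The other divisions gave 0 calls by edgeR, the one tool used for the divisions, for *aco-2* RNAi on either of the bacteria and for PA14 under control RNAi, and at most 428 for PA14 in *aco-2* RNAi-treated animals. For PA14 under control RNAi, where residuals were correlated between libraries of the same number, the real division was the only one of the 4 that part all pairs to give as many calls. Of 100 divisions of the 9 libraries that define the 4 groups of genes, 1 gave a Group i as large and 1 a Group ii as large, the real one in each case, so chance is excluded for these sizes. This says nothing on the representation factors, since 6 of the 100 divisions gave calls in both comparisons. In 3 of these 6, which keep the control libraries and exchange 1 library between PA14 and *aco-2* RNAi, Group i held 938 to 1008 genes and its factor was 5.44 to 10.0, above the 2.13 of the real one.

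On an axis from the mean of control RNAi (0) to that of *aco-2* RNAi (1) on *E. coli*, replicate 1 of *aco-2* RNAi lay at 0.921 on *E. coli* and 0.898 on PA14, and replicates 2 and 3 lay between 0.969 and 1.11. A later stage of replicate 1 may be the source, and replicate 1 was the nearest to the control groups in 2 of 4 comparisons of the oocyte and sperm lists. Weaker knockdown is another possibility, and replicate 1 had the highest level of *aco-2* in 1 of 2 groups. Neither test decides, since each rests on single libraries, and the explanations cannot be told apart. Among the control RNAi libraries, replicate 2 lay nearest to *aco-2* RNAi, at 0.0820 on *E. coli* and 0.253 on PA14. The others lay at -0.0449 and -0.0371 on *E. coli* and at 0.136 on PA14. The source of this shift was not tested.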
